# MiRNAs shape mouse age-independent tissue adaptation to spaceflight via ECM and developmental pathways

**DOI:** 10.1038/s41467-026-68737-1

**Published:** 2026-02-05

**Authors:** Friederike Grandke, Shusruto Rishik, Viktoria Wagner, Annika Engel, Nicole Ludwig, Kruti Calcuttawala, Fabian Kern, Verena Keller, Marcin Krawczyk, Louis Stodieck, Virginia Ferguson, Amanda Roberts, Eckart Meese, Nicholas Schaum, Steven Quake, Tony Wyss-Coray, Andreas Keller

**Keywords:** Computational biology and bioinformatics, Cell biology, Gene regulation

## Abstract

As human space exploration accelerates, understanding the organism-wide molecular effects of longer spaceflight in mammals becomes increasingly critical. Non-coding RNAs like miRNAs are key to regulating this landscape. We thus analyze 686 small RNA samples of female mice from 13 solid organs at 3 and 8 months of age, after at least 3 weeks on the International Space Station and compare them to earth-bound controls. We observe significant spaceflight effects in systemic tissue remodeling pathways along the Fat-Liver-Pancreas axis and in heart, brain, spleen and thymus. The *MIR-17/92* and *MIR-1/133* families drive distinct molecular changes through specific gene targeting. Age-dependent changes, smaller in magnitude compared to age-independent changes, primarily involve tissue remodeling through *MIR-8*, *MIR-154* and *MIR-15* families in mesenteric adipose tissue, pancreas, and diaphragm. Our findings provide evidence on how spaceflight regulates mammalian gene expression in preparation for interplanetary spaceflight.

## Abstract (web summary)

Understanding the organism-wide molecular effects of spaceflight becomes increasingly critical as space exploration accelerates. Here, the authors show that miRNAs mediate microgravity-induced adaptations via extracellular matrix, DNA damage and developmental pathways, as shown by small RNA profiling in 13 organs of mice during and after spaceflight.

## Introduction

Since the 1960s, human presence in space has expanded, with more frequent missions and longer stays. With commercial costs to reach low earth orbit dropping by a factor of 20 in recent decades, from $54,500/kg to $2720/kg and continuing to drop^1^, human activity and presence in space will keep increasing. The physiological impact of spaceflight on humans is substantial, with prolonged exposure leading to symptoms similar to degenerative diseases observed on Earth, such as muscle atrophy, bone loss, cardiovascular deconditioning and changes to the immune system^2,3^. These effects intensify with mission duration, particularly in extended spaceflights beyond Earth’s orbit. Currently, expeditions to the International Space Station (ISS) are usually limited to a few weeks or months, but future missions to Mars and beyond will require even longer exposure to spaceflight stresses^4^. Molecular studies are needed to investigate spaceflight-induced physiological changes across tissues, aiming to identify biomarkers and therapeutic targets to mitigate adverse effects.

To better understand the molecular effects of spaceflight, numerous studies have investigated its impact on both humans and model systems. The NASA Twin Study^5^ is one such effort examining the effects of spaceflight on humans, including changes in gene expression, DNA methylation, the microbiome and the immune system. The Space Omics and Medical Atlas (SOMA)^6^ integrates this expanding data set, incorporating findings from the NASA Twins Study^5^, JAXA CFE study^7,8^, the SpaceX Inspiration4 crew^9–11^, with data from the Axiom and Polaris missions. The dataset includes microbiome profiles, scRNA-seq, scATAC-seq, and bulk gene expression across multiple types of tissues and organisms.

Studying multiple modalities is important due to the interconnected regulatory nature of biological systems. One important source of regulation is through small RNAs, such as miRNAs. MiRNAs are 19–25-nucleotide RNA molecules that can bind to the 3’ UTR of mRNAs and down-regulate them. Each miRNA can potentially target hundreds of such targets^12^, with their sequences and often expression conserved between species such as *M. musculus* and *H. sapiens*^13,14^. Previously, researchers identified 13 miRNAs that respond to spaceflight effects in Murine solid tissue^15^ and blood^16^ through the cytokine *TGF-β1*. This highlights miRNAs’ importance in regulating spaceflight effects. MiRNAs are also deregulated in tissues biopsied from chronic conditions like cardiovascular disease, cancer and aging^17–19^—conditions that share symptoms with the observed effects of long-term spaceflight^20–22^. Thus, we investigate whether the phenotypic similarity between degenerative disease and spaceflight stems from shared molecular mechanisms.

Human spaceflight studies solely rely on minimally invasive sampling, such as body fluids^6^. But degenerative conditions such as aging cause dysregulation across multiple tissue types^18^. A system-wide analysis of spaceflight exposure in humans has yet to be completed. Although multiple studies have examined the spaceflight-related deregulation of miRNA in individual murine tissues, none have analyzed multiple tissues from the same mice. Lastly, dysregulation in spaceflight arises not only due to microgravity and radiation but also from often overlooked factors such as housing and stress.

In this study, we analyzed miRNAs from 686 samples across 13 organs of young (3 months) and middle-aged (8 months) mice that were sent to the ISS (Flight). We compared them against mice living in standard conditions (Vivarium Ground Control) and mice living in an environment matched to ISS conditions (Habitat Ground Control). Furthermore, we compared miRNA profiling results with single-cell mRNA sequencing data from the same conditions (Supplementary Information) to identify miRNA-mRNA regulation. We also leveraged the Tabula Muris Senis (TMS) cohort to examine shared molecular pathways between aging and spaceflight.

## Results

### Spaceflight causes organ-specific murine small non-coding RNA expression changes

Various factors contribute to the physiological and environmental stress mice experience during spaceflight. Housing conditions, including the cage density, temperature, humidity, and carbon dioxide levels, can significantly influence the miRNA expression in cells derived from mouse tissues. To isolate the effects of spaceflight from the effects of housing across 13 tissues, we included HGC and VGC (Fig. 1a). Euthanizing mice at two time-points (matching timelines for controls and flight mice), one before returning to earth (TERM) and one after (LAR), allowed us to distinguish spaceflight-induced effects from the reentry-induced stress (Fig. 1b).

**Fig. 1:**
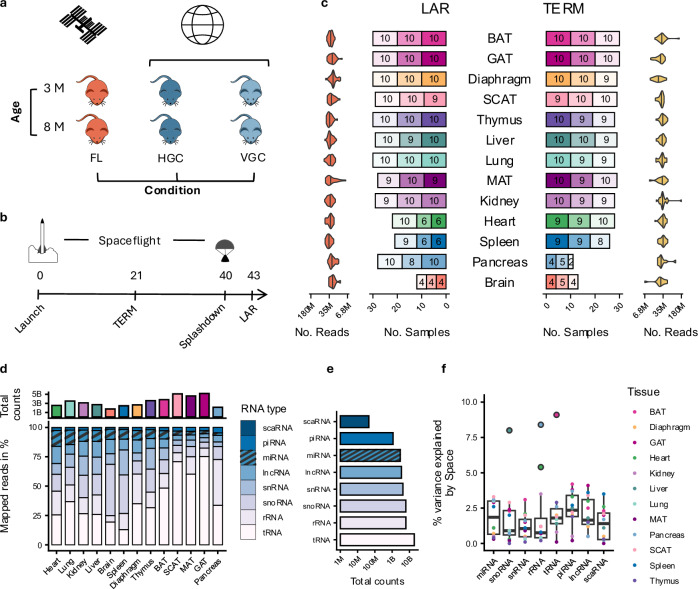
Study dataset overview. **a** We measured three mouse groups: Spaceflight (FL), Habitat Ground Control (HGC), mimicking housing conditions in flight and Vivarium Ground Control (VGC), representing typical mouse housing conditions. Each group splits into young (3 months) and old (8 months). **b** All experiments were carried out with 2 protocols: Live Animal Return (LAR), euthanized on Earth after 40 days of spaceflight and Immediate Termination (TERM), euthanized on the ISS after 21 days of spaceflight. **c** Sample sizes of FL, HGC, and VGC conditions across LAR and TERM and across tissues. Opacity indicates condition (FL: full opacity, HGC: medium opacity, VGC: light opacity). Violin plots show the distribution of the number of reads (log_10_ transformed) in the small RNA sequencing library for each tissue for LAR and TERM. Marked lines in the violin plots are the median for each tissue. **d** Total counts of reads that aligned to the murine genome for each tissue, along with the percentage of reads for each tissue that aligned to the different non-coding RNA types. Source data are provided as a Source Data file. **e** Total number of reads (log_10_ transformed) mapping to the different non-coding RNA types. Source data are provided as a Source Data file. **f** Distribution of the percentage of variance explained by Space condition in LAR for each Tissue by each type of non-coding RNA (number of biological replicates *n*: see **1c**). Source data are provided as a Source Data file. Boxplots show the median (center line), the first and third quartiles (box), and whiskers extending to the most extreme data points within 1.5 × IQR; values beyond this range are plotted as outliers.

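Small RNA was sequenced from 13 tissues of female BALB/cAnNTac mice in the FL, HGC and VGC arms. LAR held 114 FL, 113 HGC and 121 VGC samples, and TERM held 115 FL, 114 HGC and 109 VGC samples. The arms of LAR held 4 samples each in brain, 6 FL and 6 HGC samples in heart and in spleen, and 8 to 10 samples in the other groups. TERM pancreas had 4 FL, 5 HGC and 2 VGC samples. Brain in LAR and pancreas in TERM came from mice of 3 months alone. Supplementary Data 1 places the libraries in 44 pools on 8 plates. The authors mapped the reads against GRCm39 and miRBase with miRMaster and deposited read counts per feature and sample, without normalization, for 7 classes of RNA. These files list 9139 lncRNAs, 1964 miRNAs, 35624 piRNAs, 356 rRNAs, 1395 snRNAs, 1545 snoRNAs and 408 tRNAs. Of the miRNA values, 0.790% carry a fraction. Summed over the 7 classes and given in M (mega, the SI prefix), the counts per LAR sample ranged from 14.2 to 136 M in FL with a median of 47.2 M. They ranged from 16.6 to 167 M in HGC (median 48.4 M) and from 17.7 to 173 M in VGC (median 47.5 M). In TERM, the FL samples held 19.8 to 203 M counts (median 60.8 M), the HGC samples 14.9 to 220 M (median 61.4 M) and the VGC samples 9.15 to 428 M (median 61.6 M). Counts were scaled to the paper's unit, rpmm, by the total of the 7 classes in the sample, and 1 rpmm was added before the log2. A miRNA entered the comparisons when it had at least 5 reads in 10% of the samples of a tissue and arm. As in the paper's Methods, a miRNA was called deregulated when the log2 ratio of the geometric medians of its arms passed 1 in size with a Cohen's d past 0.5. The counts were also tested with edgeR's quasi-likelihood test after TMM scaling, with 1 fit per tissue over the 3 arms and Benjamini-Hochberg adjustment at 0.05. The level given by chance came from 100 assignments of the samples of a tissue to its arms, the real one included, so that 0.01 is the smallest p they can give. The tissues come from the same mice, so totals, medians and pooled values over tissues may vary more by chance than these assignments show. These reads carry no molecular identifiers that the files report, and the error of each value is the SD between samples.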

The 686 tissue samples split into 348 samples derived from the Live Animal Return (termed LAR) group and 338 samples derived from the ISS Terminated (termed TERM) group (Fig. 1c). 

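A sample held between 9.15 and 428 M counts over the 7 classes, with a median of 54.5 M overall, 47.8 M in LAR and 61.4 M in TERM. These totals of the deposited counts, not the numbers of sequenced reads that the paper states, are the depths behind the values here. Their median exceeds the median number of sequenced reads that the paper states, so they are counts on features and not numbers of reads. The counts on miRNAs had a median of 3.88 M per sample and ranged from 0.431 to 16.9 M in LAR and from 0.181 to 30.5 M in TERM. The percentage of reads mapped to the genome was not analysed here.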

In total, we sequenced 39.8 billion short reads with a median of 28.4 million per sample (interquartile range of 10.3 million), successfully mapping 70% to the mouse genome (GRCm39) (Supplementary Data 1). 

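The share of a sample's counts on miRNAs was 14.0% ± 4.56 (SD, n = 50) in heart and 14.0% ± 5.61 (SD, n = 58) in lung. It was 10.3% ± 4.36 (SD, n = 57) in kidney, 9.77% ± 3.93 (SD, n = 58) in liver and 9.14% ± 3.10 (SD, n = 25) in brain. The differences between kidney, liver and brain were smaller than the spread between samples. The adipose tissues ranged from 3.15% ± 2.51 (SD, n = 60) in GAT to 7.82% ± 3.31 (SD, n = 60) in BAT, and pancreas had the lowest share, 2.37% ± 1.54 (SD, n = 39). The tissues with the most counts over the 7 classes were SCAT with a median of 87.2 M per sample, GAT with 79.9 M and MAT with 69.3 M, followed by brain with 68.3 M. BAT had a median of 55.0 M and ranked after thymus with 58.7 M.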

Overall, gonadal adipose tissue (GAT), mesenteric adipose tissue (MAT), subcutaneous adipose tissue (SCAT) and brown adipose tissue (BAT) samples presented the highest percentage of mapped reads, while heart, lung, kidney and liver exhibited the highest proportion of miRNA-mapped reads (Fig. 1d). 

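Pooled over the 686 samples, 44.1% of the counts were on tRNAs, 14.4% on rRNAs and 14.4% on snoRNAs. snRNAs took 9.72%, lncRNAs 8.00%, miRNAs 6.77% and piRNAs 2.60%. The mean of the shares per sample gave tRNAs a lower figure, 36.3% ± 25.1 (SD over samples), and rRNAs 16.8% ± 11.6. The tRNA share ranged from 71.0% ± 16.0 in GAT and 67.9% ± 14.6 in SCAT to 18.8% ± 14.0 in brain and 12.6% ± 14.4 in spleen (SD over samples). In LAR, the tRNA share of BAT was 24.9% ± 9.13 in FL and 46.4% ± 11.5 in HGC (SD, n = 10 each), a difference of -21.45 percentage points (2-sided permutation test, p = 0.000184, adjusted p = 0.00239 over 13 tissues). None of the 10 FL samples reached the HGC mean (0 of 10 above it). The tRNA share of GAT was 55.3% ± 16.4 in FL and 76.9% ± 11.1 in HGC (SD, n = 10 each), a difference of -21.63 points (2-sided permutation test, p = 0.00262, adjusted p = 0.0170), with 9 of 10 FL samples below the HGC mean. The corresponding differences in TERM were -5.73 points in BAT (p = 0.559, 2-sided permutation test) and 0.206 points in GAT (p = 0.967, same test). In VGC of LAR, the tRNA share was 42.1% ± 12.1 in BAT and 62.5% ± 22.6 in GAT (SD, n = 10 each), and the latter overlaps that of FL. The GAT libraries of LAR also differed in depth, with totals of 58.2 M ± 29.8 in FL and 111 M ± 41.2 in HGC (SD).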

The majority of reads, however, mapped to tRNA (44%) and rRNA (14%), both crucial to mRNA translation (Fig. 1e).

Given this variation in RNA class distribution, we analyzed how much of the observed expression variance could be attributed to spaceflight. 

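The variance of log2 rpmm explained by spaceflight (FL against HGC and VGC) was computed per tissue and class by PVCA on the principal components that hold 90% of the variance. Over the 12 LAR tissues with both ages, its median was highest for tRNAs, 8.39% (range 0.585% to 29.2%). Medians of 6.57% for snoRNAs (1.02% to 21.7%), 5.48% for piRNAs (1.26% to 20.6%), 3.80% for lncRNAs (0.265% to 16.0%), 3.64% for snRNAs (0.826% to 22.7%) and 3.05% for rRNAs (0% to 39.5%) followed. With the arms of the samples reassigned, the median for tRNAs was 2.22%, and none of the other assignments reached the observed 8.39% (permutation p = 0.01, the smallest possible). The piRNA median exceeded its reassigned level of 2.44% with the same p of 0.01, and the lncRNA median exceeded its level of 2.18% with p = 0.03. The ranges overlap between all 7 classes. Without the pools in which more than 1 in 3 libraries carried the miRNA profile of another tissue, an alternative chosen after seeing the data, the median of snRNAs rose most, to 9.61%, and was the highest of the 7 classes. Those of piRNAs and lncRNAs rose to 8.65% and 7.77%, and that of tRNAs was 8.35%.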

The RNA types that were most affected by spaceflight were piRNA fragments (median: 2.35), lncRNA fragments (median: 1.65) and tRNA fragments (median: 1.95). This confirms that several RNA classes respond to spaceflight, which supports previous findings about their role in spaceflight adaptation and astronauts' health^23,24^. For miRNAs, spaceflight effects accounted for a median of 1.85% of the variance in expression across tissues (Fig. 1f).

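Spaceflight explained a median of 5.80% of the variance in miRNA abundance over the 12 tissues, from 0.422% to 23.9%. With reassigned arms the median was 2.21%, and none of the other assignments reached the observed value (permutation p = 0.01). The median was 7.70% without the pools in which more than 1 in 3 libraries carried another tissue's profile.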

Since our small RNA sequencing technology is optimized for miRNA detection, this class of non-coding RNA provides the most reliable signal in our dataset. However, to ensure transparency and facilitate further research, we make the full dataset, including all detected RNA classes, available for other researchers (c.f. resource availability).

### Environment and spaceflight affect different tissues in murine miRNA profiles

After mirBase quantification and filtering for stably abundant miRNAs, we identified 1148 miRNAs in the LAR group and 1133 miRNAs in the TERM group (Fig. 2a). 

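At least 5 reads in 10% of the samples of a tissue and arm were found for 1353 miRNAs in LAR and 1347 in TERM. With the 10% taken over the samples of a tissue, a reading of the same filter tried after the counts had been seen, 1148 miRNAs passed in LAR and 1132 in TERM. A LAR sample had between 366 and 834 miRNAs with at least 5 reads, with a median of 596, and a TERM sample between 339 and 942, with a median of 594. In LAR, brain had the most per sample, 769 ± 48.7 (SD, n = 12), and pancreas the fewest, 466 ± 78.3 (SD, n = 28). Pancreas also had the lowest median count on miRNAs, 0.866 M per sample, so a rare miRNA was harder to detect there at this depth.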

To visualize the full miRNA dataset, we projected all samples into a 2D UMAP space. Each organ forms a distinct cluster in the embedding (Fig. 2b) except for the adipose tissues (BAT, MAT, GAT, and SCAT), which cluster together. This reflects the dominant influence of the tissue type, which explains 53.1% of the variance in the data according to a Principal Variance Component Analysis (PVCA; Fig. 2c). In contrast, age, condition, and extraction method did not form distinct clusters in the embedding (Supplementary Fig. 1a–c). However, the extraction-tissue interaction and extraction itself contributed 2.5% and 0.8% of the variance. This underscores the impact of the extraction timepoint (TERM: day 21, LAR: day 43) and the preservation method (see Methods) on miRNA expression. Therefore, we focused our analysis on the LAR group, using the TERM group for cross-checking key findings.

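For 453 of the 686 samples (66.0%), the sample with the most similar miRNA profile, by Pearson's r of log2 rpmm across miRNAs, came from the same tissue. This share was 57.9% in the adipose tissues and 70.3% in the other tissues. It was highest in brain with 92.0%, in liver with 81.0% and in thymus with 79.3%. Each library was also set against the median profile of each of the 13 tissues, over 730 miRNAs that vary between tissues. The profile of 520 libraries was closest to their own tissue (median r = 0.893), and that of 166 libraries (24.2%) was closer to another tissue, with a median r of 0.81 to that tissue and 0.13 to the tissue on the label. Of these 166, 119 came from 11 of the 44 pools, which hold 168 libraries, and 34 of the other 47 were labelled MAT. By tissue, the profile of 46 of 57 MAT libraries was closer to another tissue, as were 20 of 60 in BAT and 19 of 59 in diaphragm, and 0 of 25 in brain. In the coordinates that the paper gives for Fig. 2b, 20.0% of the 5 nearest neighbours of the 166 libraries had the same label and 85.3% the same tissue by profile. The share with the same label was 6.39% for the 119 libraries of the 11 pools, but 54.5% for the other 47. Among the MAT libraries of the other pools, it was 80.0% for 16 with the profile of pancreas and 68.3% for 12 with that of spleen. Their median r with the MAT profile was 0.63 and 0.50, so these libraries still lay largely among others labelled MAT. All libraries were analysed under the label in the deposited files, and values without the 11 pools are given where they change a result.

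**Figure D1:**
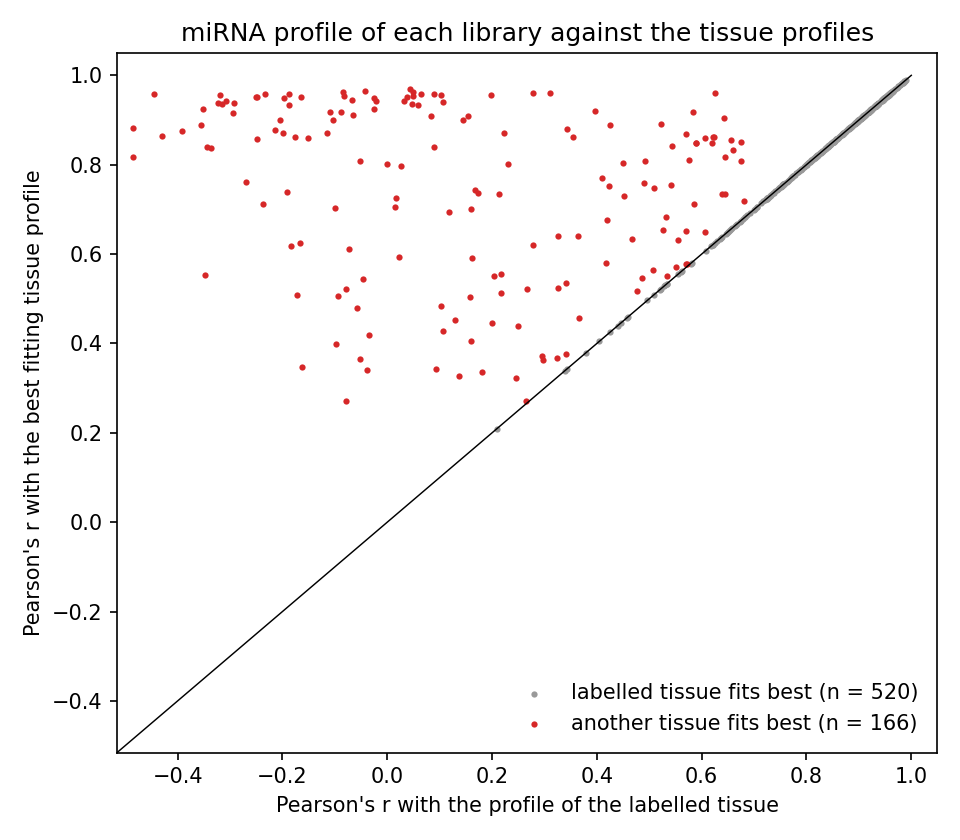
Pearson's r of each of the 686 libraries with the miRNA profile of the tissue on its label (x axis) and with the tissue profile it is closest to (y axis), across miRNAs. The 520 grey points lie on the diagonal because the label is the closest tissue, and the 166 red points above it are closer to another tissue.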

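PVCA over the 686 samples, on 1427 miRNAs and 15 principal components, assigned 54.2% of the variance to the tissue and left 40.2% as residual. TMM scaling gave 50.3% and principal components to 60% of the variance gave 57.0%. Without the 11 pools in which more than 1 in 3 libraries carried another tissue's profile, the tissue explained 75.2%, the largest move of any alternative. These pools were chosen by that mismatch with the label, so a rise was to be expected. From the grouping of the samples by organ and the share of variance, the paper reasons that the tissue type is the dominant influence on miRNA expression.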

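Within a tissue, the sample with the most similar miRNA profile was of the same arm for 34.4% of the samples, against 32.1% with the arms reassigned within the tissue (1-sided permutation test, p = 0.155). It was of the same age for 61.7% against 50.1%, of the same extraction group for 74.2% against 49.5%, and on the same plate for 35.7% against 12.6%. Each of these 3 shares exceeded all of 1000 reassignments (1-sided permutation test, p = 0.001, the smallest possible).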

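In the same PVCA, the interaction of extraction and tissue explained 2.49% of the variance and extraction 2.04%. Age explained 0.0304% and the condition 0.132%. The share of extraction moved most with the scaling, and was 0.595% after TMM scaling and 0.527% with values scaled to the miRNA counts alone.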

**Fig. 2:**
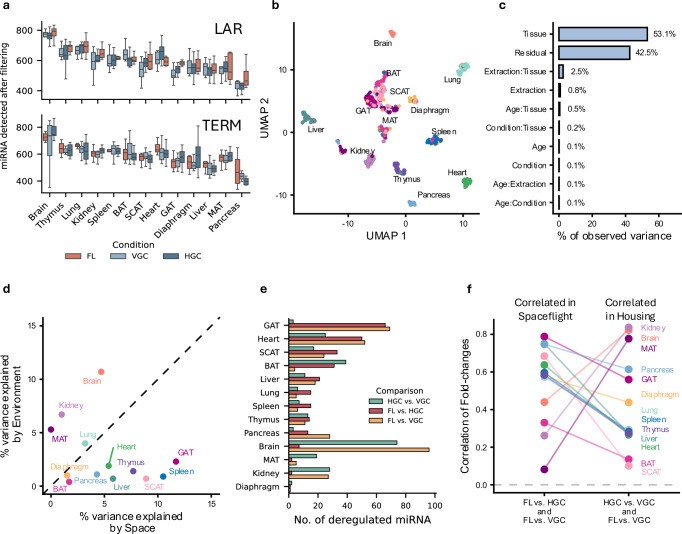
Changes in miRNA profile after spaceflight. **a** Distribution of miRNA detection counts based on Tissue and FL, HGC and VGC in LAR and TERM, respectively. A miRNA had to be detected at a count of five in at least 10% of each group to be considered as detected. (Number of biological replicates *n*: see Supplementary Data 1) Boxplots show the median (center line), the first and third quartiles (box), and whiskers extending to the most extreme data points within 1.5×IQR; values beyond this range are plotted as outliers. Source data are provided as a Source Data file. **b** Two-dimensional UMAP embedding of the 686 samples colored by tissue of origin. Source data are provided as a Source Data file. **c** Percentage of variance explained by the variables tissue, extraction method, age, condition, their interactions and the Residual variance as calculated from a PVCA. **d** Scatterplot of % variance explained by environment versus % variance explained by Spaceflight for each tissue (PVCA). Environment corresponds to Normal Earth conditions (VGC) versus ISS or ISS-matched conditions (HGC and FL). Space effects mean whether the mice were exposed to Spaceflight (FL) or not (HGC and VGC). Source data are provided as a Source Data file. **e** Counts of the number of deregulated miRNA for each tissue and comparison. A miRNA was deemed to be deregulated if it had an absolute log_2_ fold-change greater than 1 and an absolute Cohen’s D effect size >0.5 (see Methods). Source data are provided as a Source Data file. **f** Correlation of fold-changes in FL vs. HGC and FL vs. VGC, primarily capturing the effects of spaceflight, and in HGC vs. VGC and FL vs. VGC, primarily capturing the effects of housing. All correlations shown here were significant (adj. *P* value < 0.05, Pearson’s correlation, BH adjustment). Source data are provided as a Source Data file.

During spaceflight, mice experience microgravity, increased radiation, and various environmental changes (Supplementary Fig. 1d), including altered housing conditions and dietary modifications. To separate spaceflight-induced changes from environmental effects, we included two ground control groups: one mimicking spaceflight conditions and one under standard laboratory conditions (see Methods). To identify the drivers of expression variation, we compared the proportion of miRNA variance attributed to spaceflight versus environmental factors. This analysis revealed an organ-specific effect: MAT, kidney and brain showed a greater proportion of variance due to housing conditions (Fig. 2d), whereas GAT, spleen, SCAT, thymus, liver and pancreas exhibited variance primarily driven by spaceflight. Among these, GAT, spleen and SCAT showed the strongest spaceflight-driven variance at 11.7%, 10.5%, and 8.9%, respectively.

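Spaceflight (FL against HGC and VGC) and housing (VGC against FL and HGC) were entered together in a PVCA of each LAR tissue. Spaceflight explained more variance than housing in GAT, SCAT, heart, spleen, BAT, thymus, lung, liver and pancreas. Housing explained more in MAT (6.16% against 0.116%), kidney (4.38% against 2.45%), brain (10.8% against 5.81%) and diaphragm (1.82% against 1.17%). Housing exceeded spaceflight in BAT with TMM scaling (4.91% against 3.26%) and with values scaled to the miRNA counts alone (5.14% against 3.34%). It did so in pancreas without the 11 pools with profiles of other tissues (4.27% against 3.62%). Spaceflight exceeded housing in kidney with principal components to 60% of the variance (2.39% against 1.21%). In diaphragm it did so in several settings, among them TMM scaling (2.22% against 0.868%). Arms reassigned at random gave a housing share as large with p = 0.16 in MAT, p = 0.25 in kidney and p = 0.31 in brain, so none of these 3 shares exceeded the level of chance (permutation). Spaceflight explained 7.63% in thymus (permutation p = 0.07), 5.81% in liver (p = 0.15) and 3.68% in pancreas (p = 0.24).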

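Spaceflight explained 25.5% of the miRNA variance in GAT (permutation p = 0.01), 13.5% in SCAT (p = 0.03), 12.0% in heart (p = 0.08) and 11.7% in spleen (p = 0.06). The share in GAT moved most, and fell to 6.38% after TMM scaling (permutation p = 0.06) and to 6.58% with values scaled to the miRNA counts alone (p = 0.06). In GAT, the share of counts on miRNAs was 5.59% ± 2.39 in FL and 2.28% ± 1.81 in HGC (SD, n = 10 each), higher by 3.31 points (2-sided permutation test, p = 0.00225, adjusted p = 0.0293 over 13 tissues), with 9 of 10 FL samples above the HGC mean. In VGC this share was 3.60% ± 3.77 (SD, n = 10), which overlaps that of FL.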

The number of deregulated miRNAs further reinforced this pattern (Fig. 2e, Supplementary Data 2). GAT and SCAT ranked among the three tissues with the highest number of deregulated miRNAs. Specifically, GAT (66), heart (50), SCAT (33) and BAT (31) exhibited the highest number of deregulated miRNAs in spaceflight (FL vs. HGC), whereas diaphragm (1), kidney (2), MAT (2) and brain (7) had the fewest. 

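By the fold change and effect size rule, GAT had 140 deregulated miRNAs in FL vs. HGC, all higher in FL, heart 26, of which 24 were lower, and SCAT 20. Thymus had 15, BAT 13, liver 6, lung 6, brain 4, spleen 4, diaphragm 3, pancreas 2, kidney 1 and MAT 1. Other assignments of the same samples gave a median of 7 in GAT, 5 in heart and 4 in SCAT. In GAT and in heart, 2 of 100 assignments, the real one included, gave as many as observed, in SCAT 11 and in MAT 97. The count in GAT moved most with the scaling, to 24 with TMM factors and 28 with values scaled to the miRNA counts alone, and was 70 with 10 rpmm added in place of 1. The totals over the 13 tissues were 241 in FL vs. HGC, 226 in FL vs. VGC and 80 in HGC vs. VGC.

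**Figure D2:**
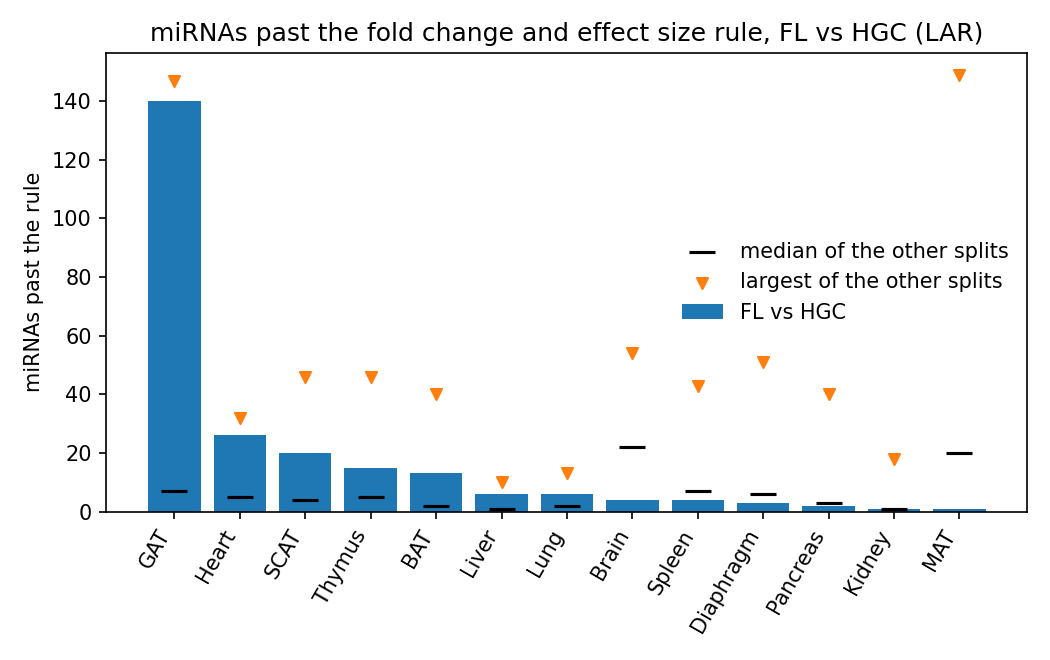
Number of miRNAs past the fold change and effect size rule in FL vs. HGC of LAR (bars, y axis) in each tissue (x axis), with the median (line) and largest (triangle) count of other assignments of the same samples to the arms. GAT had 140 against a median of 7 and a largest of 147.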

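edgeR called 193 miRNAs in FL vs. HGC over the 13 tissues, 117 higher and 76 lower in FL, and 1538 had an unadjusted p under 0.05. BAT had 68 calls (24 higher), liver 54 (52 higher), SCAT 50 (20 higher) and lung 21 (21 higher). It called 0 in the other 9 tissues, where between 13 miRNAs in brain and 133 in heart had an unadjusted p under 0.05 (132 in GAT). DESeq2 called 15 miRNAs in heart, 5 in thymus, 4 in GAT, 3 in spleen, 2 in pancreas and 0 in the other 4, and a Wilcoxon rank-sum test on rpmm called 197 in GAT and 0 in the other 8. Over all miRNAs past the detection filter, the Wilcoxon test called 88 in GAT on rpmm and 0 with values scaled to the miRNA counts alone, where 78 had an unadjusted p under 0.05. The number of edgeR calls moved most without the 11 pools in which more than 1 in 3 libraries carried another tissue's profile, to 10. In liver, mmu-miR-7b-5p had the smallest adjusted p (log2 fold change 5.02, adjusted p = 0.00400 from edgeR). In BAT, mmu-miR-770-3p was lower (log2 fold change -4.80, standard error 1.03, adjusted p = 0.0177 from edgeR) and mmu-miR-192-5p higher in FL (4.67, adjusted p = 0.0177). In SCAT, mmu-miR-92a-2-5p was higher (4.21, adjusted p = 0.00831) and mmu-miR-133b-3p lower (-3.88, adjusted p = 0.00831). The highest SCAT HGC library held 0.023 log2 rpmm of mmu-miR-92a-2-5p and the next highest 0, so the size of its fold change is uncertain. In lung, mmu-miR-499-3p had a log2 fold change of 8.16 and mmu-miR-499-5p one of 7.27 (adjusted p = 0.0227). Of the lung FL libraries, replicate 14, with the profile of heart, held 3.81 log2 rpmm of mmu-miR-499-3p against 0.16 in the next highest and 8.38 against 1.33 of mmu-miR-499-5p. Likewise, mmu-miR-770-3p was at 2.89 in replicate 12 of BAT HGC, which has the profile of brain, against 0.11 in the next highest. edgeR called 0 miRNAs in lung and 0 in BAT without the 11 pools. Of the calls that could be tested without them, 2 of 51 in liver and 4 of 48 in SCAT kept an adjusted p under 0.05. An unadjusted p under 0.05 was kept by 39 and 40 of these (edgeR). Liver FL also holds replicate 2, with the profile of pancreas, and SCAT HGC replicate 11, with that of diaphragm.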

Notably, although the kidney, MAT and brain had few deregulated miRNAs in the same comparison (FL vs. HGC), they presented significantly more deregulated miRNAs in FL vs. VGC and HGC vs. VGC, suggesting a stronger influence of housing conditions on these organs. For example, the comparisons in the brain yielded 96 (FL vs. VGC) and 74 (HGC vs. VGC) deregulated miRNAs. 

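In kidney, 9 miRNAs passed the rule in FL vs. VGC and 8 in HGC vs. VGC. In MAT, 4 passed in FL vs. VGC and 11 in HGC vs. VGC. Of 100 assignments of the samples to the arms, 25 gave at least as many in FL vs. VGC of kidney and 47 in HGC vs. VGC, and 85 and 40 did in MAT, so these counts did not exceed the level of chance. edgeR called 2 miRNAs in FL vs. VGC and 11 in HGC vs. VGC of kidney, and 0 in each comparison of MAT, where 51 miRNAs in FL vs. HGC, 69 in FL vs. VGC and 97 in HGC vs. VGC had an unadjusted p under 0.05. As many edgeR calls came from 75 of 100 splits in FL vs. VGC of kidney and from 4 in HGC vs. VGC of kidney, counts that are not adjusted for the number of tissues and comparisons. DESeq2 called 3 miRNAs in HGC vs. VGC of MAT.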

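In brain, with 4 samples per arm, 33 miRNAs passed the rule in FL vs. VGC and 22 in HGC vs. VGC. Of the 35 ways to split the 8 samples of a comparison into 4 and 4, 11 gave at least 33 in FL vs. VGC and 26 gave at least 22 in HGC vs. VGC (an exact count of splits). Geometric means in place of geometric medians gave 74 and 42, and values scaled to the miRNA counts alone 136 and 63. edgeR called 0 miRNAs in the 3 comparisons of brain, and 13 in FL vs. HGC, 164 in FL vs. VGC and 96 in HGC vs. VGC had an unadjusted p under 0.05. DESeq2 called 0 in each of them.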

To isolate spaceflight-related changes, we compared FL vs. HGC (reflecting spaceflight effects) and FL vs. VGC (reflecting both spaceflight and housing effects). Similarly, we assessed housing-related effects by comparing FL vs. VGC and HGC vs. VGC, with the latter isolating housing effects (Supplementary Fig. 1e). 

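Across miRNAs, the log2 fold changes of FL vs. VGC and HGC vs. VGC had a Pearson's r of 0.74 ± 0.36 in brain, 0.74 ± 0.23 in kidney and 0.60 ± 0.26 in MAT (standard error from leaving out each library in turn), the 3 highest values of the 13 tissues. Spleen followed with 0.54 and lung with 0.51, and GAT had the lowest value, -0.026. Both fold changes share the VGC samples, and miRNAs are not independent replicates, so r was set against assignments of the samples to the arms at random. These gave a median r of 0.51 in brain (permutation p = 0.17), 0.59 in kidney (p = 0.22) and 0.56 in MAT (p = 0.40), and none of the 3 values exceeded this level.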

Correlation analysis revealed that fold-changes in FL vs. VGC and HGC vs. VGC match best in kidney, MAT and brain (Fig. 2f), suggesting that these organs were primarily influenced by housing conditions. In contrast, other organs exhibited stronger correlations between FL vs. HGC and FL vs. VGC, with GAT, spleen and SCAT among the most spaceflight-affected tissues, showing fold-change correlations above 0.7.

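The fold changes of FL vs. HGC and FL vs. VGC had a Pearson's r across miRNAs of 0.94 ± 0.060 in GAT, 0.84 ± 0.11 in thymus, 0.72 ± 0.17 in heart and 0.71 ± 0.25 in SCAT (standard error from leaving out each library in turn). The values in the other tissues were 0.66 in liver, 0.64 in diaphragm, 0.62 in pancreas, 0.61 in lung, 0.59 in BAT, 0.55 in brain, 0.54 ± 0.42 in spleen, 0.36 in MAT and 0.27 in kidney. These comparisons share the FL samples, and arms assigned at random gave a median r of 0.51 in GAT, 0.50 in thymus, 0.58 in SCAT and 0.57 in spleen. The observed r exceeded every other assignment in GAT and in thymus (permutation p = 0.01 in each), but not in heart (p = 0.20), SCAT (p = 0.15) or spleen (p = 0.54). The r of GAT moved most with the scaling, to 0.63 with values scaled to the miRNA counts alone. From the tissues whose fold changes match best in each pair of comparisons, the paper proposes that kidney, MAT and brain were shaped by housing and reasons that GAT, spleen and SCAT are among the tissues most affected by spaceflight.

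**Figure D3:**
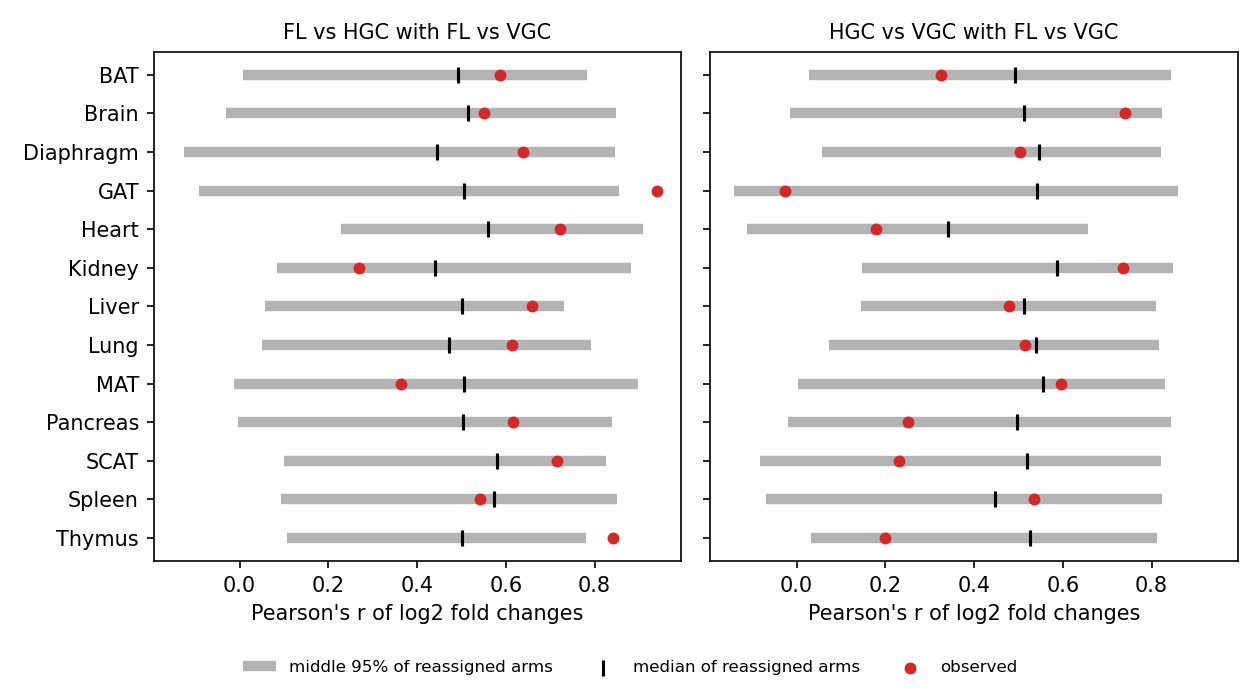
Pearson's r across miRNAs (x axis) of the fold changes of FL vs. HGC and FL vs. VGC (left) and of HGC vs. VGC and FL vs. VGC (right) in each LAR tissue (y axis), with the median and the middle 95% of arms assigned at random. GAT and thymus lie to the right of the grey bar on the left.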

To refine our analysis at the level of individual miRNAs, we compared the deregulated miRNAs in the three comparisons. Diaphragm, thymus and liver showed the highest proportion of miRNAs commonly deregulated in FL vs. HGC and FL vs. VGC (diaphragm: 100%, thymus: 63%, liver: 55%). 

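Of the miRNAs past the rule in FL vs. HGC or FL vs. VGC, 90 of 160 (56.3%) passed in both with 1 direction in GAT, 5 of 9 (55.6%) in lung and 9 of 19 (47.4%) in thymus. The shares were 8 of 30 (26.7%) in heart, 7 of 28 (25.0%) in SCAT, 2 of 10 (20.0%) in liver and 1 of 6 (16.7%) in diaphragm. Assignments of the samples to the arms at random gave as many shared miRNAs with p = 0.01 in GAT, 0.02 in lung, 0.03 in thymus, 0.05 in SCAT, 0.10 in heart, 0.12 in liver and 0.52 in diaphragm (permutation). Without the pools with profiles of other tissues, lung shared 0 miRNAs, liver 0, heart 1 and diaphragm 1. Thymus then shared 19, GAT 96 and SCAT 10. The overlap in lung was thus lost, though fewer libraries were compared.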

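Between FL vs. VGC and HGC vs. VGC, thymus shared 0 of 13 deregulated miRNAs and diaphragm 1 of 5 (20.0%). In thymus, 0 miRNAs passed the rule in HGC vs. VGC, so none could be shared and the 0 decides nothing. Without the 11 pools with profiles of other tissues, where 4 passed in HGC vs. VGC, thymus shared 4 of 28.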

Notably, the diaphragm and thymus showed no overlap between FL vs. VGC and HGC vs. VGC (Fig. 3a, Supplementary Fig. 2). In contrast, the MAT and the kidney shared no deregulated miRNAs in the two flight comparisons but had a high proportion (MAT: 60%, kidney: 48%) shared between the housing comparisons. 

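In MAT and kidney, no miRNA passed the rule in both FL vs. HGC and FL vs. VGC. Between FL vs. VGC and HGC vs. VGC, kidney shared 3 of 14 deregulated miRNAs (21.4%), MAT 2 of 13 (15.4%) and brain 13 of 42 (31.0%). Random assignments of the samples gave as many shared miRNAs with p = 0.14 in kidney, 0.52 in MAT and 0.34 in brain (permutation).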

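By geometric medians, 115 distinct miRNAs passed the rule with 1 direction in both FL vs. HGC and FL vs. VGC in at least 1 tissue. By geometric means, 105 did. Of 100 assignments of the samples to the arms, 1 gave as many as the observed 115, which was the real one.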

Since spaceflight-affected miRNAs should be deregulated in both FL vs. HGC and FL vs. VGC, we identified a total of 73 commonly deregulated miRNAs across all tissues that were consistently upregulated or downregulated in both comparisons. Of those 73 miRNAs, six belonged to the *MIR-8* family (miR-141-3p/5p,miR-200a/b/c-3p and miR-429-3p), which showed up in the heart and the pancreas and 5 belonged to the *MIR-17* family (miR-106a-5p, miR-20b-5p, miR-17-5p, miR-20a-5p and miR-18b-5p), showing up in the brain, GAT, heart and the thymus. 

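By geometric medians, 0 of the 6 MIR-8 members passed the rule in both flight comparisons in heart, and 0 in pancreas. By geometric means, 5 passed in heart and 3 in pancreas. The abundance of mmu-miR-141-3p in heart was 0.473 ± 0.0716 rpmm in FL (SD, n = 6), 19.7 ± 45.3 rpmm in HGC (SD, n = 6) and 12.0 ± 20.5 rpmm in VGC (SD, n = 10), and its log2 ratio of medians was -0.81 in FL vs. HGC and -0.45 in FL vs. VGC. That of mmu-miR-200c-3p in heart was 12.1 ± 2.01 rpmm in FL and 332 ± 758 rpmm in HGC (SD, n = 6 each). In each, the SD of HGC exceeds its mean, and without HGC replicate 8, a library whose profile was closest to lung, 0 members passed by geometric means. In pancreas, mmu-miR-141-3p was at 82.7 ± 54.1 rpmm in FL, 162 ± 85.5 in HGC and 172 ± 142 in VGC (SD), a log2 ratio of -0.50 in FL vs. HGC and -0.24 in FL vs. VGC. Without FL replicate 13 of pancreas, a library whose profile was closest to GAT, 0 members passed by geometric means. By geometric medians, 6 of 6 members were lower in FL than in both HGC and VGC in heart, and 4 of 6 in pancreas. Of the MIR-17 members, 0 passed in both comparisons in brain, 2 in GAT, 2 in heart and 3 in thymus. In GAT, mmu-miR-17-5p had log2 ratios of 2.28 and 2.02 in FL vs. HGC and FL vs. VGC, and mmu-miR-20a-5p 1.41 and 1.35, the former of which turned to -0.09 with values scaled to the miRNA counts alone. In heart, mmu-miR-17-5p had -1.39 and -1.05 and mmu-miR-20a-5p -1.43 and -1.01, and 0 passed without the 11 pools with profiles of other tissues. In thymus, mmu-miR-106a-5p had -1.23 and -1.10, mmu-miR-20b-5p -1.61 and -1.66 and mmu-miR-18b-5p -1.37 and -1.18.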

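Of the 115 miRNAs past the rule in both flight comparisons, 107 (93.0%) passed in 1 tissue alone. GAT held 85 of these, thymus 6, heart 5, lung 4, SCAT 3 and liver 2. By geometric means the share was 87.6%, with 92 miRNAs in a single tissue. With values scaled to the miRNA counts alone, GAT held 7 and SCAT 34 of 84, and the miRNAs of GAT past the rule in both comparisons went from 90 higher in FL to 9 lower. Without the pools with profiles of other tissues, GAT held 91 of 110, thymus 14, SCAT 3, heart 1, lung 0 and liver 0.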

Notably, 78% of these miRNAs presented tissue-specific deregulation, with the majority found in GAT (28 miRNAs), heart (11 miRNAs), liver (5 miRNAs) and SCAT (3 miRNAs) (Fig. 3b). Although no miRNA was deregulated across all tissues, 16 miRNAs were deregulated in multiple tissues, suggesting systemic spaceflight effects. In this analysis, members of the *MIR-8* family and the *MIR-196* family stand out, with miR-141-3p, miR-200a-3p, and miR-200b-3p affecting the heart and pancreas, and miR-196a-5p and miR-196b-5p affecting GAT and SCAT.

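By geometric medians, 8 miRNAs passed the rule in both flight comparisons in more than 1 tissue, and 13 did by geometric means. No miRNA passed in all 13 tissues.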

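In GAT, mmu-miR-196a-5p was at 236 ± 141 rpmm in FL, 63.4 ± 48.4 in HGC and 46.1 ± 41.1 in VGC (SD, n = 10 each), log2 ratios of medians of 1.96 and 2.40. mmu-miR-196b-5p was at 306 ± 278 rpmm in FL, 53.8 ± 32.9 in HGC and 39.3 ± 28.2 in VGC (SD), log2 ratios of 2.21 and 2.52. Scaled to the miRNA counts alone, the ratios were 0.71 and 1.54 for mmu-miR-196a-5p and 0.79 and 1.47 for mmu-miR-196b-5p, and both members passed the rule in FL vs. VGC but not in FL vs. HGC. In SCAT, mmu-miR-196a-5p was at 54.5 ± 45.3 rpmm in FL (SD, n = 9), 2.04 ± 2.38 in HGC and 24.8 ± 39.4 in VGC (SD, n = 10 each), log2 ratios of 4.44 and 4.44. edgeR gave it a log2 fold change of 3.71 in FL vs. HGC (standard error 1.08, adjusted p = 0.0398). mmu-miR-196b-5p was at 36.0 ± 25.0 rpmm in FL, 7.30 ± 3.51 in HGC and 19.2 ± 19.9 in VGC (SD), log2 ratios of 1.68 and 1.31, with an edgeR log2 fold change of 2.00 in FL vs. HGC (standard error 0.59, adjusted p = 0.0398). Without the 11 pools with profiles of other tissues, 1 of the 2 MIR-196 members passed the rule in SCAT.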

**Fig. 3:**
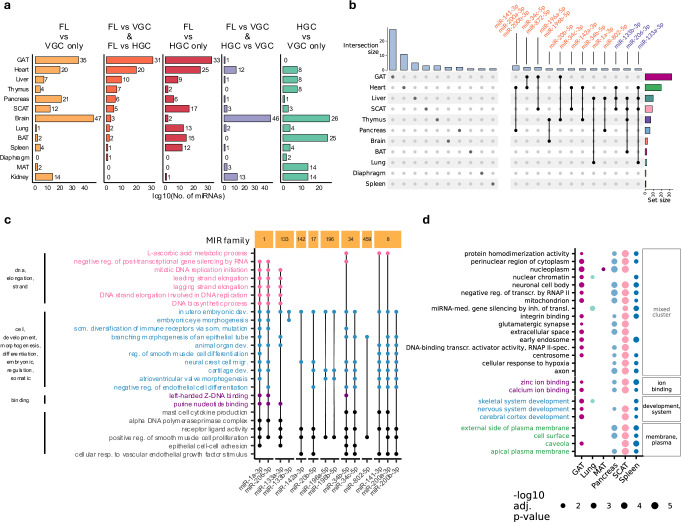
Tissue-specific miRNA deregulation and pathway enrichment. **a** Number of deregulated miRNA for each tissue's comparisons of conditions and the overlap of comparisons. The counts are log10-scaled. The tissues are sorted based on the subset “FL vs VGC & FL vs HGC”. **b** Comparison between the spaceflight-related miRNAs within the different tissues. Spaceflight-related miRNA had to be deregulated in both FL vs. VGC and FL vs. HGC (Spaceflight effects) while also having the same direction of deregulation in both comparisons. MiRNAs that are deregulated in more than one tissue are shown to the right with their names written on top. **c** Pathway analysis (ORA; miEAA; one-sided, BH adjusted; parameters see Methods) of the space-related miRNAs from (**b**) that occur in more than 1 tissue. The pathways are clustered based on similarity in GO and labeled with the most frequent words in the clusters (See method). **d** Top 25 pathways (GSEA; miEAA; one-sided, BH adjusted; parameters see Methods) that are significant in both FL vs. HGC and FL vs. VGC in most tissues. All pathways in the top 25 were enriched. Pathways for both (**c**, **d**) are clustered by similarity in GO, and pathway groups are reported as the most frequent words.

To elucidate the functions of these 16 systemic miRNAs, we conducted a pathway over-representation analysis (ORA with miEAA; Fig. 3c, Supplementary Data 3). The pathways clustered into three major groups: DNA synthesis/repair, developmental/structural changes and binding (Z-DNA and purines). The remaining pathways relate to development and cell structure. MiRNAs from the *MIR-1* family and miR-133a-3p influenced nearly all pathways, whereas others, like the *MIR-34* or *MIR-196,* primarily regulated developmental and structural processes. A broader pathway enrichment analysis relying on all miRNAs (based on Gene Set Enrichment Analysis; GSEA with miEAA) revealed that the most frequently enriched pathways occurred mainly in SCAT, spleen, and pancreas, with a lesser presence in GAT (Fig. 3d, Supplementary Data 4). Pathway clustering reaffirmed groups related to development and cell structure. The remaining pathways correspond to extracellular matrix (ECM) and nuclear remodeling pathways.

To determine whether spaceflight effects persist after a shorter exposure and without the reentry-induced stress of the mice, we compared the LAR and TERM groups. 

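In FL vs. HGC, the median size of the log2 fold change over miRNAs and tissues was 0.0253 in LAR and 0.0193 in TERM, and 1.59% against 1.01% of the values were beyond 1 in size. The rule called 241 miRNAs in LAR and 145 in TERM. In FL vs. VGC, the median size was 0.0259 in LAR and 0.0200 in TERM, with 1.55% against 1.30% beyond 1 and 226 against 163 miRNAs past the rule. TERM pancreas with its 2 VGC samples was left out of the count of 163, but not of the median or the 1.30%. Whether LAR and TERM differ in these figures by more than chance was not tested. Medians and percentages take every miRNA past the filter in any tissue, 1353 in LAR, in each of the 13 tissues. With the filter applied per LAR tissue, between 646 miRNAs in pancreas and 923 in brain passed. Many values thus come from miRNAs barely detected in that tissue, and the medians do not measure the size of deregulation among detected miRNAs.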

Overall, the magnitude of deregulation for miRNAs was less pronounced in the TERM group (Supplementary Fig. 3a). Nevertheless, deregulation patterns correlated between the FL vs. VGC and FL vs. HGC in both the LAR (Pearson’s correlation = 0.54, *p* value < 2.2e-16) and TERM group (Pearson’s correlation = 0.58, *p* value < 2.2e-16) (Supplementary Fig. 3b). 

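Pooled over tissues, the fold changes of FL vs. HGC and FL vs. VGC had a Pearson's r across miRNAs of 0.69 ± 0.095 in LAR and 0.63 ± 0.14 in TERM (standard error from leaving out each library in turn). Arms assigned at random within tissues gave medians of 0.51 and 0.46, since both comparisons share the FL samples, and the observed values exceeded nearly all of them (permutation p = 0.02 in each). After TMM scaling, r was 0.60 in LAR and 0.51 in TERM and no longer exceeded the level of chance.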

Filtering for miRNAs with consistent up- or downregulation in the LAR and TERM groups revealed that the pancreas (402 miRNAs), GAT (317 miRNAs) and lung (259 miRNAs) exhibited the highest overlap (Supplementary Fig. 3c). 

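Of 1273 miRNAs detected in LAR and in TERM, 418 changed in 1 direction in the flight comparisons of both groups in BAT, 377 in lung, 254 in kidney, 240 in pancreas and 201 in GAT. Arms assigned at random gave a median of 196 in BAT (permutation p = 0.01), 205 in lung (p = 0.06), 131 in pancreas (p = 0.05) and 166 in GAT (p = 0.31). With values scaled to the miRNA counts alone, the number was 172 in BAT, below the random median of 194 (p = 0.74), and 217 in pancreas, above a median of 140 (p = 0.01). By geometric means, it was 430 in pancreas (p = 0.04) and 361 in GAT (p = 0.16).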

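Past the rule in at least 1 comparison of LAR and of TERM with 1 direction throughout were 12 miRNAs. They were mmu-miR-21a-5p in BAT, mmu-miR-132-3p in brain, mmu-miR-200c-3p in diaphragm, mmu-miR-190a-5p in kidney, mmu-miR-124-3p in liver, mmu-miR-145b, mmu-miR-1a-3p, mmu-miR-29b-3p and mmu-miR-490-3p in lung, mmu-miR-200a-3p in pancreas, and mmu-miR-216a-5p and mmu-miR-217-5p in spleen. None (0) passed in all 4 comparisons. By geometric means, 22 passed in LAR and in TERM and 1 in all 4. By medians, 29 of 100 assignments of the samples to the arms gave at least 12, so chance cannot be excluded for this number. Without the pools with profiles of other tissues, only mmu-miR-132-3p in brain and mmu-miR-216a-5p and mmu-miR-217-5p in spleen were left of those named. Other miRNAs passed there in BAT, brain, diaphragm, kidney, spleen and thymus. In liver, the log2 ratios of mmu-miR-802-3p in FL vs. HGC and FL vs. VGC were 0.22 and 0.44 in LAR and 1.24 and 0.83 in TERM, of which 1.24 passed the rule. Those of mmu-miR-802-5p in liver were 0.44 and 0.42 in LAR and 0.31 and 0.21 in TERM. In pancreas, mmu-miR-802-5p had -0.40 and -0.36 in LAR and -0.94 and 0.13 in TERM, and mmu-miR-96-5p had -0.51 and -0.71 in LAR and -0.83 and -0.46 in TERM. The ratios of mmu-miR-200a-3p in pancreas were -0.67 and -1.19 in LAR and -1.75 and -1.36 in TERM. The TERM comparisons of pancreas rest on 4 FL, 5 HGC and 2 VGC samples.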

Twenty-two of those miRNAs were deregulated in one of the comparisons in LAR and in TERM (Supplementary Fig. 3d) and four were consistently deregulated across all comparisons: miR-802-3p (liver), miR-200a-3p and miR-96-5p (pancreas) and miR-802-5p in (liver and pancreas). To link these changes to biological function, we performed a pathway analysis (using GSEA with miEAA) for TERM (Supplementary Fig. 4a). The top 25 pathways closely resembled those in LAR, particularly in binding-related processes, and modifications of the membrane and nuclear environment. Comparing the top 25 pathways in the LAR and TERM groups revealed that all were enriched in both conditions, though with tissue-specific differences. For example, the pancreas, GAT and lung showed similar pathway enrichment in LAR and TERM, whereas the spleen, thymus and diaphragm displayed more pronounced differences (Supplementary Fig. 4b). These similarities matched the overlaps found in pancreas, GAT, and lung, which exhibited comparable pathway activation, while the thymus and spleen showed condition- and tissue-specific patterns.

We furthermore compared the pathways found in LAR with the changes observed in the corresponding mRNA data (GSEA using Genetrail) (see Methods). The most frequently overlapping pathways in both datasets were enriched in cell types from SCAT, spleen and pancreas (Supplementary Fig. 4c). ECM organization and tissue-remodeling dominated the affected pathways, particularly influencing endothelial cells in the kidney, epithelial cells from SCAT and immune-related cells such as macrophages in the spleen and kidney. These pathway similarities suggest a direct link between the deregulated mRNAs and the targeted genes of the deregulated miRNAs.

### Spaceflight causes systemic and tissue-specific miRNA deregulation in gene expression

The canonical function of miRNAs is to regulate gene expression by targeting mRNAs for degradation or translational repression. Having mRNA data (scRNA-seq) from the same experiment provides a unique opportunity to directly evaluate whether spaceflight-induced miRNA deregulation leads to corresponding gene-level changes. Since the mRNA dataset includes all 13 tissues, and LAR-Flight (Flight in mRNA) and LAR-HGC (Control in mRNA) share matched conditions, we identified miRNA targets that were also deregulated at the mRNA level, relying on tissue-level pseudo-bulk gene expression. This approach directly pinpointed deregulated miRNA-mRNA pairs (Supplementary Data 5). Of note, we did not filter for the direction of deregulation in mRNA and miRNA, as the miRNA-mRNA regulation does not always cause a negative correlation, due to indirect regulations, co-regulation with other miRNAs, Transcription factors or other factors^25^. Our analysis identified BAT as the tissue with the highest number of deregulated mRNA targeted by deregulated miRNA, totaling 408 mRNAs (Fig. 4a). In total, the miRNA-mRNA pairs miR-132-3p - *RORB*, miR-206-3p - *SMAD9* and miR-378a-3p - *TFCP2L1* were deregulated across most tissues (four each). Notably, all three targets are transcription factors, propagating the miRNA regulation signal in multiple tissues. Interestingly, we found that mRNA deregulation does not necessarily coincide with miRNA deregulation. For example, we observed that the diaphragm, MAT and kidney showed 2001, 1757, and 1635 deregulated mRNAs, but only 1, 2, and 2 deregulated miRNAs. This results in a similarly low number of miRNA-mRNA pairs. These findings suggest that additional regulatory factors, beyond miRNA deregulation, contribute to spaceflight-induced effects. To further explore the functional impact of these changes, we performed a pathway analysis (ORA with clusterProfiler) using the targeted and deregulated mRNAs. From an initial set of 3455 pathways, we extracted the top 10 most enriched pathways per tissue (Fig. 4b). Hierarchical clustering grouped the pathways into two categories: pathways that affect a low number of tissues (cluster 1) and pathways that were systemically enriched across multiple tissues (cluster 2). Systemic pathway disruption primarily affected SCAT, GAT, BAT, liver, lung, heart, brain and the spleen. The most prominent pathways in this cluster involved development- and the cell membrane-related processes, including “lung development”, “epithelium migration” and “presynaptic membrane” (Supplementary Fig. 5a). Thymus, MAT and diaphragm exhibited distinct patterns of tissue-specific pathway deregulation. Pathways deregulated in MAT, diaphragm and kidney affect membrane function, including “cadherin binding” and “adherens junction”. The diaphragm displayed disruption in multiple ion channel pathways, including “ion channel inhibitor activity” and “potassium ion leak channel activity”. Thymus, however, presented disruption in pathways related to the nuclear environment, such as “regulation of histone modification” and “heterochromatin organization”. Of note, biological pathways consist of subcomponents, so while pathways like “bone development” and “lung development” might appear similar, they contain both shared and unique elements.

**Fig. 4:**
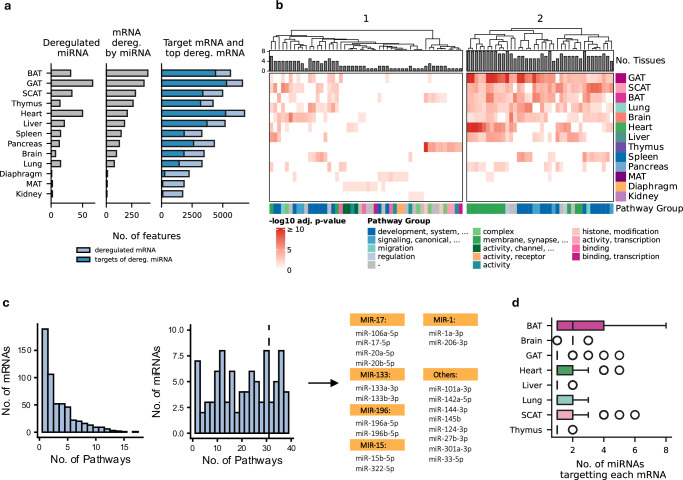
Multi-modal systemic and tissue-specific changes from integrating miRNA and mRNA profiles from scRNA-seq spaceflight experiment. **a** Comparison of the number of deregulated miRNA and the top deregulated (see Methods) mRNA, as well as the mRNAs that are targets of the deregulated miRNA and the overlap between those targeted mRNAs and the deregulated mRNAs (mRNA deregulated by miRNA). Source data are provided as a Source Data file. **b** Top five most-enriched pathways for each tissue (ORA; clusterProfiler; GO: Biological Process; one-sided, BH adjusted) using the top deregulated mRNA that are targeted by deregulated miRNAs as input. Pathways are clustered hierarchically, resulting in sets of tissue-specific pathways (1) and systemic pathways (2). Barplots show the number of tissues in which a pathway was found to be deregulated. Pathways were clustered by similarity in GO, and pathway groups are reported as the most frequent words in the clusters (See method). **c** Distributions of the number of mRNAs occurring per pathway and the number of miRNAs targeting each pathway, respectively, for the systemic pathways from (**b**). The miRNAs that are contributing to at least 30 pathways are shown on the right. MiRNAs are labeled by the MIR family if there are at least two miRNAs from a particular MIR family. Otherwise, they are grouped under “Others”. Source data are provided as a Source Data file. **d** Boxplot of the number of deregulated miRNAs that target each mRNA. (Number of replicates see Source Data). Boxplots show the median (center line), the first and third quartiles (box), and whiskers extending to the most extreme data points within 1.5×IQR; values beyond this range are plotted as outliers. Source data are provided as a Source Data file.

To assess whether genes driving pathway enrichment were shared across similar pathways, we analyzed the distribution of mRNAs enriched in pathways across multiple tissues from cluster 2 (Fig. 4c). Although selected pathways had similar functions, the participating mRNAs were largely distinct, with most appearing in fewer than five pathways. However, four miRNAs regulated mRNAs across all pathways (miR-124-3p, miR-142a-5p, miR-1a-3p and miR-206-3p). We therefore focused on the top 20 miRNAs involved in most pathways. Similar to the systemic pathways, multiple miRNAs such as miR-20b-5p and miR-132-3p were involved in up to 18 different tissue-specific pathways from cluster 1 (Supplementary Fig. 5b). The *MIR-17* family of miRNA was especially prominent, being involved in structural changes and nuclear reorganization by histone modification in BAT and thymus.

The overall similarity between the pathways prompted us to identify target genes of miRNAs contributing to tissue-specific and broadly dysregulated pathways from clusters 1 and 2. Specifically, we identified mRNAs targeted by the largest sets of miRNAs (Fig. 4d). In SCAT, BAT and GAT, the most frequently targeted genes included *ITGB8, FLT1*, *RARB*, *MECOM* and *EYA4*, which play key roles in focal adhesion, vasculature and tissue morphology. Those genes are, among others, targets of miRNAs belonging to the *MIR-1*, *MIR-133* and *MIR-17* families. Notably, four of the 35 most frequently targeted mRNAs encode transcription factors (*LCOR*, *RARB*, *SMAD9* and *MECOM*), likely amplifying regulatory signals to other genes (Fig. 5a). Deregulation of miRNAs resulted in mRNA downregulation in the thymus, liver and lung and mRNA upregulation in BAT, SCAT, GAT and brain. To compare miRNA expressions across tissues and conditions, we visualized members of the *MIR-17* and *MIR-1* families (Fig. 5b). *MIR-17* family members were most abundant in the thymus, but their target genes were primarily dysregulated in the adipose tissues SCAT, BAT, and GAT. However, miR-20b-5p targets the downregulated mRNAs *PHF6*, *AGO1*, *STX6*, *YPEL2*, and *DGKE* in thymus. 

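Summed over the MIR-17 members, the abundance in LAR was 805 ± 443 rpmm in thymus (SD, n = 30, median 723) and 680 ± 447 rpmm in spleen (SD, n = 21, median 624). The difference, 0.24 on the log2 scale, was within the spread between samples (2-sided permutation test, p = 0.36), and with values scaled to the miRNA counts alone the median was higher in spleen. Kidney followed with a median of 393 rpmm. The most abundant member in thymus was mmu-miR-17-5p with 356 ± 175 rpmm, and mmu-miR-20a-5p was higher in spleen, 319 ± 234 rpmm, than in thymus, 239 ± 137 rpmm (SD).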

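Summed over the MIR-1 members, the abundance in LAR had a median of 6767 rpmm in heart and 6439 rpmm in diaphragm, and means of 6880 and 7404 rpmm. The mean of the log2 values was higher in heart by 0.50, which was within the spread between samples (2-sided permutation test, p = 0.57). Diaphragm had the highest median after TMM scaling, with values scaled to the miRNA counts alone, in TERM, and without the 11 pools with profiles of other tissues.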

Members of the MIR-1 family were most abundant in the diaphragm but also targeted the adipose tissues SCAT, GAT and BAT. Notably, miR-206-3p also targeted the same downregulated cluster of genes in the thymus as miR-20b-5p.

**Fig. 5:**
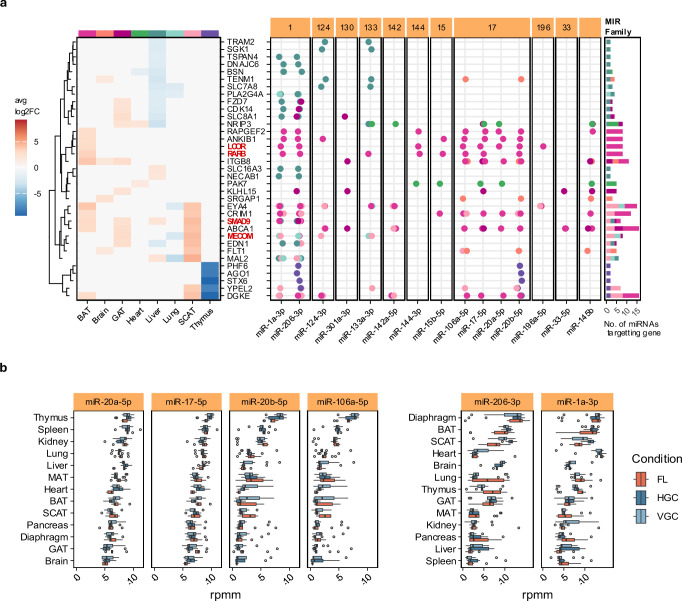
miRNA–mRNA targeting networks and expression changes across tissues. **a** Heatmap of average log2 FC between Flight (FL) and Habitat Ground Control (HGC) for each tissue for mRNA most heavily targeted by miRNA (left), along with the miRNAs targeting the mRNA (right). A dot represents targeting, while no dot means no targeting. The color of the dot represents the tissue where the targeting is happening. The miRNAs are grouped based on which MIR family they belong to. Stacked barplots on the right show the count of the number of miRNAs targeting each mRNA in each tissue. **b** Boxplots rpmm expression of miRNAs from MIR-17 and MIR-1 cluster for Flight (FL), Habitat Ground Control (HGC) and Vivarium Ground Control (VGC) with tissues ordered by the median expression in each tissue (Number of biological replicates *n*: See Fig. 1c, Supplementary Data 1) Boxplots show the median (center line), the first and third quartiles (box), and whiskers extending to the most extreme data points within 1.5×IQR; values beyond this range are plotted as outliers. Source data are provided as a Source Data file.

Our results so far indicate that spaceflight disrupts tissue-specific miRNA expression patterns, which appear to be correlated with gene dysregulation. Notably, *MIR-17* family members, highly expressed in the thymus, extensively target adipose tissue mRNAs, while *MIR-1* family members, predominant in the diaphragm, also regulate genes in SCAT, GAT, and BAT. In addition, miR-20b-5p and miR-206-3p jointly target a cluster of downregulated genes in the thymus, suggesting coordinated regulatory effects. Since the miRNA-mRNA targeting can be spurious, we further compared our deregulated miRNA-mRNA pairing against Tarbase 9^26^ and miRTarbase 2025^27^ to see if they have been validated in other studies. Out of 62,754 targets we highlighted, 9569 have previously been experimentally validated in the literature (Supplementary Data 6). Furthermore, a sub-analysis using just the validated miRNA-mRNA pairs confirmed that our main results remain consistent (Supplementary Fig. 6). As miRNA expression changes with age and spaceflight effects resemble aging, this raises a critical question: do these spaceflight-induced changes differ between young (3-month-old) and middle-aged (8-month-old) mice?

### Spaceflight causes both age-dependent and age-independent miRNA-mRNA regulation

Long-term spaceflight induces degenerative effects on multiple organ systems, assumed to resemble accelerated aging. To determine whether spaceflight indeed affects age-related differences, we analyzed 3- and 8-month-old mice in 12 out of 13 tissues (Fig. 6a). We excluded the brain due to a lack of samples. 

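With age and spaceflight entered together in a PVCA of each LAR tissue, age explained 8.06% of the miRNA variance in thymus (permutation p = 0.02), spaceflight 6.92% (p = 0.04) and their interaction 1.79%. Age explained 8.14% in GAT (permutation p = 0.01), 6.56% in spleen (p = 0.11) and 4.28% in heart. Without the 11 pools with profiles of other tissues, age explained 14.1% and spaceflight 15.4% in thymus, the largest move of any alternative. The LAR comparisons of age rest on 3 to 5 mice per age and arm in a tissue.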

Based on the percentage of variance explained by age versus the condition using PVCA, the thymus (age: 10.1%, condition: 4%) presented the strongest age effect (Fig. 6b). 

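The fold changes of FL vs. HGC in the 3-month mice had a mean Pearson's r of 0.64 ± 0.26 (SD over 12 tissues) with those of both ages together, across miRNAs. Those of the 8-month mice had a mean r of 0.68 ± 0.16. Each age group is part of the whole, and with arms reassigned at random within each age the mean r was 0.59 for 3 months (permutation p = 0.16) and 0.57 for 8 months (p = 0.03).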

When analyzing fold-change correlations for FL vs. HGC, the 3-month and 8-month groups yielded significant positive correlations to the overall group including both ages (avg. Pearson’s correlation = 0.66, sd = 0.20 and avg. correlation = 0.71, sd = 0.13; Fig. 6c). However, the correlation weakened when comparing 3-month and 8-month directly (avg. correlation = 0.09, sd = 0.34), indicating a shared spaceflight response alongside tissue-specific and age-dependent effects. 

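Between the 3-month and the 8-month mice, which share no samples, the fold changes of FL vs. HGC had a mean Pearson's r of 0.16 ± 0.38 (SD over 12 tissues), against 0.0057 with reassigned arms (permutation p = 0.01). Spearman's rho gave a mean of 0.098 (p = 0.05) and geometric means an r of 0.11 (p = 0.19), neither of which is under 0.05.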

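By tissue, r between the 2 ages was 0.58 ± 0.20 in GAT (1-sided permutation p = 0.01), 0.54 ± 0.32 in SCAT (p = 0.02), 0.45 ± 0.32 in liver (p = 0.02), each with the standard error from leaving out a library in turn. It was 0.37 in lung (1-sided permutation p = 0.02), 0.37 in thymus (p = 0.07), 0.36 in BAT (p = 0.07) and 0.33 in heart (p = 0.01). Values of 0.14 in kidney, -0.022 in spleen, -0.23 ± 0.63 in MAT, -0.44 ± 0.39 in pancreas and -0.51 ± 0.23 in diaphragm completed the list. Fewer reassignments than 1 in 20 gave a value as low as observed in diaphragm (1-sided permutation p = 0.02), but not in pancreas (p = 0.05) or MAT (p = 0.21). miRNAs are not independent replicates, and for this reason the p comes from reassigned arms. Over the 12 tissues these p were not adjusted.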

SCAT (correlation = 0.65, *p* value = 1.72*10^−139^) and liver (correlation = 0.62, *p* value = 1.53*10^−126^) exhibited a high correlation, indicating a low age-dependence, whereas MAT (correlation = −0.29, *p* value = 5.25*10^−23^) and diaphragm (correlation = −0.40, *p* value = 1.59*10^−45^) showed a weak correlation (Fig. 6d).

**Fig. 6:**
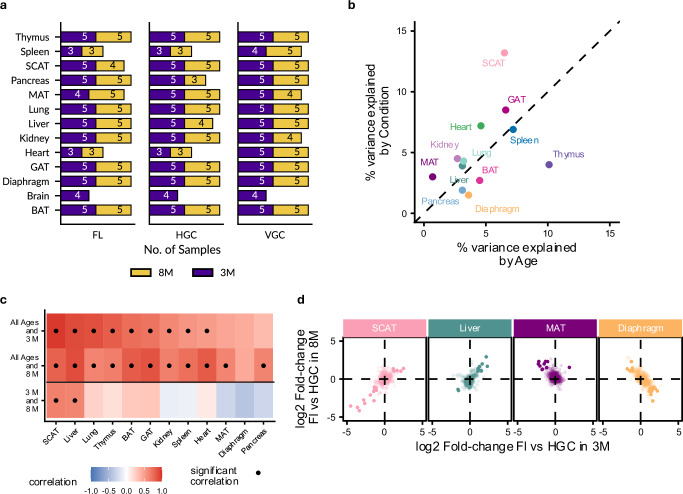
Age-group specific spaceflight effects. **a** Sample counts for each age group (3 months and 8 months) for each tissue split by condition, flight (FL), habitat ground control (HGC) and vivarium ground control (VGC) for the live animal return (LAR) group only. **b** Comparison of variance explained by condition and age for tissues from the group. Note, the brain was not included as we only have samples from the 3-month group. Source data are provided as a Source Data file. **c** Correlation between miRNA fold-changes of FL vs. HGC across the age groups 3 months, 8 months, and all ages. Significant correlations (adj. *P* value < 0.05, two-sided test, abs. Pearson’s correlation >0.5, BH adjustment) are shown with a dot. Source data are provided as a Source Data file. **d** Effects of spaceflight on the different age groups. SCAT and Liver correspond to examples of tissues with the highest correlation between miRNA fold-changes (Pearson’s *R* value = 0.65 and 0.62, see Fig. 6c), while MAT and diaphragm correspond to tissues with the lowest correlation (Pearson’s *R* value of = −0.29 and −0.40, see Fig. 6c). Source data are provided as a Source Data file.

Comparison with the TERM group helps distinguish whether these differences stem from reentry-induced stress or prolonged spaceflight exposure. Fold-change correlation between FL vs. HGC in both age groups jointly and in 3-month and 8-month matched between the LAR and TERM cohorts (Supplementary Fig. 7a). However, the specific tissues showing the strongest positive and negative correlations differed between LAR and TERM. 

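In TERM, the mean r with both ages together was 0.53 ± 0.26 for the 3-month mice and 0.50 ± 0.32 for the 8-month mice (SD over 11 tissues), against 0.54 and 0.56 with reassigned arms. Between the 2 ages the mean r was -0.057 ± 0.29, against 0.0029 (1-sided permutation p = 0.82).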

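In TERM, r between the fold changes of the 3-month and 8-month mice was lowest in GAT, -0.61 ± 0.37 (standard error, 1-sided permutation p = 0.01), followed by heart with -0.34, SCAT with -0.25 and BAT with -0.22 (p = 0.14). In GAT, r was -0.12 (p = 0.23) with TMM factors and -0.11 (p = 0.24) with values scaled to the miRNA counts alone. It was 0.24 ± 0.42 in diaphragm and -0.037 there by geometric means, and 0.48 in lung. Without the 11 pools with profiles of other tissues, r in BAT was 0.50.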

Unlike LAR, where MAT, diaphragm and pancreas showed the strongest effects, TERM exhibited the lowest correlation in diaphragm (correlation = −0.21, *p* value = 1.89*10^−12^), BAT (correlation = −0.37, *p* value = 5.85*10^−38^) and GAT (correlation = −0.40, *p* value = 1.14*10^−43^). In this consideration, we excluded the pancreas from TERM due to insufficient sample availability. Taken together, our findings indicate that the age-dependent effects emerge even in the early stages of spaceflight.

Given the observed effects of spaceflight on the age groups, we investigated whether these differences result from accelerated aging. We thus compared our results to age-related miRNA expression patterns in the TMS noncoding RNA dataset^18^. This approach enabled a comparison of the age-related changes in spaceflight-exposed mice to those in mice physiologically aged up to 21 months (Supplementary Fig. 7b). Because our cohort includes female mice, we filtered the TMS accordingly to match sex and tissue type (Supplementary Fig. 7c). Notably, the *M. musculus* strain for our spaceflight study (BALB/cAnNTac) differed from TMS (vC57BL/6JN). As miRNA expression is not only tissue and age-specific, but also strain-specific, this fact adds noise to our comparison. We used 3-month-old mice as the baseline for TMS, compared it against progressively advancing age and considered the overlap with our 8-month vs. 3-month comparisons in HGC-control and Flight (Supplementary Fig. 7d, Supplementary Data 7). In spaceflight-exposed mice, the overlapping miRNA sets expanded with age, reaching their maximal size at 21 months in the GAT and pancreas. The TMS comparison 9-month vs. 3-month is closest to our 8-month vs. 3-month control comparison, which is why we expect larger overlaps for this time-point. However, a peak around the 9-month time point for the Control group was absent. To identify overlaps with the aging-associated miRNAs, we compared the miRNAs deregulated in at least three time-points in TMS with those altered in 3-month vs. 8-month across FL, HGC and VGC (Supplementary Fig. 7e). This analysis resulted in three miRNAs (miR-92a-3p, miR-322-5p and miR-205-5p) yielding the same changes in TMS and the control groups. 

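The abundance of mmu-miR-92a-3p in kidney, per arm of LAR, had log2 ratios of 8 to 3 months of 0.77 in HGC (2-sided exact permutation test, p = 0.325) and -0.15 in VGC. The ratios of mmu-miR-322-5p in pancreas were -1.29 in HGC (2-sided exact permutation test, p = 0.0714) and 0.15 in VGC. Those of mmu-miR-205-5p were 0.37 in HGC and -0.94 in VGC of pancreas and 0.81 and -1.08 in heart. In the fold changes that edgeR fitted, HGC and VGC had 1 sign for mmu-miR-92a-3p (0.49 and 0.10) and mmu-miR-322-5p (-0.94 and -0.64). They also had 1 sign for mmu-miR-205-5p in pancreas (-2.15 and -1.38), but not in heart (1.49 and -0.80). The signs by medians are thus uncertain. The ages of the comparison mice outside this experiment were not analysed here.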

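In FL, mmu-miR-92a-3p in kidney was at 214 ± 124 rpmm at 8 months and 101 ± 38.4 rpmm at 3 months (SD), a log2 ratio of medians of 1.16 (2-sided exact permutation test, p = 0.0476, adjusted p = 0.328 from edgeR). The log2 ratio of mmu-miR-322-5p in FL of pancreas was 1.27 (2-sided exact permutation test, p = 0.0635). That of mmu-miR-205-5p was 3.06 in FL of pancreas (2-sided exact permutation test, p = 0.00794, adjusted p = 0.0773 from edgeR) and -0.40 in FL of heart.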

In the Flight-group miR-92a-3p followed an age-consistent trajectory, while miR-322-5p and miR-205-5p displayed expression patterns distinct from physiological aging. Comparison with the TMS cohort revealed complex patterns in age-dependent differences between spaceflight and control groups, highlighting the need for further investigation using mice from the same strain and a larger age span.

To gain deeper insights into the biological mechanisms underlying age-specific miRNA changes in space from the LAR group, we integrated the mRNA data. We identified mRNAs that both targeted deregulated miRNAs and exhibited differential expression between 3-month-old and 8-month-old mice in Flight and HGC to clarify spaceflight-induced aging effects (Supplementary Fig. 8a). Pathway analysis (GSEA with miEAA) revealed that most top-enriched pathways were shared between FL and HGC (Supplementary Fig. 8b). These findings indicate that age-related differences in Flight and HGC were similar, suggesting they do not account for the observed negative correlations between FL vs. HGC in 3-month and 8-month. We thus removed effects of spaceflight that influenced 3-month and 8-month similarly, isolating the age-dependent spaceflight effects. We defined two miRNA groups: named Flight 3-month and Flight 8-month. We classified Flight 3-month miRNAs as those deregulated in both FL vs. HGC in 3-month and in 3-month vs. 8-month in FL, consistently showing upregulation or downregulation in FL 3-months. We defined Flight 8-months miRNAs analogously using the FL vs. HGC in 8-months and in 3-months vs. 8-months in FL comparisons (Supplementary Fig. 8c). 

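As the paper defines it, a miRNA was counted as age-dependent when it passed the rule in FL vs. HGC at an age and also between the ages within FL, in 1 direction for that age. Diaphragm had 56 (27 at 3 and 29 at 8 months), pancreas 53 (13 and 40), GAT 32, SCAT 22 and MAT 14 (10 and 4), and the total over 12 tissues was 220. Random assignments of the FL and HGC samples to the 4 groups of arm and age gave a median total of 211. As many as in diaphragm came from 12 of 100 assignments, in pancreas from 10, in GAT from 34, in SCAT from 20 and in MAT from 74. The count in diaphragm moved most with values scaled to the miRNA counts alone, to 170, which 2 of 100 assignments reached. It was 23 without the 11 pools, and 35 of 100 reached it. edgeR called 26 miRNAs in FL vs. HGC at 3 months, 66 at 8 months and 13 for the interaction of age and flight over the 12 tissues.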

Pancreas, diaphragm and MAT, which previously had the lowest correlations presented with the highest number of age-dependent miRNAs under spaceflight (pancreas: 116, diaphragm: 94 and MAT: 37) (Fig. 7a). We performed the same analysis for the top deregulated mRNAs and computed the overlap with their miRNA targets, using those as input for a pathway analysis (ORA with clusterProfiler). While clustering of the top three pathways per tissue (Fig. 7b) yielded few membrane-related pathways shared across multiple tissues (MAT, GAT, and diaphragm), the majority of the age-dependent spaceflight pathways remained tissue-specific. For example, the kidney was enriched for “ECM structural constituent conferring tensile strength,” and MAT showed enrichment of “regulation of cell morphogenesis involved in differentiation” in 3-month-old. Since miRNAs are often organized into families with shared sequence and functional similarities, we next examined which MIR families contributed most to age-dependent spaceflight effects.

**Fig. 7:**
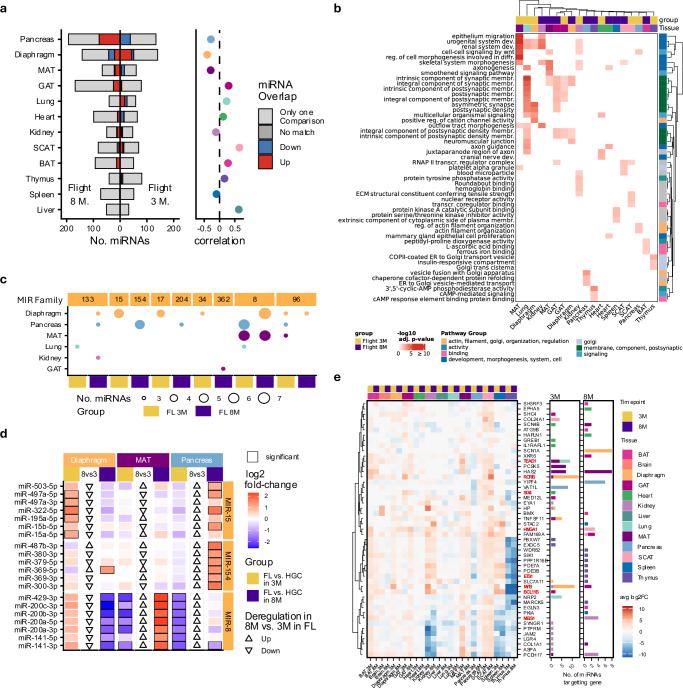
Age- and condition-specific miRNA–mRNA interactions and pathway impacts. **a** Number of deregulated miRNA with equal direction (up or down), not equal direction (no match) or only occur in one comparison in the age or the condition comparison (only one comparison). Flight 3 month denotes the miRNAs that are occurring in 3 M vs. 8 M in flight, and in FL vs. HGC in 3 M, and flight 8 month denotes the miRNAs that are occurring in 8 M vs. 3 M in flight, and in FL vs. HGC in 8 M. The correlations were derived from Fig. 6c. Source data are provided as a Source Data file. **b** Pathway analysis (ORA, clusterProfiler; one-sided, BH adjusted) of the mRNAs that are targeted by the miRNAs from (**a**) and that fulfill the same restrictions as the miRNA in (**a**). Pathways were clustered using the similarity in GO, and the pathway groups were labeled with the most frequent words (See method.) **c** Number of miRNAs from (**a**) for each tissue grouped by the MIR Family of origin, for all MIR families with more than two miRNAs in one tissue. Dot color corresponds to the tissue color, while FL 3 M and FL 8 M groups are in yellow and violet. Source data are provided as a Source Data file. **d** Heatmap of log_2_ fold-change in FL vs. HGC in 3-months and in 8-months of MiRNAs from the three most frequent MIR-families from (**a**). The triangles show the direction of deregulation in 3 months (3 M) vs. 8 M in flight. **e** Heatmap of log_2_ FC for FL vs. HGC in 3- and 8-month-old mice for the mRNA set that is the most heavily targeted by miRNA. Transcription factors are indicated in bold red text. The stacked barplots on the right indicate the number of miRNAs targeting a particular mRNA in the corresponding tissue in 3-month flight or an 8-month flight. Source data are provided as a Source Data file.

We identified MIR families most involved in age-dependent spaceflight effects by selecting those with at least two deregulated members in a tissue. Here, *MIR-8*, *MIR-154* and *MIR-15* stand out as most represented, predominantly associated with age and spaceflight in the diaphragm, pancreas and MAT (Fig. 7c, d). 

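By geometric medians, MIR-8 members made up 9 of the age-dependent tissue and miRNA pairs, 5 of them in diaphragm at 8 months and 4 in MAT at 3 months. MIR-15 made up 4 pairs, with 2 in diaphragm and 1 in pancreas, and MIR-154 was represented in pancreas by 1 pair.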

Notably, most MIR family members in each tissue display consistent deregulation in the same direction under the same condition. 

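The 5 MIR-8 pairs of diaphragm at 8 months were all lower in FL, as were the 4 of MAT at 3 months. In diaphragm, MIR-15 had 1 member higher at 3 months and 1 lower at 8 months. The MIR-15 member and the MIR-154 member of pancreas were higher in FL at 8 months. By geometric means, MIR-8 made up 17 pairs. Of its members, 5 were lower in diaphragm at 8 months, 4 lower in pancreas at 3 months, and in MAT 5 were lower at 3 months and 5 higher at 8 months. MIR-154 made up 3 pairs by means, with 3 members higher in pancreas at 8 months. MIR-15 made up 5, with 2 members lower in pancreas at 3 months and 2 higher at 8 months.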

As we did not explicitly select for this effect, those results suggest a highly coordinated regulation. Among 49 mRNAs targeted by age-dependent spaceflight-affected miRNAs, we identified nine transcription factors, such as *TEAD1*, *RORB*, *MYB*, and *MEIS1* (Fig. 7e). As the heatmap shows, some of the mRNAs follow age-dependent patterns. We observed that most miRNA targeting of these mRNAs originated from the MAT, diaphragm and pancreas, particularly in 3-month-old mice rather than in 8-month-old. For instance, members of *MIR-15* and *MIR-17* families targeted transcription factors *RORB* and *MYB* in the diaphragm in 3-months but not in 8-months (Supplementary Fig. 8d). This suggests age-dependent regulation by miRNA from multiple targets as a result of spaceflight. We also compare the miRNA-mRNA targeting we highlight here against Tarbase 9 and miRTarBase 2025, confirming that our conclusion remains consistent even when using only experimentally validated targeting (Supplementary Fig. 9, Supplementary Data 8).

Taken together, our findings reveal that certain miRNAs, such as those from the *MIR-8*, *MIR-15* and *MIR-154* families, show age-dependent changes in diaphragm, MAT and pancreas in response to spaceflight. However, overall miRNA deregulation patterns suggest a coordinated age-independent response to spaceflight stress. 

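edgeR called 26 miRNAs between 8 and 3 months in FL, 36 in HGC and 36 in VGC over the 12 LAR tissues. Other splits by age within the arm gave as many in 33, 13 and 47 of 100 draws, so chance cannot be excluded for any of them. From the overall patterns of miRNA deregulation, the paper proposes a coordinated response to spaceflight that does not depend on age, beside changes with age of MIR-8, MIR-15 and MIR-154 in diaphragm, MAT and pancreas.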

Despite some overlap with natural aging signatures, spaceflight-induced changes follow distinct regulatory trajectories, highlighting the need for further studies to disentangle adaptive versus degenerative processes in different tissues. These findings are crucial in the context of extended space missions, as understanding age-dependent molecular responses to spaceflight will be essential for interplanetary travel. Our results do not indicate a strong acceleration of aging in spaceflight-exposed mice. If this also holds true for humans, even older adults may remain viable candidates for long-duration missions, such as a journey to Mars.

## Discussion

To study the effects of spaceflight on *M. Musculus*, we sequenced 686 samples of 13 organs from mice sent to the ISS and ground controls. This study examines how spaceflight impacts different murine tissues and extends current knowledge on molecular spaceflight impact. Previously, Beheshti et al.^15^ analyzed RNA-seq data from the NASA Genelab database. Their study of liver, kidney, adrenal gland, thymus, mammary gland, skin and multiple skeletal muscles identified miRNA signatures interacting through the *TGFB1* and *p53* genes to influence adaptation to microgravity and space radiation. This miRNA signature was further explored in the circulating miRnome^16^. We built upon these studies by sampling a wider variety of organs from the same mice while also considering housing effects on the miRNA/gene expression. Although double-density housing minimally affects mice^28^, ISS conditions with elevated CO_2_ concentration, different temperature, and humidity, impact their physiology and behavior^29^.

In our data, housing effects had the most profound impact on brain, kidney and MAT, likely due to CO_2_ and temperature influences on brain and kidney function^30,31^. After accounting for the housing effects, our data suggested that miRNAs primarily regulate tissue remodeling and DNA damage repair pathways at a systemic level. Tissue remodeling likely resulted from the sensing of mechanical stressors such as gravity (or lack of), which stimulates ECM modifications and propagates signals to differentiating cells or developmental pathways^32^. This effect was most prominent in GAT, SCAT, pancreas and spleen, suggesting adipose tissue remodeling driven by metabolic changes resulting from the peripheral insulin sensitivity^33^ seen in spaceflight^34^. Furthermore, we found miRNAs associated with adipocyte function, such as miR-200b/a^35^ and miR-196a^36^, in pancreas, GAT and SCAT, with miR-196a also contributing to ECM reorganization. Given that pancreatic hormones regulate adipocytes, and spaceflight increases the mass of pancreatic beta-cells^37^, this is further evidence of metabolic dysfunction. On the other hand, DNA damage repair pathways emerged as DNA metabolism and replication in multiple tissues. Specific miRNAs involved included members of the *MIR-1* family, miR-1a-3p and miR-206-3p, a family reported to play key roles in cancer and as a tumor-suppressor^38^. Spaceflight profoundly affects the cardiovascular system^21^, with miRNAs in our dataset appearing to regulate heart innervation through changes in the postsynaptic membrane and potassium. These findings suggest a potential role for miRNAs in the QT interval prolongation or arrhythmias observed in astronauts. MiRNAs previously linked to coordination of synaptic cells include members of the *MIR-34* family, such as miR-34c-5p, miR-34b-5p^39^ and miRNAs from *miR-1/133*^40^, such as miR-133a-3p, miR-133b-3p and miR-1a-3p.

The scRNA-seq data also suggest that ECM disruption is a key feature of cell-type-specific response to spaceflight. Since two independent modalities yielded similar results, we confidently integrated the datasets to explore miRNA-mRNA regulation in detail. This allowed us to categorize the pathways into systemic and more tissue-specific effects. For the systemic effects, we primarily observed tissue remodeling through ECM developmental pathways, synaptic membrane modification. ECM remodeling and developmental pathways were extensive in the GAT, SCAT, BAT and liver. One prominent example of miRNAs involved in the systemic changes is the *MIR-17* family, previously shown to play a role in adipocyte differentiation^41^, in particular through the Wnt signaling pathway^42^. Interestingly, we also saw the Wnt signaling pathway deregulated in GAT, SCAT and BAT, suggesting the involvement of this miRNA family. It is also known to influence adipose differentiation through the ECM, which we saw deregulated in multiple tissues across miRNA and mRNA data^43^.

We also observed synaptic membranes deregulated in the Brain, along with the ECM dysfunction. Members of the *MIR-17* family, such as miR-20b-5p, played a central role. Notably, miR-20b is involved in Alzheimer related pathways in humans^44^, raising the possibility that spaceflight-induced metabolic dysfunction contributes to cognitive impairment^45^. For DNA damage, we saw strong signals of nuclear environment remodeling, likely as a response to radiation exposure. Members of the *miR-17/92* cluster, such as miR-92b and miR-363-3p^46^ are involved in radiation exposure-related DNA damage control. Additionally, LET-7, which influences both systemic and more tissue-specific pathways, plays a well-documented role in radiation response, including exposure to deep-space radiation^16,47^. A small set of miRNAs, such as from the *MIR-17/92*, *MIR-34* and *MIR-1/133* families, seems responsible for much of the dysfunction that we see. These miRNAs impacted multiple pathways, yet their targets were not frequently shared between pathways or tissues. However, among the most heavily targeted mRNAs, tissue remodeling and DNA damage showed up as recurring themes. For BAT, targets included *ITGB8*^48^ and *CRIM1*^49^ known to be involved in ECM or membrane modification. Genes such as *BSN*^50^ and *TSPAN4*^51^ were targeted in the liver, which are also known to have functions related to the cell membrane. DNA damage was particularly noticeable in the thymus, where *PHF6*, a transcriptional regulator mutated in leukemia^52,53^, was a miRNA target. *DGKE*, another mRNA targeted in the thymus, is associated with hemolytic uremia^54^. Interestingly, the limited observation of DNA damage response is somewhat counter to what is seen in circulating miRNAs, where this response dominates. While this might be partially due to the different strains of mice used in the study, it might also hint at differing response times of blood and solid tissue to the ionizing radiation prevalent on the ISS, as solid tissue is known to have slower response kinetics in comparison to blood^55^. However, due to the absence of blood samples, this hypothesis cannot be verified from our data directly. Interestingly, both ECM dysfunction and DNA damage are hallmarks of aging. In fact, spaceflight-induced degeneration is often considered analogous to age-related dysfunction, as organisms become more frail and less resilient to stressors over time.

We finally examined whether the spaceflight effects differ by age. While age-related variance was smaller than that derived from spaceflight, it was still present. Pancreas, Diaphragm and MAT showed up as the most prominent tissues to have an age-dependent component as a result of spaceflight. Tissue remodeling was still present when we took the effect of age into account, although the response to DNA damage was less prominent. Key miRNA families involved in age-dependent spaceflight effects included *MIR-8*, *MIR-15* and *MIR-154*. *MIR-8* miRNAs, found in Diaphragm, MAT and Pancreas, regulate neural cell development and homeostasis^56,57^. The *MIR-15* miRNAs in the diaphragm indicate muscle atrophy^58^, especially in the 3-month-old mice. Both *MIR-15* and *MIR-154*, detected in pancreas, have been linked to cancer^59–61^ indicating a change in tissue homeostasis in the 8-month mice. When considering age, endocrine and immune-related function became more pronounced. For instance, we found age-specific targeting of *YIPF4* in the pancreas, a gene involved in nutrient stress-related macroautophagy^62^, suggesting potential differences in the post-translational processing of the primary endocrine hormones like insulin. We also saw an age-related change in the diaphragm. In 3-month mice, we saw developmental pathway deregulation, whereas in 8-month mice, deregulation primarily affected the synaptic membrane. Notably, miRNAs in the 3-month diaphragm targeted *MYB* and *RORB*, transcription factors essential for stem cell and neuron development^63,64^, but these interactions were absent in the 8-month-old. Similarly, *TNFSF11* (*RANKL*), targeted by miRNAs in the *MIR-17* family such as miR-20a-5p and miR-17-5p in 3-month and linked to skeletal muscle development and function, was not targeted in 8-month^65,66^. This suggests that developmental pathways become less accessible for adaptation in the older mice. Additionally, miR-15, which regulates them both, interacts with *MYB* in natural killer cell maturation, a type of cell involved in the regeneration of skeletal muscle^63,67^. Similar immune system-related mRNAs were similarly implicated in adaptation for the 3-month but not 8-month mice, reinforcing the idea that younger mice maintain greater adaptability to spaceflight-induced stressors.

While our findings align with existing literature, we acknowledge the broader challenges associated with spaceflight research, which extend beyond our study. Conducting experiments in space involves inherent logistical constraints, particularly in housing and retrieving mice, which naturally limit sample sizes. Taking the brain as a whole during library preparation is likely to remove brain region-specific effects of spaceflight, as several miRNA are known to show localized expression^68^. While our highlighted miRNA mmu-miR-20b-5p was not found to be brain-region specifically expressed, it is worth considering the known effect of strain on miRNA expression, as our previously published mouse brain aging atlas^68^ contains C57BL/6JN vs. BALB/cAnNTac used in this study. It might be that the deregulation observed here is resulting from the combined deregulation in multiple regions or in only a single region. Similarly, circulating miRNAs could provide a systemic view of the tissue-specific changes observed. Although circulating miRNAs were not collected in this study, comparison to published spaceflight datasets and reference expression profiles indicates that many of the tissue miRNAs affected here (49 out of 56) are detectable in blood, plasma, or serum, suggesting potential systemic biomarker relevance (Supplementary Data 9). Despite these challenges, we took extensive measures to optimize our study design, prioritizing robust changes with the largest effect sizes that remained consistent across different experimental conditions and modalities, rather than relying solely on conventional adjusted *p* values^69,70^. Additionally, our cohort consisted exclusively of female mice, which reflects common logistical considerations but also presents an opportunity for future research to explore sex-specific effects, an area of increasing importance in the scientific community. Furthermore, while the age range of our mice corresponds to young adult to middle-aged humans, aligning well with the typical astronaut demographic, aging biomarkers tend to emerge later in a mouse’s lifespan. Although this prevented us from assessing certain late-stage aging markers in response to spaceflight stressors, our study still provides valuable insights into physiological adaptations relevant to space missions. By carefully addressing these challenges, we contribute to the broader effort of refining spaceflight research methodologies and expanding our understanding of biological responses to space environments.

Overall, our study uncovered the influence of environment and age on miRNA signals related to spaceflight. By integrating single-cell mRNA data, we uncovered the regulatory role of miRNAs in spaceflight adaptation. We have attempted to partially validate the miRNA-mRNA interactions by comparison against experimentally validated data in publicly available websites to see if our conclusions change. Due to the incomplete nature of miRNA-mRNA experimental validation data and the existence of false positives in predicted targets, we were able to verify a fraction of the targeting. Interestingly, our final conclusion remains unchanged. Validating these findings in a true spaceflight environment more extensively remains challenging. However, since most observed effects involved ECM and structural components, further studies could use cell lines, such as endothelial cells in simulated microgravity, to check if controlling the expression of *MIR-17/92*, *MIR-1/133*, *MIR-15*, or *MIR-8* families mitigates spaceflight-induced structural changes. This dataset serves as a resource to further study organ changes in mice in space and on Earth, providing a foundation for more detailed experiments.

## Methods

### Samples and cohorts

This experiment was approved by the NASA Flight Animal Care and Use Committee (Protocol #FLT-18-116) at the NASA Ames Research Center (Moffett Field, CA) and the Kennedy Space Center (KSC, FL). The Flight mice were received after landing at Scripps Research Institute (09-0004, for animal receipt upon landing) and transported to Stanford University IACUC (WYS1591).

For the Rodent Research Reference Mission 1 (RRR-1)/Rodent Research-8 (RR-8) 40 BALB/cAnNTac female mice (Taconic Biosciences) were sent to the ISS (ISS) aboard SpaceX-16 on 12/5/2018 (Flight mice). As control groups, two groups of 40 mice each were kept on Earth. These mice were assigned to VGC and HGC. In each group, ~3-month-old and ~8-month-old mice were used, representing different age groups. Eight of those mice (two each from LAR 3 M, LAR 8 M, VGC 3 M, VGC 8 M) were processed and used for the scRNA-seq data (Supplementary Information).

VGC mice were housed at NASA Kennedy Space Center in standard vivarium conditions at 4 mice per cage, 20–22.2 °C, 12 hr light 12 hr dark. HGC mice housing was matched to the conditions experienced by Flight mice (as closely as possible) by using double-density housing (the same Rodent Habitats (AEM-X) and Animal Enclosure Module Transporters (AEM-T) as the flight animals), with identical food, matched temperature, humidity, and carbon dioxide levels based on actual flight environmental monitoring. Each habitat contained ten mice (five per side) and included enrichment huts as part of the AEM-X configuration. To dissect all mice together in matching conditions, VGC and HGC mice were transported to Scripps Institute just before the return of the Flight mice and were dissected in matching conditions (+/− 1 day).

From each of the main experimental groups, half of the mice were assigned to the ISS Terminal (ISS Term) subgroup, which were sacrificed onboard the ISS (Flight) or on Earth (VGC, HGC) 22–24 days after launch. The other half were assigned to the Live Animal Return (LAR) group, which was returned alive to Earth on 1/14/2019 after 39.5 days on the ISS, and collected 2-4 days after splashdown, following functional assays at Scripps Research Institute.

All mice were fed with NASA Nutrient Food Bars, starting four weeks before launch. The bars were exchanged weekly. Mice had ad libitum access to both food and water.

During the mission, we encountered the following issues, altering the planned experimental design, which must be considered upon interpretation of results.

1. Within 24 h of the planned launch, mold was found on the food bars, affecting both Flight and HGC mice to an unknown degree. It is possible that the mice were able to eat around the mold. The late replacement of the food bars, now secured with double-sided tape instead of epoxy, caused the bars to free-float during launch and return. The bars of the HGC mice fell to the bottom of the cage. Although the Flight mice appeared healthy upon arrival at the ISS, this might have induced additional stress. Due to concerns about mold, as more was discovered aboard the ISS, the ISS Term mice were sacrificed after ~3 weeks of microgravity rather than the planned 8 weeks, and ground controls were sacrificed to match this new timeline.
2. Due to poor weather, the return of the Flight LAR mice was delayed, and the mice spent 7 instead of the normal 2–3 days in double-density housing. This housing is more confined (10 mice per cage side instead of the 5 in the normal habitat), video monitoring was not possible, and food bars likely became unsecured and were free-floating. Conditions of the HGC mice were matched to these conditions, likely causing additional stress for both groups. Due to the weather, the Flight group likely experienced rough seas upon splashdown and shipping back to shore, which was not controlled for in the HGC group. All tissue collection and handling procedures were performed under NASA IACUC protocol #FLT-18-116 and Scripps protocol #09-0004, following the Rodent Research Reference Mission 1 (RR-8) operational guidelines. Further details about Rodent Research Reference Mission 1 can be found at (https://osdr.nasa.gov/bio/repo/data/payloads/RRRM-1%20%28RR-8%29).

### Tissue dissociation and sample preparation

LAR mice were anesthetized with ketamine/xylazine and euthanized by means of cardiac puncture blood draw (exsanguination), and double thoracotomy. The liver was removed, weighed, dissected into individual lobes (1- left/right medial, 2- left lateral and 3- remaining lobes) and snap frozen in liquid nitrogen. All tissues were collected and frozen within 10–16 minutes of the thoracotomy procedure. All groups were treated identically. Organ samples were maintained at −80 °C or lower temperatures throughout the storage, and during transportation and shipment.

TERM mice were anesthetized with ketamine/xylazine/acepromazine at a dose of 120/15/3 mg/kg and euthanized by means of cardiac puncture, blood draw (exsanguination), and double thoracotomy. The spleen was dissected fresh from each carcass and placed in a tube containing RNA Later. The carcass was then wrapped in foil and frozen in MELFI on board the ISS or in ground −80 °C freezers. Carcasses were maintained at −80 °C or lower temperatures throughout the storage on board the ISS, in ground freezers and during transportation and shipment. The mice were brought back to earth, where dissection was held. It should be noted that carcasses frozen whole onboard the ISS were free-floating and thus in direct contact with air. This prevented them from snap freezing like samples collected on Earth, which were placed directly in liquid nitrogen. Carcasses were thawed at room temperature one at a time (staggered) until the tissues were sufficiently pliable for dissection (approximately 60-90 minutes). Once thawed, multiple tissues were collected from each carcass within 30 min of the first tissue collected. The liver was removed from each carcass, weighed, dissected into individual lobes (1- left/right medial, 2- left lateral and 3- remaining lobes) and snap frozen in liquid nitrogen.

### Transportation and shipment

Organ samples were maintained at −80 °C or lower temperatures throughout the storage, during transportation and shipment.

### RNA extraction

The miRNeasy-96 protocol was followed for all samples with some modifications, as follows.

Tissue Preparation: To avoid overloading the miRNeasy-96 columns, some frozen samples were trimmed to smaller sizes. All kidney, liver, and spleen samples were trimmed to ~25 mg due to their high RNA content. Pancreas samples were trimmed to ~25 mg if they exceeded 45 mg. GAT, MAT, and SCAT samples >200 mgs were trimmed to ~100 mgs as samples of large size homogenize poorly in 96-well format, even though adipose tissues have relatively low RNA content. BAT and lung samples >100 mgs were trimmed to ~50 mgs, and thymi >50 mgs were trimmed to ~25 mgs. The diaphragm did not require trimming, and whole hemi-brains and whole hearts were homogenized by hand with the TissueRuptor in 1 ml QIAzol per 50 mgs tissue, since trimming samples in a reproducible way to capture the same organ subregion for each would be difficult.

Bead homogenization: All samples, including those previously homogenized with the TissueRuptor, were randomized in 96-well format. Two 96-well plates were run simultaneously as follows. 96-well collection microtube plates were chilled on dry ice, and trimmed tissue samples were placed at the bottom of each well. One pre-chilled 5 mm stainless steel bead was then placed on top of the tissue samples with a bead dispenser. 700 μl pre-chilled (4 °C) QIAzol was then added to each well, or 700 μl QIAzol homogenate from the pre-homogenized heart and brain samples. Plates were immediately homogenized on the TissueLyser II for a total of four 5 min runs at 25 Hz, and plates were rotated and switched between the two arms of the TissueLyser II between each run. Plates were then left at room temperature for 5 min before pelleting debris at 6000 × *g* for 1 min at 4 °C.

Phase Separation & RNA collection: Debris- and bead-free homogenate was then transferred to a new plate, to which 140 μl chloroform was added to each well, and plates were shaken vigorously for 3 min at room temperature before being spun at 6000 × *g* for 4 min at 4 °C. 300 μl aqueous phase was then transferred to a new S-Block, to which 525 μl 100% EtOH was added and mixed by pipetting, followed by a room temperature spin at 6000 × *g* for 30 s. The entire volume was then transferred to a miRNeasy-96 plate on top of an S-plate, sealed with AirPore tape sheet, and spun at 5600 × *g* for 4 min at room temperature. Flow through was discarded, and columns washed with 800 μl RWT and spun as above. This was repeated with 800 μl RPE, and a final 800 μl RPE wash was followed by a 10 min spin. Finally, 50 μl RNase-free water was added to each column and incubated at room temperature for 1 min, then spun at 5600 × *g* for 4 min at room temperature. The elution was repeated with a second volume of 50 μl RNase-free water. RNA samples were stored at −80 °C.

### Library preparation and sequencing

All samples were processed using the MGIEasy Small RNA Library Prep Kit with the high-throughput MGI SP-960 sample prep system according to the manufacturer’s protocol to generate sequencing libraries. In short, after 3’- and 5’-adapters were ligated to the RNA, a reverse transcription step followed, in which samples were barcoded using the barcodes 1–4, 13–16 and 25–32. In a 21-cycle PCR, the cDNA was amplified and further purified via size-selection through AMPure Beads XP (Beckman Coulter, Germany). The success of this purification was controlled using the Agilent DNA 1000 Kit (Agilent Technologies), and concentrations were measured with Qubit™ 1X dsDNA High Sensitivity kit (HS) (Thermo Fisher Scientific). Sixteen samples were pooled into one library in an equimolar fashion. All 45 libraries were circularized and sent to Hong Kong for sequencing. Single-end sequencing on the BGISEQ500RS with the High-throughput Sequencing Set (SE50) was performed with all samples and provided by BGI, Hong Kong.

### Pre-processing

All miRNA datasets, for Spaceflight and TMS, were processed in an identical manner. Fastq files containing raw sequencing reads were mapped against GRCm39 and miRBase (version 22.1)^71^ in order to profile miRNA counts using miRmaster (version 2.0)^72^. Information about the miRNA family was obtained from mirgenedb 3.0^73^. Detection filtering was performed by keeping only miRNAs with at least five raw reads in at least 10% of samples in each condition-tissue group. Expression data was normalized using rpmm normalization (reads per million mapped).

### Principal variance component analysis (PVCA)

The principal variance component analysis was performed on the log_2_-transformed, filtered rpmm values, with proportion of the variation to be covered by top k PCs at 90%. Factors that were considered were the age, tissue, space (Flight, Not Flight) and Environment (VGC, Not VGC) and combinations of them. For the plots showing only 2 factors, only the named factors were considered. The Brain was excluded from the comparison between Condition and Age because it only had one age group in LAR.

### Dimensionality reduction

Two-dimensional embedding was computed using the umap function in the umap-learn package (version 0.3.10) using the log_2_-transformed, filtered rpmm-normalized counts as input.

### Processing of the single-cell RNA-seq data (GEO: GSE295428)

Reads were aligned to mm10 (GRCm38) using Cell Ranger (version 5.0.0) using the 10x mm10 reference. Ambient, cell-free mRNA contamination was estimated and corrected with SoupX (version 1.5.2). Samples with an estimated contamination fraction >10% were excluded. For retained samples, adjustCounts() was applied with default parameters. Raw UMI count matrices were imported into Seurat v4.0.3. Cells were removed if they had <200 or >2500 detected features (genes) or >5% mitochondrial RNA content. Samples with <50 cells after QC were excluded. Doublets were identified with DoubletFinder (version 2.0.3). We performed a parameter sweep (paramSweep_v3/summarizeSweep) to select pK per sample; expected doublet rate was set to 5% and pN = 0.25. Cells predicted as doublets were removed. For each sample, counts were log-normalized (Seurat::NormalizeData), 2000 HVGs were selected (Seurat::FindVariableFeatures, “vst”), and data were scaled (Seurat::ScaleData). Samples were integrated with Seurat’s anchor-based workflow (FindIntegrationAnchors/IntegrateData) using 30 dimensions (dims = 1:30). PCA was computed on the integrated assay; the number of principal components (30 PCs) was chosen by elbow plot inspection. UMAP (RunUMAP) provided a 2D embedding. Graph construction and clustering used FindNeighbors and FindClusters with resolution = 0.8. Clusters were annotated by expert manual curation using canonical marker genes; sub-clustering was performed where necessary. Each cluster/cell was mapped to a Cell Ontology class (where available) to facilitate cross-study comparisons. The Skin tissue was removed post-annotation due to a lack of expected marker expression. For indicated comparisons, DE was performed with Seurat::FindMarkers using the Wilcoxon rank-sum test and including sample as a latent variable. Genes were considered significant at Bonferroni-adjusted *p* < 0.05 and |log2FC | > 0.5. GSEA was performed using GeneTrail (version 3.2) with the ranked gene list ordered by −log10(adjusted *p*) and |log2FC| (descending) using the GO BP/CC/MF, KEGG, Reactome, WikiPathways and Pfam gene sets.

### Differential expression analysis of miRNA and mRNA

Differential expression analysis of the miRNAs was performed using the filtered rpmm values with a Wilcox Rank Sum Test, and *p* values were adjusted using Benjamini-Hochberg (BH). Fold-changes were calculated using the geometric medians in the two groups. MiRNAs were considered to be deregulated when they showed an absolute log_2_ fold-change bigger than 1 and an absolute Cohen’s *d* above 0.5.

For the single-cell mRNA pseudobulks, the data were transformed into a Pseudobulk dataset using the aggregateData function (fun = “sum”) of the muscat package (version 1.12.0)^74^ on the raw count data. The differential expression analysis was then performed as for the miRNA data. MiRNAs and mRNAs were considered to be significantly deregulated if they showed an absolute log_2_ fold-change of more than 1 and an adjusted p-value smaller than 0.05. They are considered to be deregulated if they show an absolute log_2_ fold-change of more than 1 and an absolute Cohen’s d value bigger than 0.5.

Top deregulated mRNA in Figs. 4–7 were determined based on the highest fold-change. Since the number of mRNA deregulated for each tissue was highly variable, we used the top 10% of deregulated mRNA for the tissues with more than 100 mRNA deregulated. Otherwise, all mRNA was taken for downstream pathway analysis.

We say the direction of deregulation matches if the sign of the two log_2_ fold-changes is the same, so if both indicate upregulation or if both indicate downregulation.

### Pathway analysis using miEAA

GSEA using a miRNA list as input was performed using the miEAA tool^75^ with standard parameters. The miRNA list is sorted by their log10 raw *p* values calculated with the Wilcox Rank Sum Test and scaled with the direction of the deregulation, which means the sign of the log_2_ fold change. A GSEA was then performed using the pathways from Gene Ontology that were derived via miRTarBase^76,77^ and miRWalk^78^. *P* values were adjusted using BH for each category independently.

For the smaller unordered miRNA sets (e.g., Fig. 3c), we performed Overrepresentation Analysis (ORA) using miEAA with standard parameters. The pathways were also derived for Gene Ontology via miRTarBase and miRWalk. *P* values were adjusted using BH for each category independently.

ORA using the mRNA data as input was performed using the enrichGO function of clusterProfiler (version 4.6.0)^79^. The method uses either the GO Biological Process or all GO databases. We stated the method in the figure legends. *P* values were adjusted using BH.

For all these pathway analysis methods, the pathways were considered to be significantly enriched or depleted if they showed an adj. p-value smaller than 0.05. Redundant GO terms were labeled using the minimal_set function of the OntologyIndex package (version 2.12)^80^ and GO database org.Mm.eg.db (version 3.16.0) and removed from the list of pathways. Two pathways were considered to be related if one term is an ancestor of the other term. This was determined using the get_term_descendancy_matrix of OntologyIndex (version 2.12).

The pathways were clustered using GO_similarity and the binary_cut function from the simplifyEnrichment^81^ package (version 1.8.0) with GO database org.Mm.eg.db (version 3.16.0). The pathways in each cluster were then summarized by counting the frequencies of each word in the set of pathway names and reporting the words that occur at least two times.

The results of the GSEA (genetrail^82^)on the single-cell mRNA data were derived from GEO (Acc: GSE295428, see Methods).

### MiRNA-mRNA Interactions

MiRNA-mRNA target pairs were obtained from the TargetScan Release 8.0^12^ for *M. musculus*. Only the pairs with a weighted context + + score about the 75th percentile were kept. As we expected the miRNA to play a role in deregulating mRNA expression, we filtered our miRNA-mRNA targets to only the mRNA targets of deregulated miRNA, which were themselves also deregulated as per the filtering conditions under the “Differential Expression Analysis” section.

### Overlap with circulating miRNAs

Average miRNA rpmm expression matrices for Mus musculus were downloaded from miRNATissueAtlas 2025^14^. Under the “tissue” biotype, we filtered for “blood”, “plasma” and “serum”. One of our selected miRNAs was determined to be present in the miRNATissueAtlas 2025 if it was detected above an average rpmm of at least 10 in “blood”, “plasma” or “serum”, respectively.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. For the miRNA analyses, all available mice from each experimental group were included (see Samples and Cohorts). Samples were excluded during pre-processing based on pre-determined quality-control parameters. The experiments were not randomized, and the investigators were not blinded to group allocation during sample collection, processing, or outcome assessment. All statistical analyses were based on independent biological replicates. Technical replicates were used only during library preparation and plate processing to ensure uniform sample handling, but all statistical analyses were performed on independent biological replicates. All tests include information on sidedness (two-sided for correlations and Wilcoxon tests; one-sided for enrichment tests) and multiple-testing correction (Benjamini–Hochberg). All sample processing, library preparation, sequencing, and downstream analyses followed standardized protocols to ensure reproducibility.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

Transparent Peer Review file

## Source data

Source data

## Data Availability

The raw and processed miRNA data generated in this study have been deposited in the GEO database under accession code GSE294046. The raw and processed mRNA data generated in this study have been deposited in the GEO database under accession code GSE295428. Furthermore, the mRNA and miRNA data have been deposited in the NASE OSDR database under accessions OSD-904, OSD-905, OSD-906, OSD-907, OSD-908, OSD-909, OSD-910, OSD-911, OSD-912, OSD-913, OSD-914, OSD-915, OSD-916. Source data are provided with this paper.

# Supplementary material for: MiRNAs shape mouse age-independent tissue adaptation to spaceflight via ECM and developmental pathways
**Source:** Nat Commun. 2026 Feb 5;17:1387. doi: 10.1038/s41467-026-68737-1
**Supplement:** Supplementary file 1 — Supplementary Information

# MiRNAs shape mouse age-independent tissue adaptation to spaceflight via ECM and developmental pathways

Supplementary Information

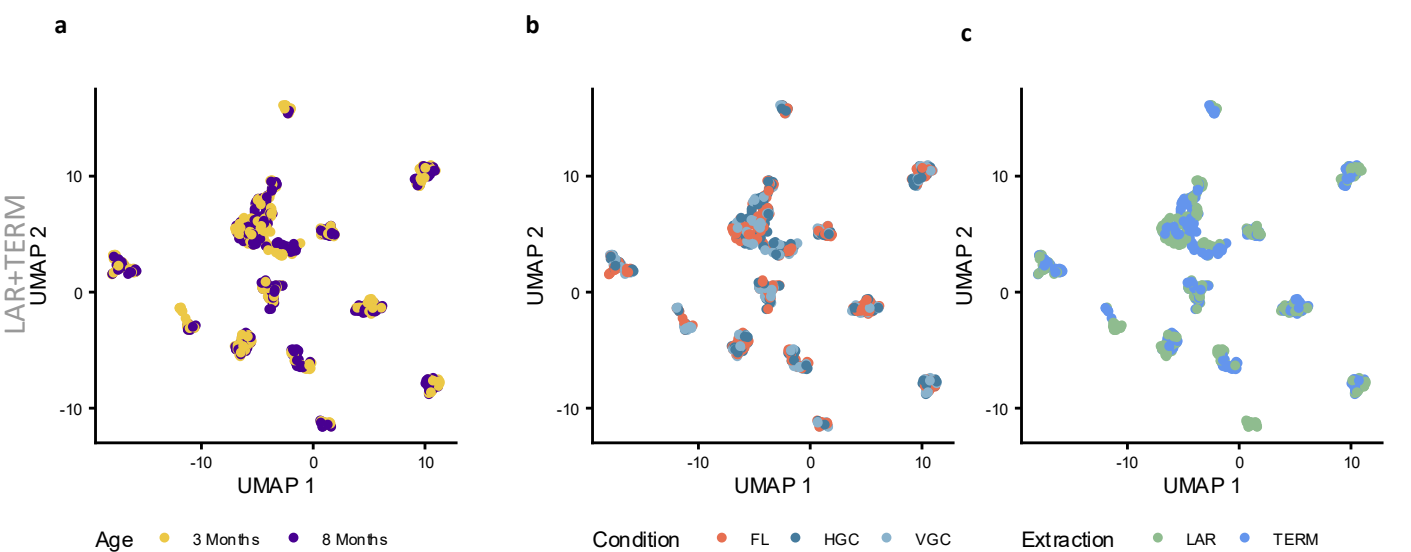

**d**

|                              | TERM |     |     | LAR |     |     |
|------------------------------|------|-----|-----|-----|-----|-----|
|                              | FL   | HGC | VGC | FL  | HGC | VGC |
| Launch stress                | X    |     |     | X   |     |     |
| Exposure to spaceflight      | X    |     |     | X   |     |     |
| Double-density housing       | X    | X   |     | X   | X   |     |
| Return stress                |      |     |     | X   |     |     |
| 40d collection + slow freeze |      |     |     | X   | X   | X   |
| 21d collection + snap frozen | X    | X   | X   |     |     |     |

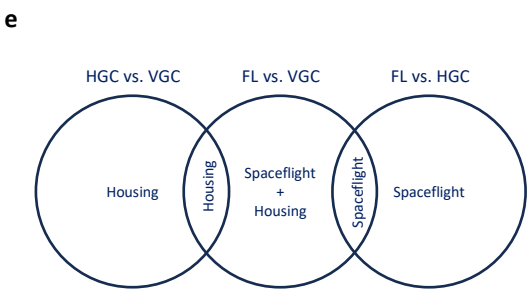

**Supplementary Figure 1: Factors that contribute to the observed changes.**  
**a-c.** Two dimensional UMAP embedding colored by Age, Condition and Extraction method respectively. **d.** Factors that influence the different groups of the experiment. **e.** Venn diagram of effects captured by the overlap of each condition comparison. The comparison between FL and HGC primarily captures the deregulation coming from spaceflight, FL vs. VGC the deregulation coming from spaceflight and housing (FL vs. VGC) and HGC vs. VGC the deregulation coming from Housing.

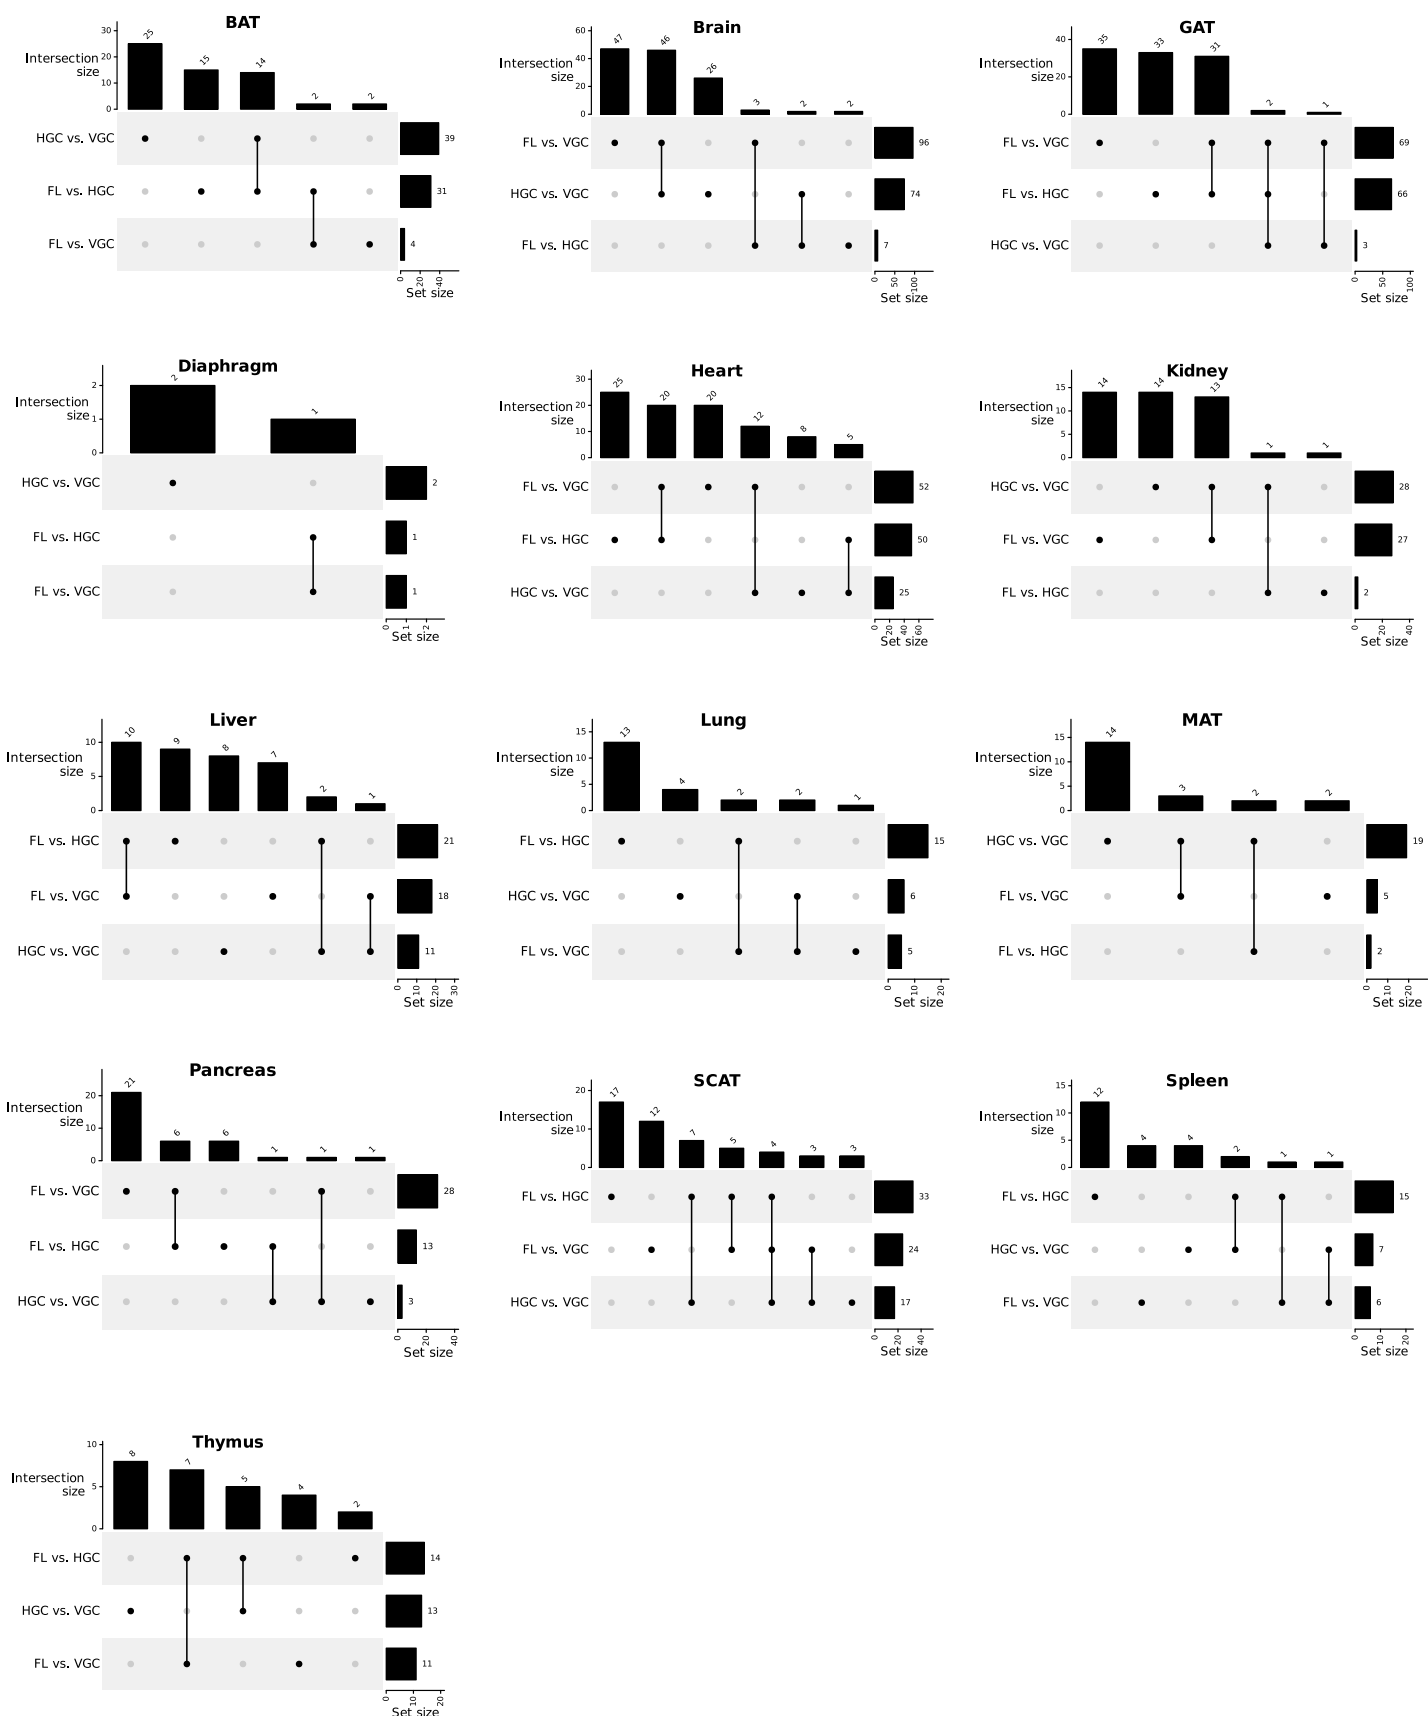

**Supplementary Figure 2: UpSet plots showing the detailed overlaps from Figure 3a.**  
 UpSet Plots per tissue showing the overlap between the deregulated miRNA under each condition comparison and overlap of conditions.

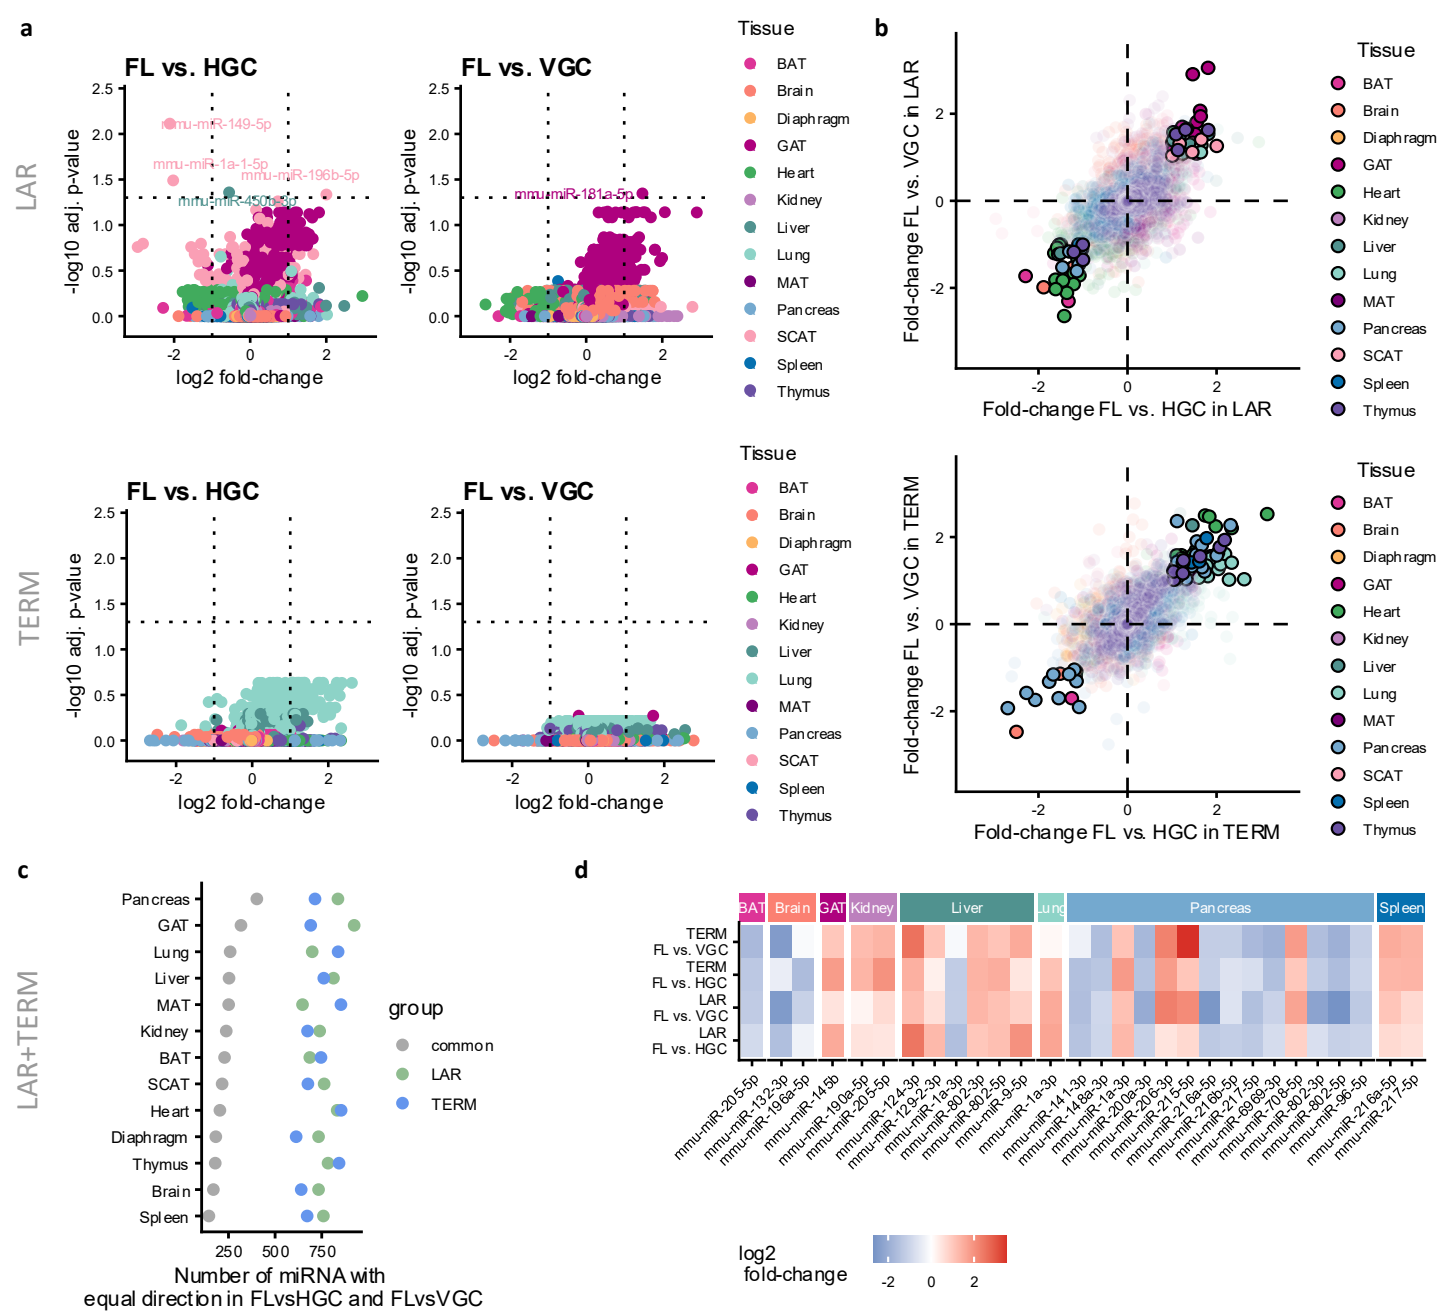

**Supplementary Figure 3: Comparison of differentially expressed miRNA in LAR with TERM.**

**a.** Deregulation of the miRNA in FL vs. HGC and FL vs. VGC in LAR and TERM. **b.** Comparison of the miRNA fold changes between FL vs. VGC and FL vs. HGC in LAR and TERM groups respectively group. The opaque dots with dark border correspond to miRNA that are deregulated in both comparisons with matching fold change directions. **c.** MiRNAs with matching fold-change direction between FL vs. HGC and FL vs. VGC in each of LAR and TERM. The signal matching between the two extraction methods (and spaceflight exposure) corresponds to the “common” group. **d.** Overlapping miRNA from (e) that also show deregulation in at least one of the comparisons in LAR and in TERM.

a

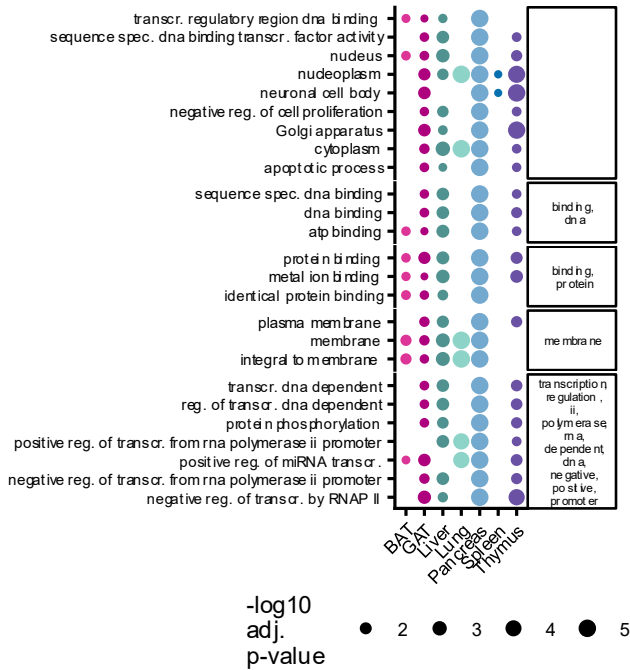

b

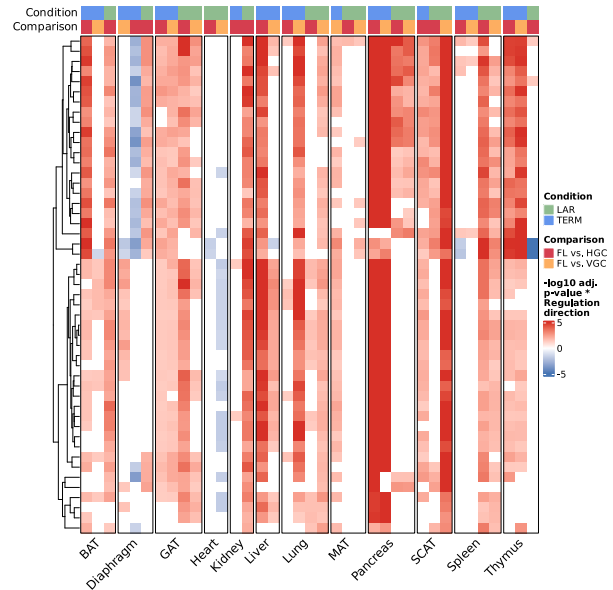

c

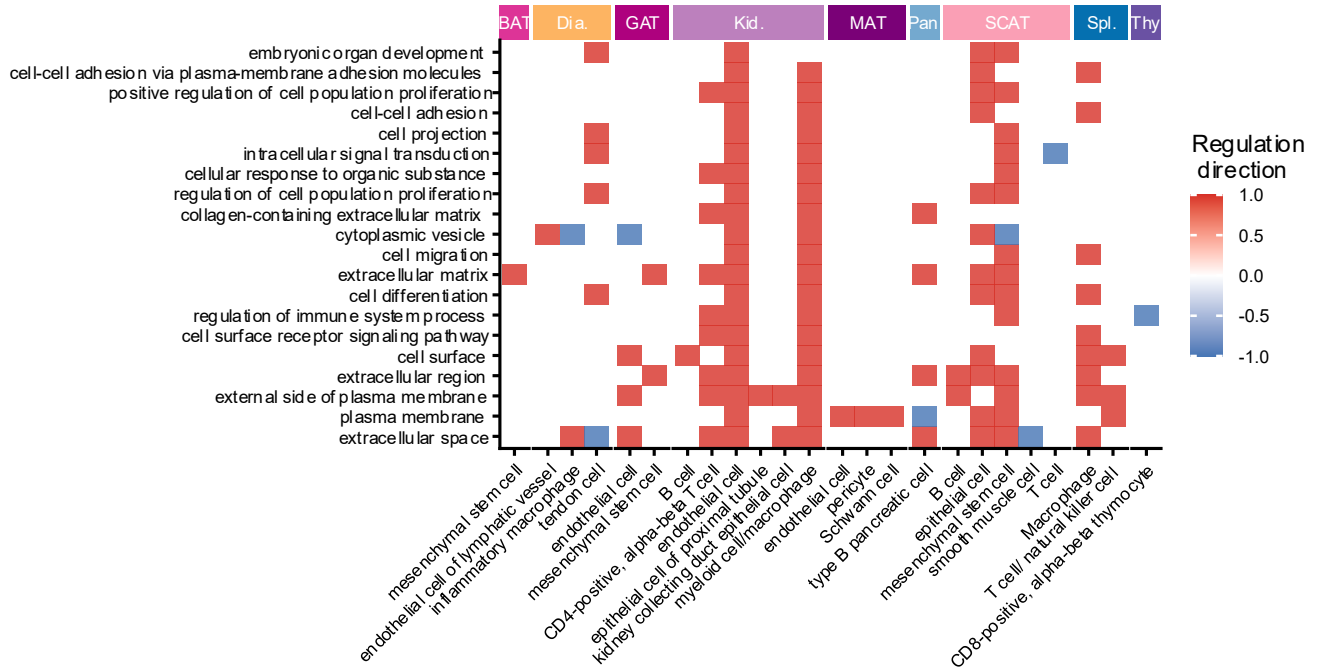

### Supplementary Figure 4: Pathway analysis of the miRNA in FL vs. HGC and FL vs. VGC.

**a.** Top 25 pathways (GSEA, miEAA) in TERM as in Figure 3d using the miRNA lists sorted by fold-change. Pathways are clustered based on similarity in GO and labeled with the most frequent words. **b.** Enrichment and depletion of the top 25 pathways from Figure 3d and the top 25 from Supplementary Figure 4a in both LAR and TERM. **c.** Top 20 overlapping pathways in LAR between the miRNA (GSEA, miEAA) and single-cell mRNA (GSEA, genetrail) with matching direction of enrichment/depletion in at least one tissue.

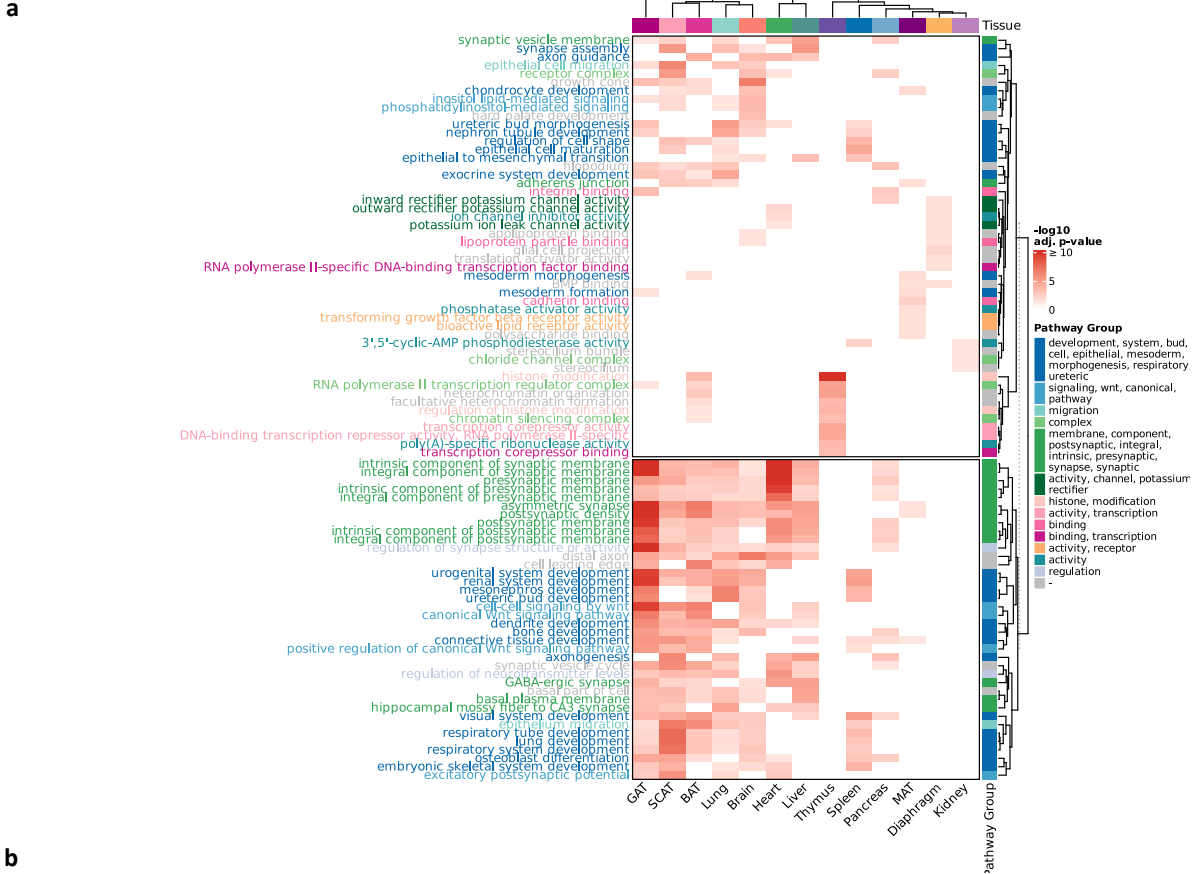

**Supplementary Figure 5: Detailed result of the Pathway analysis in mRNAs and miRNAs.**

**a.** Pathway analysis from Figure 4b in detail. **b.** The Cluster 1 pathways from Figure 4b that are only occurring in max. 2 tissues and the miRNAs that regulate the involved mRNAs and are part of more than one pathway show common miRNA deregulations.

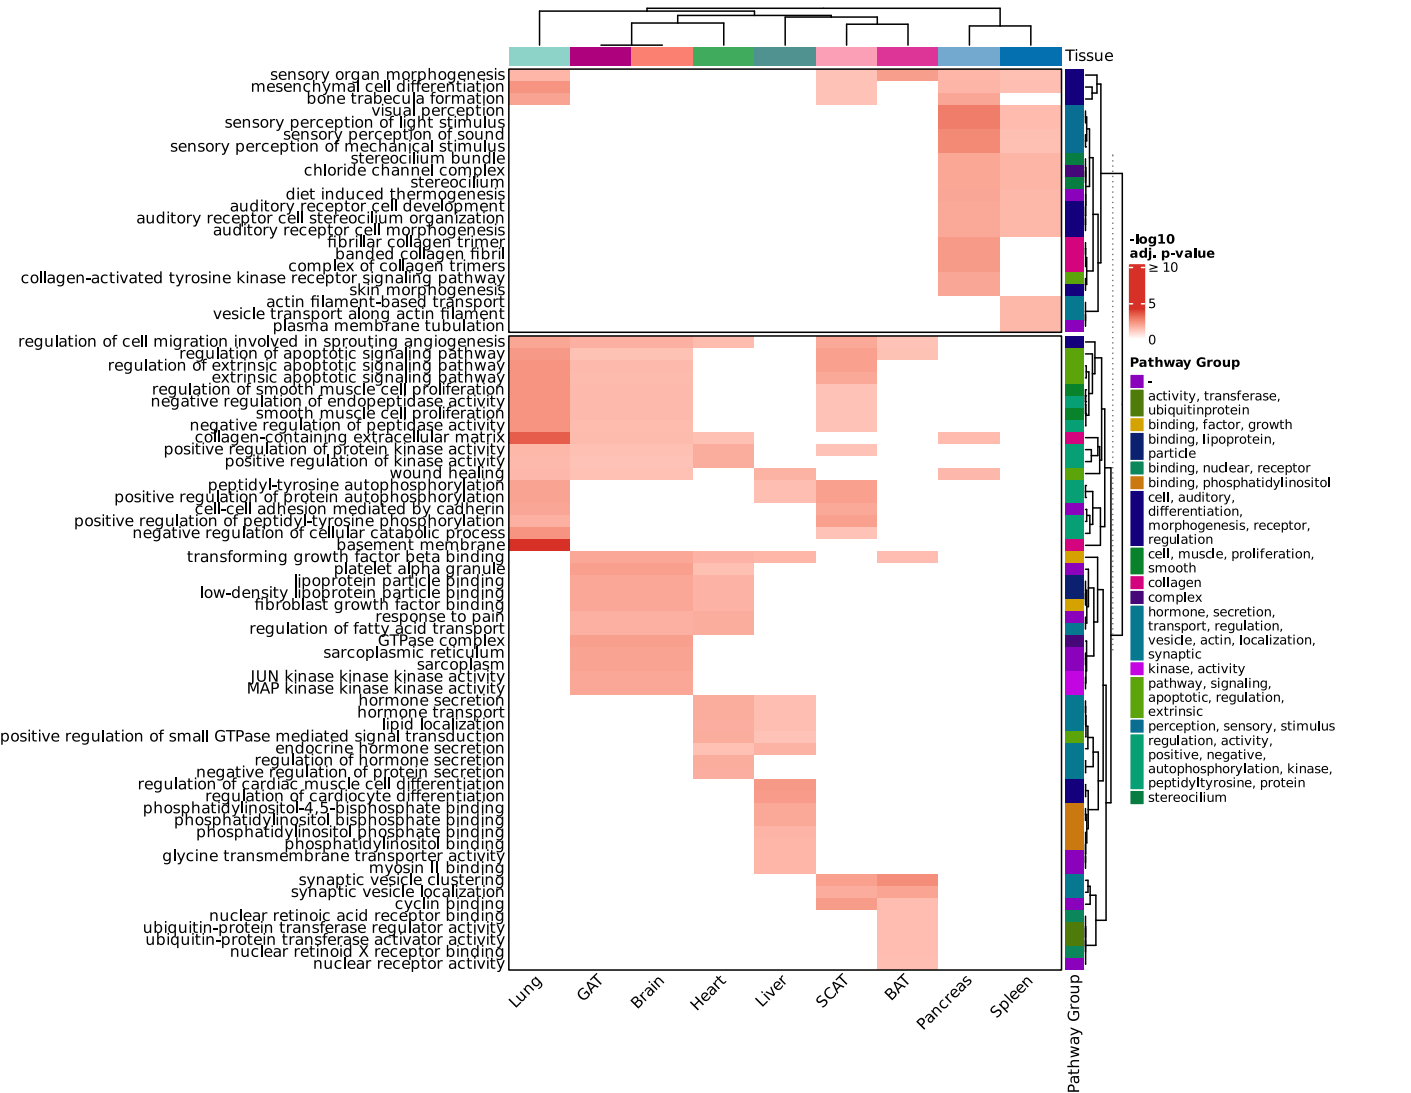

**Supplementary Figure 6: Detailed result of the Pathway analysis using validated miRNA-mRNA interactions**  
 Pathway analysis as in Figure 4b and Supplementary Figure 5a using only the experimentally validated miRNA-mRNA pairs (independent of the tissue they were validated in).

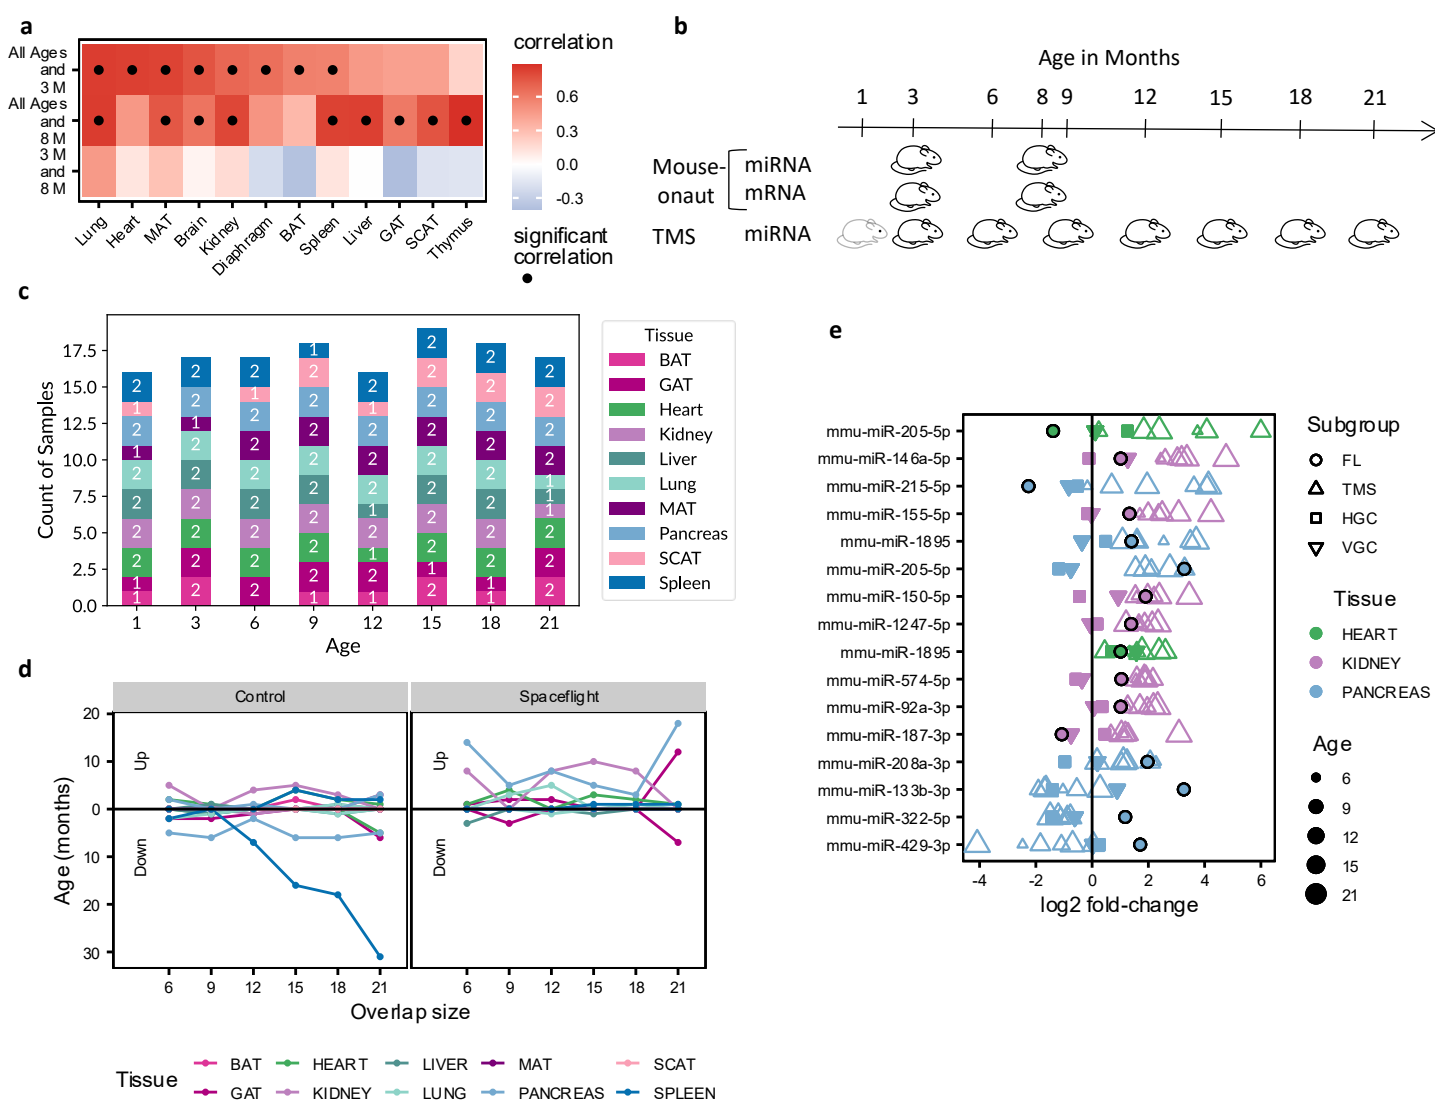

## Supplementary Figure 7: Comparison of age-signatures with TERM and the TMS dataset

**a.** Correlation as in Figure 6c for the TERM group. **b.** TMS consists of 8 age-groups with male and female mice. For this comparison, we excluded the male mice and removed age 1 month to match the age of our younger age-group. The age-groups of the spaceflight mRNA (scRNA-seq) mice were matched with the age-groups in the miRNA mice. **c.** Sample counts for the different organs in TMS (only female). **d.** Number of common deregulated miRNAs in 3M vs. 8M in Space (FL) and Control (HGC) with the deregulated miRNAs in TMS in the comparison of the different ages (6,9,12,15,18 and 21 Months) with age 3M with matching direction of deregulation, split by upregulated miRNAs (Up) and downregulated miRNAs (Down). **e.** Comparison of  $\log_2$  fold changes in 8M vs. 3M for our FL, HGC and VGC groups with  $\log_2$  fold changes from the TMS project in the different age groups against the baseline (3M). miRNAs were selected if they were deregulated in more than 3 age groups.

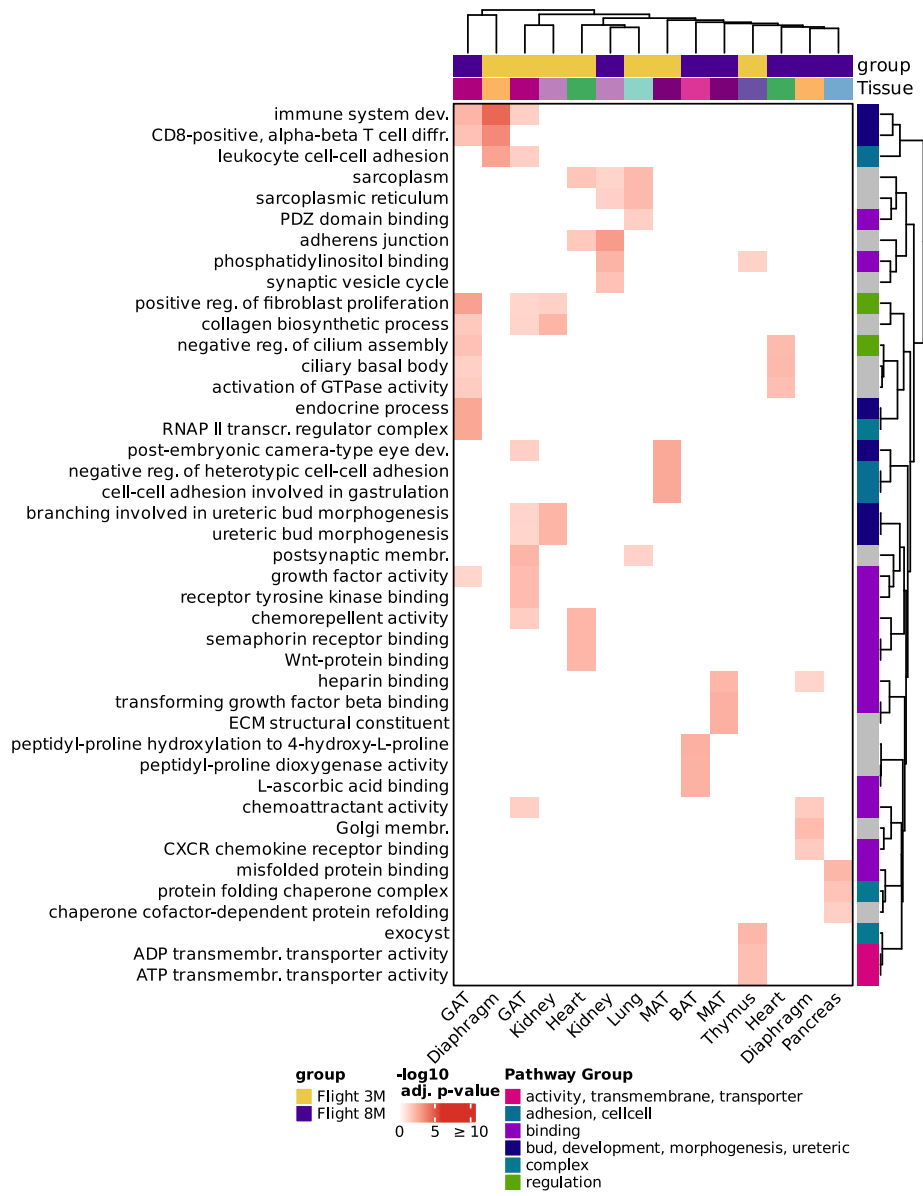

**Supplementary Figure 9: Result of the Pathway analysis from 4f using validated miRNA-mRNA interactions**  
**a.** Pathway analysis as in Figure 7b using only the experimentally validated miRNA-mRNA pairs (independent of the tissue they were validated in).

# Supplementary material for: MiRNAs shape mouse age-independent tissue adaptation to spaceflight via ECM and developmental pathways
**Source:** Nat Commun. 2026 Feb 5;17:1387. doi: 10.1038/s41467-026-68737-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Metadata of the mice.

**File name:** Supplementary Data 2

**Description:** Differentially expressed miRNAs (two-sided Wilcox Rank Sum Test; BH adjusted).

**File name:** Supplementary Data 3

**Description:** Results of the ORA Pathway Analysis (ORA, one-sided, BH adjusted).

**File name:** Supplementary Data 4

**Description:** Results of the GSEA Pathway Analysis with miEAA (GSEA, one-sided, BH adjusted).

**File name:** Supplementary Data 5

**Description:** Differentially expressed mRNAs (two-sided Wilcox Rank Sum Test; BH adjusted).

**File name:** Supplementary Data 6

**Description:** Experimentally validated mRNA-miRNA pairs (from Figure 4a).

**File name:** Supplementary Data 7

**Description:** Differentially expressed miRNAs in the female mice of the TMS cohort (two-sided Wilcox Rank Sum Test; BH adjusted).

**File name:** Supplementary Data 8

**Description:** Experimentally validated mRNA-miRNA pairs (from Figure 7a).

**File name:** Supplementary Data 9

**Description:** Overlap of the miRNAs reported in Figure 3b, 4c and 7d with circulating miRNAs from blood, plasmas and serum in the miRNA Tissue Atlas 2025.

# Supplementary material for: MiRNAs shape mouse age-independent tissue adaptation to spaceflight via ECM and developmental pathways
**Source:** Nat Commun. 2026 Feb 5;17:1387. doi: 10.1038/s41467-026-68737-1
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Fastq files containing raw sequencing reads were mapped against GRCm39 and miRBase (version 22.1) 65 in order to profile miRNA counts using miRmaster (version 2.0). Information about miRNA family was obtained from mirgenedb 3.0.                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data analysis   | Custom scripts used to produce the figures of this study are available from github ( <a href="http://doi.org/10.5281/zenodo.17989911">http://doi.org/10.5281/zenodo.17989911</a> ). The following packages and databases were used for the study: mirmaster v2.0, umap-learn v0.3.10, Cellranger v5.0.0, SoupX v1.5.2, Seurat v4.0.3, DoubletFinder v2.0.3, GeneTrail v3.2, muscat v1.12.0, mieaa v2.0, clusterProfiler v4.6.0, OntologyIndex v2.12, org.Mm.eg.db v3.16.0, simplifyEnrichment v1.8.0, miRNATissueAtlas2025, TargetScan Release 8.0, miRTarBase 2025, GRCm3, Python v3.12.0, scanpy v1.10.2, scikit-learn v1.5.1, scipy v1.14.0, seaborn v0.13.2, matplotlib-base v3.9.1 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw and processed miRNA data have been deposited at GEO under accession code GSE294046 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE294046]. The raw and processed mRNA data have been deposited at GEO under accession code GSE295428 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE295428]. The mRNA and the miRNA data have furthermore been deposited at and at NASE OSDR under accessions OSD-904 [http://doi.org/10.26030/ftkn-c363], OSD-905 [http://doi.org/10.26030/578r-zb36], OSD-906 [https://doi.org/10.26030/32kg-hg35], OSD-907 [http://doi.org/10.26030/h2qz-2x82], OSD-908 [http://doi.org/10.26030/fhxa-pp75], OSD-909 [http://doi.org/10.26030/bnfb-5953], OSD-910 [http://doi.org/10.26030/rybg-df97], OSD-911 [http://doi.org/10.26030/e9n1-9b95], OSD-912 [http://doi.org/10.26030/yrv8-d312], OSD-913 [http://doi.org/10.26030/t6vh-cg75], OSD-914 [http://doi.org/10.26030/g6aq-7884], OSD-915 [http://doi.org/10.26030/kpns-6s32], OSD-916 [http://doi.org/10.26030/bfs0-4m24], . Source Data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No statistical method was used to predetermine sample size. For the miRNA analyses, all available mice from each experimental group were included (see Samples and Cohorts). No data were excluded from the analyses. The experiments were not randomized, and the investigators were not blinded to group allocation during sample collection, processing, or outcome assessment.

### Data exclusions

Biological replicates included in this study were successfully processed and yielded usable data, with the exception of a small number of samples that were excluded during pre-processing (detailed threshold see Methods). Technical replicates performed during RNA extraction and library preparation met quality control standards. No other failures occurred during sample processing or sequencing that would prevent replication of the experiments described.

|               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|---------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replication   | For this dataset, we used 40 mice per group (4 from FI (LAR) and 4 from HGC (LAR) were used for the mRNA experiment). We extracted multiple tissues from each mouse (exact number see Supplementary Data 1).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Randomization | All mice were female, so sex was not a confounding variable. Age was accounted for by grouping mice into young (3 months) and old (8 months) categories in all analyses. Ground controls were matched to Flight mice for housing conditions (temperature, humidity, light/dark cycle, diet, and habitat density). Tissue collection was staggered across groups to minimize circadian or procedural effects. RNA extraction, library preparation, and sequencing were randomized across plates and runs to reduce technical variation. Potential confounders, such as stress due to spaceflight or delayed return of Flight mice, were recorded and considered in the interpretation of results. No additional covariates were explicitly controlled. |
| Blinding      | Blinding was not relevant for this study. This study is observational and study outcomes were quantitative sequencing measurements rather than subjective assessments                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice were BALB/cAnNTac female mice (Taconic Biosciences). Mice were grouped into two age categories at the start of the experiment: 'young' (~3 months) and 'old' (~8 months). Exact ages of individual mice were not recorded; these groups represent standard age categories used in Rodent Research ISS missions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Wild animals            | No wild animals were included in this study                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Reporting on sex        | All mice were female. Sex-specific analysis was not possible due to the lack of male mice.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Field-collected samples | VGC mice were housed at NASA Kennedy Space Center in standard vivarium conditions at 4 mice per cage, 20-22.2 °C, 12hr light 12hr dark. HGC mice housing was matched to the conditions experienced by Flight mice (as closely as possible) by using double density housing (the same Rodent Habitats (AEM-X) and Animal Enclosure Module Transporters (AEM-T) as the flight animals), with identical food, matched temperature, humidity, and carbon dioxide levels based on actual flight environmental monitoring. Each habitat contained ten mice (five per side) and included enrichment huts as part of the AEM-X configuration. To dissect all mice together in matching conditions, VGC and HGC mice were transported to Scripps Institute just before the return of the Flight mice and were dissected in matching conditions (+/- 1 day). |
| Ethics oversight        | This experiment was approved by the NASA Flight Animal Care and Use Committee (Protocol #FLT-18-116) at the NASA Ames Research Center (Moffett Field, CA) and the Kennedy Space Center (KSC, FL). The Flight mice were received after landing at Scripps Research Institute (09-0004, for animal receipt upon landing) and transported to Stanford University IACUC (WYS1591).                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

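Small RNA was sequenced from 686 libraries of 13 tissues of female mice in 3 arms, spaceflight (FL), habitat ground control (HGC) and vivarium ground control (VGC). Of these, 348 came from live animal return (LAR) and 338 from mice terminated on orbit or from their controls on Earth (TERM). The mice were 3 or 8 months old. Brain of LAR and pancreas of TERM have mice of 3 months alone, so 12 tissues of LAR have both ages. The libraries were made in 44 pools on 8 plates, as the paper's Supplementary Data 1 lists them. Mice of different arms carry the same numbers but are different animals.

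As the paper's methods state, the authors mapped the reads to GRCm39 and miRBase 22.1 with miRMaster 2.0 to profile miRNA counts. The deposited files hold counts without normalization, with 1 value per library and feature for miRNA, tRNA, rRNA, snRNA, snoRNA, piRNA and lncRNA. The adapter and quality filters inside that tool are not detailed. The miRNA values that the authors deposited are estimated counts, since 0.790% of them carry a fraction as when a read is divided between places, while those of the other 6 classes are whole. For edgeR, DESeq2 and TMM factors these were rounded to whole counts, and all other steps took them as deposited. Reads that fit more than 1 miRNA of a family can therefore be split between its members.

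Counts summed over the 7 classes ranged from 9.15 M to 428 M per library with a median of 54.5 M, and counts on miRNAs from 0.181 M to 30.5 M with a median of 3.88 M. In LAR the medians were 47.8 M and 4.13 M. A count of 0 allows up to 3 counts at 95% confidence. No library was reduced to a common depth, and no library was left out of the values reported first.

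Expression was computed as rpmm, the miRNA count per 1 M counts of the library over the 7 classes, and 1 rpmm was added before any log2. The paper does not spell out this denominator or the added value, and both were settled by comparison with the fold changes in its Supplementary Data 2. A miRNA was kept when it had at least 5 reads in at least 10% of the samples of any group of 1 tissue and 1 arm. The paper asks for this in each group of condition and tissue, which was read here as any such group, and the step keeps 1353 miRNAs in LAR and 1347 in TERM. A reading per tissue keeps 1148 and 1132, and it was added as an alternative after the data were seen.

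For counts, edgeR 4.0.16 (with limma 3.58.1, in R 4.3.3) fitted 1 quasi-likelihood model per tissue and extraction with the 3 arms as groups and TMM factors. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.05. For age, groups of arm and age were fitted in the 12 tissues of LAR with both ages. There the contrasts were FL vs. HGC at each age, 8 against 3 months in each arm and the interaction of age and flight.

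The paper's own rule calls a miRNA deregulated when the log2 ratio of the geometric medians is beyond 1 in size and Cohen's d is beyond 0.5, and it uses no p-value. It was run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and its counts, overlaps and correlations were set beside those from 100 reassignments of the labels, the real one included. These reassignments keep the arm that 2 comparisons share. They were made within each tissue and leave out what the tissues of 1 mouse share. Significantly deregulated miRNAs were those with a log2 ratio beyond 1 and an adjusted Wilcoxon rank-sum p under 0.05. The share of variance was computed by principal variance component analysis with lme4 1.1.37 on components that hold 90% of the variance, beside 100 reassignments, or 50 for its alternatives. Single values were compared by permutation tests, exact where the number of splits allowed it and otherwise with 100000 resamples, and standard deviations (SD) are given throughout. Plots were drawn with matplotlib 3.10.9, and tables were read with data.table 1.17.8.

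The miRNAs named in the text follow a rule written before the data were examined. They are all miRNAs that the paper names for these samples and, per tissue, the 3 with the smallest edgeR adjusted p in FL vs. HGC of LAR among those past 0.05 and beyond a log2 fold change of 1. Where MIR-17 and MIR-1 were compared between tissues, the tissues were ordered by their medians, a choice made after an ordering by means had given a negative difference.

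The miRNA profile of each library was compared with its label. Counts were scaled to the miRNA counts of the library, the median of each tissue was taken on the log2 scale, and 730 miRNAs were used whose highest tissue median was more than 2-fold that of the median tissue. Each library was assigned to the tissue with the highest Pearson's r after centring, and tissue weights came from a non-negative least squares fit. In 11 pools more than 1 in 3 libraries fit another tissue. That criterion was set after the counts per pool were seen, without regard to arm, and leaving out whole pools was then added as an alternative. No library was relabelled.

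The steps were tested on simulated data with 200 changed miRNAs. For liver FL vs. HGC of LAR, edgeR recovered 8.5%, 64.5% and 82% of simulated log2 changes of 1, 2 and 3, and 5.56%, 5.84% and 4.65% of its calls were false, with 834, 843 and 847 miRNAs tested. The paper's rule recovered 37% of the changed miRNAs at a simulated log2 change of 2 in the same comparison, with 26% of its calls false and 843 miRNAs tested. In FL vs. HGC of GAT, edgeR recovered 0.5%, 60.5% and 77.5% of simulated log2 changes of 1, 2 and 3. In brain it recovered 0%, 39% and 81.5%, so 0 calls in these tissues do not exclude log2 changes of 1. The variance share of spaceflight in liver was 4.97%, 8.65% and 12.1% for simulated shifts of 0, 1 and 2 SD. The shift of 0 gave a permutation p of 0.04, which is under 0.05 without a simulated change.

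The alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, RLE factors in edgeR, the Wilcoxon test, terms for age and for plate, the replicate number as a block, only the 2 arms compared, and leaving out each library of groups of 5 or fewer. Filters were none, a mean of at least 10 counts and a mean of at least 100 counts. For the paper's rule they were geometric means, TMM factors, 10 rpmm added in place of 1, and Cohen's d beyond 0.8. Spearman's rho, components to 60% of the variance, means of per-sample shares and TERM in place of LAR were also used. The 3 alternatives added later scale to the miRNA counts alone, apply the filter per tissue or leave out the 11 pools.

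Messenger RNA, target prediction, pathway enrichment, the atlas of aging mice and the blood atlas were not analysed here. The genome in hand is of another build than that of the deposited counts, so no coordinates were used, and miRNAs are named as in the files. Pancreas of TERM has 2 VGC samples. Its comparisons with VGC were left out of the edgeR calls and of the counts past the rule per comparison, and they were kept in ratios, sizes and correlations of fold changes and wherever LAR and TERM were compared by direction.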

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

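In this part, the tests of single libraries against depth and against the profiles of other tissues, the tests of both shares of GAT, the test of LAR against TERM, the slope on depth in BAT and the counts of splits were chosen only after the result was seen, and the test of BAT without the 11 pools was chosen after the data, but not yet its own result, were seen. In each group of 4 to 10 libraries, the gap between the most extreme library and its nearest neighbour was divided by the range of the group (Dixon's ratio). The ratio was above its 95% critical value in 62 of 252 groups, where chance alone gives about 1 in 20. These groups are listed by library, with the library's value, that of its nearest neighbour and the ratio, in log2 rpmm for a miRNA and in percent of the counts for a class of RNA.

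By tissue, the libraries of adipose tissue come first, all of them LAR. GAT HGC replicate 14 (pool 22, profile of thymus) was highest in miRNA share (6.97% against 3.31%, ratio 0.607), mmu-miR-106a-5p (5.66 against 0.36, ratio 0.944), mmu-miR-20b-5p (6.35 against 0.47, ratio 0.938), mmu-miR-20a-5p (7.03 against 4.15, ratio 0.576) and mmu-miR-18b-5p (1.63 against 0.067, ratio 0.959) and lowest in tRNA share (48.0% against 73.9%, ratio 0.652). GAT VGC replicate 4 (pool 3, profile of liver, lowest or highest of its group in total counts) was highest in miRNA share (13.7% against 4.71%, ratio 0.691), mmu-miR-20a-5p (7.70 against 4.83, ratio 0.561) and mmu-miR-18b-5p (0.29 against 0.084, ratio 0.712). GAT FL replicate 4 (pool 3, profile of kidney) was highest in mmu-miR-106a-5p (3.87 against 1.96, ratio 0.513), mmu-miR-20b-5p (5.12 against 1.24, ratio 0.764), mmu-miR-20a-5p (7.74 against 5.38, ratio 0.472) and mmu-miR-18b-5p (0.43 against 0.058, ratio 0.866). SCAT HGC replicate 11 (pool 41, profile of diaphragm, lowest or highest of its group in total counts) was highest in miRNA share (10.6% against 5.29%, ratio 0.642) and mmu-miR-149-5p (10.69 against 7.81, ratio 0.607) and lowest in tRNA share (38.8% against 62.7%, ratio 0.538). SCAT VGC replicate 12 (pool 40, profile of spleen) was lowest in tRNA share (26.3% against 61.1%, ratio 0.603). SCAT HGC replicate 3 (pool 26, profile of its own tissue) was highest in mmu-miR-92a-2-5p (0.023 against 0, ratio 1). BAT HGC replicate 12 (pool 22, profile of brain) was highest in mmu-miR-770-3p (2.89 against 0.11, ratio 0.969). BAT HGC replicate 16 (pool 33, profile of its own tissue) was highest in mmu-miR-3473e (6.60 against 4.09, ratio 0.571).

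Brain, heart and lung follow, again in LAR. Brain VGC replicate 5 (pool 21, profile of its own tissue, lowest or highest of its group in total counts) was highest in tRNA share (40.7% against 5.03%, ratio 0.948), mmu-miR-106a-5p (4.70 against 0.19, ratio 0.983), mmu-miR-20b-5p (5.17 against 0.32, ratio 0.976) and mmu-miR-18b-5p (1.02 against 0.097, ratio 0.904). Brain HGC replicate 1 (pool 25, profile of its own tissue, lowest or highest of its group in total counts) was highest in mmu-miR-106a-5p (3.68 against 0.37, ratio 0.905), mmu-miR-20b-5p (4.36 against 0.27, ratio 0.975) and mmu-miR-18b-5p (1.03 against 0.051, ratio 0.966). Heart HGC replicate 16 (pool 38, profile of its own tissue) was highest in tRNA share (45.0% against 16.9%, ratio 0.820). Heart HGC replicate 8 (pool 40, profile of lung, lowest or highest of its group in total counts) was highest in mmu-miR-141-3p (6.82 against 1.52, ratio 0.832), mmu-miR-141-5p (4.30 against 0.59, ratio 0.891), mmu-miR-200a-3p (6.59 against 1.22, ratio 0.862), mmu-miR-200b-3p (9.31 against 2.94, ratio 0.869) and mmu-miR-429-3p (9.31 against 3.18, ratio 0.731). Lung FL replicate 5 (pool 19, profile of pancreas) was highest in tRNA share (39.7% against 16.0%, ratio 0.772) and mmu-miR-6969-3p (4.03 against 0.74, ratio 0.816). Lung FL replicate 3 (pool 42, profile of its own tissue) was highest in miRNA share (29.8% against 20.8%, ratio 0.503). Lung FL replicate 14 (pool 40, profile of heart) was highest in mmu-miR-499-3p (3.81 against 0.16, ratio 0.964) and mmu-miR-499-5p (8.38 against 1.33, ratio 0.869). Lung HGC replicate 12 (pool 18, profile of its own tissue) was highest in mmu-miR-499-5p (1.18 against 0.51, ratio 0.674).

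The libraries of the other tissues are of LAR unless TERM is given. Liver FL replicate 2 (pool 5, profile of pancreas, lowest or highest of its group in total counts) was highest in tRNA share (24.5% against 12.7%, ratio 0.646). Liver HGC replicate 12 (pool 2, profile of spleen) was lowest in mmu-miR-802-3p (0.37 against 4.13, ratio 0.659) and mmu-miR-802-5p (1.48 against 6.95, ratio 0.882). Liver HGC replicate 11 of TERM (pool 4, profile of heart) was lowest in mmu-miR-802-3p (0.058 against 3.20, ratio 0.614) and mmu-miR-802-5p (0.34 against 5.02, ratio 0.733). Liver VGC replicate 14 of TERM (pool 41, profile of thymus, lowest or highest of its group in total counts) was lowest in mmu-miR-802-3p (0.10 against 2.49, ratio 0.544) and mmu-miR-802-5p (0.38 against 5.08, ratio 0.744). Liver VGC replicate 12 (pool 3, profile of thymus, lowest or highest of its group in total counts) was lowest in mmu-miR-802-5p (0.38 against 4.65, ratio 0.558). Pancreas FL replicate 13 (pool 4, profile of GAT, lowest or highest of its group in total counts) was highest in tRNA share (84.5% against 45.0%, ratio 0.503) and lowest in mmu-miR-141-3p (0.38 against 4.48, ratio 0.602), mmu-miR-200a-3p (0.40 against 3.54, ratio 0.505), mmu-miR-200b-3p (1.97 against 6.74, ratio 0.601), mmu-miR-200c-3p (3.30 against 7.56, ratio 0.539) and mmu-miR-802-5p (0.52 against 4.79, ratio 0.533). Pancreas HGC replicate 14 (pool 20, profile of its own tissue) was highest in miRNA share (7.00% against 3.17%, ratio 0.679) and mmu-miR-205-5p among the 3-month mice (7.85 against 2.11, ratio 0.946). Pancreas VGC replicate 13 (pool 42, profile of its own tissue, lowest or highest of its group in total counts) was highest in mmu-miR-141-3p (9.13 against 7.65, ratio 0.4927) and mmu-miR-141-5p (4.84 against 2.93, ratio 0.623). Kidney FL replicate 3 (pool 39, profile of diaphragm) was highest in tRNA share (17.5% against 9.77%, ratio 0.624). Kidney VGC replicate 4 (pool 5, profile of liver) was highest in tRNA share (54.1% against 26.2%, ratio 0.565). Kidney HGC replicate 16 (pool 8, profile of its own tissue, lowest or highest of its group in total counts) was lowest in mmu-miR-92a-3p among the 8-month mice (5.85 against 7.51, ratio 0.754). Spleen VGC replicate 13 (pool 2, profile of its own tissue, lowest or highest of its group in total counts) was highest in tRNA share (59.8% against 12.9%, ratio 0.837). Thymus VGC replicate 2 (pool 21, profile of brain, lowest or highest of its group in total counts) was highest in tRNA share (41.2% against 23.6%, ratio 0.549).

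The 62 values come from 29 libraries, and for 18 of these the miRNA profile was closest to another tissue than that on the label. Libraries drawn at random at the rates of their groups gave a median of 4 and at most 12 with such a profile (p = 0.0001, the smallest that 10000 draws can give). The profiles and the miRNA values come from the same counts, so an excess was to be expected and this p does not decide the cause. In total counts, 13 of the 29 were the lowest or the highest of their group, where draws gave a median of 7 and at most 16 (p = 0.0111). RNA of another tissue in the library stays a candidate explanation for those 18, and depth may add to it. Both draws counted each extreme value separately at first and were changed to count each library once after their result was seen. The other 11 libraries had the profile of their own tissue, and for these a smaller share of RNA from another tissue, which would leave the profile in place, was not tested. A difference between animals or, where both ages are in a group, between ages stays open and was not tested. No other biological explanation was tested, since the libraries of a group share tissue, arm and extraction.

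In diaphragm and pancreas, the difference between FL and HGC was not the same at 3 and at 8 months by edgeR's test of the interaction of age and flight in LAR, which called 6 and 7 miRNAs, and 0 in the other tissues with both ages. Those other tissues had between 44 miRNAs in liver and 122 in kidney at an unadjusted p under 0.05. DESeq2 called 4 in BAT, 51 in diaphragm, 3 in GAT, 2 in kidney and 24 in pancreas, 84 in all over 12 tissues. With a term for the sequencing plate, edgeR called 0 (with 78 at an unadjusted p under 0.05) in diaphragm and 0 (with 51 at an unadjusted p under 0.05) in pancreas, and without the 11 pools in which more than 1 in 3 libraries fit another tissue it called 3 and 0 (with 55 at an unadjusted p under 0.05). Leaving out 1 library at a time moved the 6 calls in diaphragm by more than 1.5 times for 17 of 30 libraries, to 0 (with 141 to 172 at an unadjusted p under 0.05) without each of HGC replicates 11 and 3 of 8 months, FL replicates 13, 5 and 2 of 3 months, FL replicates 16, 4 and 3 of 8 months and HGC replicates 1, 5 and 13 of 3 months, 2 without each of FL replicate 12 of 8 months and HGC replicate 14 of 3 months, 16 without HGC replicate 4 of 8 months, 21 without each of FL replicate 1 of 3 months and HGC replicate 12 of 8 months and 66 without HGC replicate 2 of 3 months. Leaving out 1 library at a time moved the 7 calls in pancreas by more than 1.5 times for 12 of 28 libraries, to 0 (with 86 at an unadjusted p under 0.05) without HGC replicate 16 of 8 months, 2 without FL replicate 3 of 8 months, 4 without each of HGC replicates 3 and 12 of 8 months and HGC replicate 14 of 3 months, 13 without HGC replicate 13 of 3 months, 15 without each of FL replicate 12 of 8 months and HGC replicate 1 of 3 months, 16 without FL replicate 13 of 3 months, 17 without HGC replicate 2 of 3 months, 18 without HGC replicate 5 of 3 months and 19 without FL replicate 11 of 8 months. Over the 12 tissues, 43 of 100 splits of the libraries gave as many calls as the real one, so chance cannot be excluded. Libraries of other tissues may contribute, since fewer calls were left without the 11 pools, 3 in all over the 12 tissues, but fewer libraries were tested there as well. A real difference between the ages in the response to flight is not excluded and was not tested in other mice.

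The share of counts on tRNAs, which the paper does not compare between arms, was lower in FL than in HGC of LAR by a difference of -21.5 points in BAT, beyond what reassigned samples gave. It was lower than in VGC as well, 42.1% ± 12.1 (SD), a difference of -17.1 points (2-sided permutation test, p = 0.00183, adjusted p = 0.0238 over 13 tissues), with 10 of 10 FL samples below the VGC mean. A difference in depth is argued against as the whole cause, since the slope of the share on the total counts within an arm gives a difference of -0.0924 points (standard error 1.96), or -2.19 (standard error 2.92) without the 2 libraries farthest in total. The correlation behind it was r = 0.011 (permutation p = 0.964), rho = 0.12 and r = 0.24 without those 2, and the totals were 42.1 M ± 9.90 in FL and 51.2 M ± 13.1 in HGC (SD, permutation p = 0.0902). Libraries with the profile of another tissue do not account for it either, since the difference from HGC was -20.3 points without the 11 pools (exact permutation p = 0.00240, adjusted p = 0.0156, 6 of 6 FL samples below the HGC mean), but that from VGC was -8.50 points (p = 0.0909, exact permutation). The difference in LAR was not shown to exceed that in TERM (-15.7 points between them, permutation p = 0.185, adjusted p = 0.603). An effect of flight on tRNA fragments in BAT is thus a hypothesis found and tested in the same libraries. Differences in the handling of the arms stay open, as does the plate, which was not tested for this share.

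In GAT, the tRNA share was lower in FL than in HGC of LAR by a difference of -21.6 points, and the miRNA share was higher by 3.31 points. Neither differed from VGC beyond chance, with -7.18 points for tRNAs (permutation p = 0.432) and 1.99 points for miRNAs (permutation p = 0.184). Without the 11 pools the differences from HGC were -22.8 and 3.28 points (exact permutation p = 0.00155 for each, adjusted p = 0.0156 and 0.0202, 7 of 8 FL samples on that side of the HGC mean), so libraries with the profile of another tissue do not account for them. Depth may account for part of both. The slope of the tRNA share on the total counts within an arm gives a difference of -12.3 points (standard error 3.97). Without the 2 libraries farthest in total it gives -11.4 points (standard error 5.09). The totals were 58.2 M ± 29.8 in FL and 111 M ± 41.2 in HGC (SD, permutation p = 0.00562). Within an arm, the tRNA share rose with the total (r = 0.60, permutation p = 0.00216, rho = 0.75, r = 0.48 without the 2 libraries farthest in total), and the miRNA share fell with it (r = -0.61, permutation p = 0.00365). The tRNA difference in LAR exceeded that in TERM by -21.8 points (permutation p = 0.0127), which does not pass after adjustment over 13 tissues (adjusted p = 0.165). The 2 shares are parts of 1 total and not independent. An effect of flight on the composition of the small RNAs stays open beside depth.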

How the results depend on the processing

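The settings that scale rpmm to the miRNA counts alone, apply the detection filter to each tissue as a whole, or leave out the 11 pools in which more than 1 in 3 libraries fit another tissue were chosen after seeing the data, and so were their tests. The other alternatives were set before the data were examined. Over 135 results and 919 alternatives, 633 kept their direction and their side of the threshold, or a count within 1.5 times, 286 did not, and 5 of these reversed. For the miRNAs named in the text, 319 of 408 alternatives kept both, 89 did not, and 1 of these reversed. In 39 of 135 results every alternative tried kept both. Among these, the medians of variance for the 7 classes of RNA cannot turn negative and have no permutation p in the alternatives. That they kept both therefore says nothing about their size. Without the 11 pools, that of snRNA moved from 3.64% to 9.61% and that of lncRNA from 3.80% to 7.77%. Counts over all tissues cover 13 in LAR and in FL vs. HGC of TERM, and 12 in the other counts of TERM alone and wherever both ages are needed. The reported value stands in parentheses after each alternative value, and unadjusted gives the number at an unadjusted p under 0.05 where a tool called 0.

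These results follow with the range over their alternatives in parentheses, DESeq2 and Wilcoxon tests among them for the edgeR calls. The log2 difference of MIR-17, thymus minus spleen, was 0.24 (0.068 to 0.19) in the means of log2 values, while by medians spleen was higher with rpmm scaled to the miRNA counts alone. The age-dependent pairs of MIR-15 were 4 (5) over all tissues. The distinct miRNAs shared by FL vs. HGC and FL vs. VGC were 115 (79 to 119) over all tissues. The edgeR calls of FL vs. HGC in LAR were 0 with 74 unadjusted (0) in diaphragm, 0 with 83 unadjusted (0) in kidney and 0 with 51 unadjusted (0) in MAT. The edgeR calls of FL vs. VGC in LAR were 0 with 164 unadjusted (0) in brain and 0 with 69 unadjusted (0) in MAT. The r of 3 with 8 months in LAR was -0.23 (-0.48 to -0.018) in MAT. The r of FL vs. HGC with FL vs. VGC in LAR was 0.54 (0.43 to 0.64) in spleen. The r of HGC vs. VGC with FL vs. VGC in LAR was 0.74 (0.68 to 0.84) in brain, 0.74 (0.56 to 0.77) in kidney and 0.60 (0.53 to 0.81) in MAT. The median percentage of the variance explained by space over 12 tissues of LAR was 3.79 (2.93 to 7.77) for lncRNA, 5.80 (4.69 to 7.70) for miRNA, 5.48 (4.90 to 8.65) for piRNA, 3.05 (2.00 to 4.06) for rRNA, 3.64 (2.53 to 9.61) for snRNA, 6.57 (3.37 to 8.14) for snoRNA and 8.39 (7.20 to 8.69) for tRNA. The miRNAs past the detection filter were 1353 (1148). The miRNAs past the detection filter TERM were 1347 (1132). The rRNA share of counts was 14.4 (16.8) over the 686 samples. The tRNA share FL minus HGC was -21.5 (-20.3) in BAT and -21.6 (-22.8) in GAT. The tRNA share of counts was 44.1 (36.3) over the 686 samples. The percentage of the variance by environment was 10.8 (8.72 to 14.6) in brain, 4.38 (1.21 to 8.93) in kidney and 6.16 (4.50 to 7.44) in MAT. The percentage of the variance by space was 8.21 (3.26 to 10.4) in BAT, 5.81 (2.27 to 8.46) in brain, 1.17 (0.715 to 2.22) in diaphragm, 12.0 (10.3 to 14.0) in heart, 2.45 (1.28 to 5.10) in kidney, 5.81 (4.31 to 7.11) in liver, 6.44 (4.88 to 8.65) in lung, 0.116 (0 to 0.917) in MAT, 3.68 (3.62 to 5.89) in pancreas and 13.5 (12.3 to 21.2) in SCAT.

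In DESeq2 in place of edgeR, the counts were 142 (92) over all tissues and 12 (2) in kidney for calls of FL vs. VGC in LAR. DESeq2 gave 83 (22) over all tissues and 3 (0) in MAT for calls of HGC vs. VGC in LAR, 87 (38) over all tissues for FL vs. HGC in TERM, 60 (31) over all tissues for HGC vs. VGC in TERM. DESeq2 gave 37 (68) in BAT, 4 (0) in GAT, 15 (0) in heart, 2 (21) in lung, 2 (0) in pancreas, 3 (0) in spleen and 5 (0) in thymus for calls of FL vs. HGC in LAR. DESeq2 gave 84 (13) over all tissues for calls of age by flight interaction in LAR, 104 (26) for FL vs. HGC at 3 months, 175 (66) for FL vs. HGC at 8 months, 158 (26) for 8 vs. 3 months in FL, 94 (36) for 8 vs. 3 months in HGC, 190 (36) for 8 vs. 3 months in VGC. The cause was not tested.

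By the Wilcoxon rank-sum test, the counts were 18 (92) over all tissues and 0 (2, 37 unadjusted) in kidney for calls of FL vs. VGC in LAR. Wilcoxon tests gave 0 (22, 446 unadjusted) over all tissues and 0 (11, 39 unadjusted) in kidney for calls of HGC vs. VGC in LAR. Wilcoxon tests gave 10 (68) in BAT, 197 (0) in GAT, 0 (54, 64 unadjusted) in liver, 0 (21, 67 unadjusted) in lung and 8 (50) in SCAT for calls of FL vs. HGC in LAR. Here too the cause was not tested.

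With age as an additive term, which leaves out brain in LAR and pancreas in TERM, the counts were 83 (193) over all tissues, 0 (68, 223 unadjusted) in BAT, 0 (21, 118 unadjusted) in lung and 33 (50) in SCAT for edgeR calls of FL vs. HGC in LAR. Age terms gave 30 (92) over all tissues and 0 (2, 67 unadjusted) in kidney for edgeR calls of FL vs. VGC in LAR. Age terms gave 0 (22, 1150 unadjusted) over all tissues and 0 (11, 147 unadjusted) in kidney for edgeR calls of HGC vs. VGC in LAR, 0 (38, 879 unadjusted) over all tissues for FL vs. HGC in TERM, 0 (88, 1035 unadjusted) over all tissues for FL vs. VGC in TERM, 0 (31, 950 unadjusted) over all tissues for HGC vs. VGC in TERM. The cause was not tested apart from the loss of degrees of freedom, which is taken up with the other observations.

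With plate as an additive term, the counts were 28 (193) over all tissues, 3 (68) in BAT, 6 (0) in brain, 0 (54, 97 unadjusted) in liver, 0 (21, 20 unadjusted) in lung and 19 (50) in SCAT for edgeR calls of FL vs. HGC in LAR. Plate terms gave 1 (92) over all tissues and 0 (2, 29 unadjusted) in kidney for edgeR calls of FL vs. VGC in LAR. Plate terms gave 11 (22) over all tissues, 10 (0) in brain and 0 (11, 69 unadjusted) in kidney for edgeR calls of HGC vs. VGC in LAR, 6 (38) over all tissues for FL vs. HGC in TERM, 1 (88) over all tissues for FL vs. VGC in TERM, 0 (31, 516 unadjusted) over all tissues for HGC vs. VGC in TERM. Plate terms gave 1 (13) over all tissues for edgeR calls of age by flight interaction in LAR, 16 (26) for FL vs. HGC at 3 months, 14 (66) for FL vs. HGC at 8 months, 11 (26) for 8 vs. 3 months in FL, 3 (36) for 8 vs. 3 months in HGC, 8 (36) for 8 vs. 3 months in VGC. For these the cause was not tested.

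In fits of only the 2 arms compared, the counts were 123 (193) over all tissues, 0 (68, 235 unadjusted) in BAT, 1 (0) in heart, 13 (54) in liver and 86 (50) in SCAT for edgeR calls of FL vs. HGC in LAR. Separate fits gave 0 (92, 1308 unadjusted) over all tissues and 0 (2, 73 unadjusted) in kidney for edgeR calls of FL vs. VGC in LAR. The cause was not tested.

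Mice of the arms carry the same replicate numbers but are different animals. Over 334 pairs with the same number in 1 tissue, deviations from group means had median r 0.014 against 0.023 for other pairs. Of the 334, 130 passed 0.1. Pooled, this shows no pairing. The block takes up degrees of freedom and, in LAR, age, which the number fixes. With the replicate number as a block, the counts were 48 (193) over all tissues, 0 (68, 92 unadjusted) in BAT, 0 (54, 63 unadjusted) in liver and 0 (21, 71 unadjusted) in lung for edgeR calls of FL vs. HGC in LAR. Block terms gave 0 (92, 594 unadjusted) over all tissues and 0 (2, 23 unadjusted) in kidney for edgeR calls of FL vs. VGC in LAR. Block terms gave 0 (22, 553 unadjusted) over all tissues and 0 (11, 73 unadjusted) in kidney for edgeR calls of HGC vs. VGC in LAR, 1 (38) over all tissues for FL vs. HGC in TERM, 1 (88) over all tissues for FL vs. VGC in TERM, 0 (31, 339 unadjusted) over all tissues for HGC vs. VGC in TERM. For these counts the cause was not tested further.

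With no filter, the counts were 7 (11) in kidney for edgeR calls of HGC vs. VGC in LAR. In each case the cause was not tested.

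With a mean of at least 10 counts as the filter, the counts were 1 (2) in kidney for edgeR calls of FL vs. VGC in LAR. The filter gave 97 (201) in GAT, 157 (254) in kidney, 247 (377) in lung and 138 (240) in pancreas for miRNAs of one direction in LAR and TERM. The filter gave 12.8 (p = 0.04, 11.7 with p = 0.06) in spleen for the percentage of the variance explained by space, by permutation. The filter gave 55.0 (54.2) over the 686 samples for the percentage of the variance explained by tissue, 1.24 (2.04) for extraction. For these the cause was not tested.

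With a mean of at least 100 counts as the filter, the values were -0.29 (p = 0.11, -0.61 with p = 0.01) in GAT for the r of 3 with 8 months in TERM, by permutation. The cause was not tested.

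With geometric means in place of geometric medians, the counts were 43 (13) in BAT, 0 (3) in diaphragm, 49 (26) in heart, 8 (1) in kidney, 15 (6) in liver, 11 (6) in lung, 2 (1) in MAT, 11 (2) in pancreas and 8 (4) in spleen for deregulated miRNAs of FL vs. HGC. Means gave 74 (33) in brain and 21 (9) in kidney for deregulated miRNAs of FL vs. VGC. Means gave 42 (22) in brain, 19 (8) in kidney and 170 (80) over all tissues for deregulated miRNAs of HGC vs. VGC. Means gave 0.61 (p = 0.06, 0.63 with p = 0.02) over all tissues for the r of FL vs. HGC with FL vs. VGC in TERM, by permutation. Means gave 0 (1) in diaphragm, 2 (0) in kidney, 7 (2) in liver and 5 (9) in thymus for miRNAs shared by FL vs. HGC and FL vs. VGC. Means gave 9 (3) in kidney for miRNAs shared by HGC vs. VGC and FL vs. VGC. Means gave 13 (8) for miRNAs shared by the flight comparisons in more than 1 tissue. Means gave 361 (201) in GAT and 430 (240) in pancreas for miRNAs of one direction in LAR and TERM. Means gave 22 (12) over all tissues for miRNAs deregulated in LAR and TERM alike. Means gave 1 (0) over all tissues for miRNAs deregulated alike in all 4 comparisons. Means gave 0.47 (p = 0.2, 0.45 with p = 0.02) in liver for the r of 3 with 8 months in LAR, by permutation. Means gave 0.76 (p = 0.25, 0.68 with p = 0.03) for the mean r of 8 months with both ages in LAR, by permutation. Means gave 0.11 (p = 0.19, 0.16 with p = 0.01) for the mean r of 3 with 8 months in LAR, by permutation. Means gave -0.037 (0.24) in diaphragm and -0.68 (p = 0.07, -0.61 with p = 0.01) in GAT for the r of 3 with 8 months in TERM, by permutation, reversed in diaphragm. Means gave 24 (14) in MAT and 115 (53) in pancreas for age-dependent miRNAs. Means gave 3 (1) over all tissues for age-dependent pairs of MIR-154. Means gave 17 (9) over all tissues for age-dependent pairs of MIR-8. Here too the cause was not tested.

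With 10 rpmm added before the log2, the counts were 3 (13) in BAT, 1 (4) in brain, 0 (3) in diaphragm, 70 (140) in GAT, 10 (26) in heart, 0 (6) in liver, 0 (1) in MAT, 1 (2) in pancreas, 12 (20) in SCAT, 1 (4) in spleen and 114 (241) over all tissues for deregulated miRNAs of FL vs. HGC. This addition gave 14 (33) in brain, 0 (9) in kidney and 97 (226) over all tissues for deregulated miRNAs of FL vs. VGC. This addition gave 10 (22) in brain, 2 (8) in kidney, 5 (11) in MAT and 27 (80) over all tissues for deregulated miRNAs of HGC vs. VGC. In each case the cause was not tested.

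With a Cohen's d beyond 0.8, the counts were 0 (3) in diaphragm, 0 (1) in kidney, 3 (6) in liver, 0 (1) in MAT, 2 (4) in spleen and 4 (15) in thymus for deregulated miRNAs of FL vs. HGC. Larger d gave 5 (9) in kidney and 0 (4) in MAT for deregulated miRNAs of FL vs. VGC. Larger d gave 3 (8) in kidney and 5 (11) in MAT for deregulated miRNAs of HGC vs. VGC. Larger d gave 0 (1) in diaphragm, 1 (2) in liver, 4 (7) in SCAT and 3 (9) in thymus for miRNAs shared by FL vs. HGC and FL vs. VGC. Larger d gave 1 (3) in kidney and 0 (2) in MAT for miRNAs shared by HGC vs. VGC and FL vs. VGC. Larger d gave 3 (8) for miRNAs shared by the flight comparisons in more than 1 tissue. Larger d gave 6 (14) in MAT for age-dependent miRNAs. For these the cause was not tested.

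With counts scaled by TMM factors in place of rpmm, the counts were 8 (13) in BAT, 12 (4) in brain, 6 (3) in diaphragm, 24 (140) in GAT, 16 (6) in liver, 9 (1) in MAT, 45 (2) in pancreas, 68 (20) in SCAT and 12 (4) in spleen for deregulated miRNAs of FL vs. HGC. TMM factors gave 71 (33) in brain and 21 (4) in MAT for deregulated miRNAs of FL vs. VGC. TMM factors gave 46 (22) in brain, 15 (8) in kidney, 19 (11) in MAT and 191 (80) over all tissues for deregulated miRNAs of HGC vs. VGC. TMM factors gave 0.64 (p = 0.08, 0.94 with p = 0.01) in GAT and 0.60 (p = 0.07, 0.69 with p = 0.02) over all tissues for the r of FL vs. HGC with FL vs. VGC in LAR, by permutation. TMM factors gave 0.51 (p = 0.22, 0.63 with p = 0.02) over all tissues for the r of FL vs. HGC with FL vs. VGC in TERM, by permutation. TMM factors gave -0.37 (p = 0.02, -0.22 with p = 0.14) in BAT and -0.12 (p = 0.23, -0.61 with p = 0.01) in GAT for the r of 3 with 8 months in TERM, by permutation. The cause was not tested.

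With log2 counts scaled by TMM, the values were 6.38 (p = 0.06, 25.5 with p = 0.01) in GAT and 9.93 (p = 0.04, 11.7 with p = 0.06) in spleen for the percentage of the variance explained by space, by permutation. TMM logs gave 50.3 (54.2) over the 686 samples for the percentage of the variance explained by tissue, 2.92 (2.49) for extraction with tissue, 0.595 (2.04) for extraction. Here too the cause was not tested.

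With counts scaled by TMM, the values were -0.099 (0.50) for the log2 difference of MIR-1 between heart and the next tissue, a reversed direction. In each case the cause was not tested.

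With Spearman's rho in place of Pearson's r, the values were 0.23 (p = 0.08, 0.45 with p = 0.02) in liver and 0.14 (p = 0.28, 0.54 with p = 0.02) in SCAT for the rho of 3 with 8 months in LAR, by permutation. Ranks gave 0.59 (p = 0.04, 0.64 with p = 0.16) for the mean rho of 3 months with both ages in LAR, by permutation. Ranks gave 0.55 (p = 0.18, 0.68 with p = 0.03) for the mean rho of 8 months with both ages in LAR, by permutation. Ranks gave 0.098 (p = 0.05, 0.16 with p = 0.01) for the mean rho of 3 with 8 months in LAR, by permutation. For these the cause was not tested.

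With principal components to 60% of the variance, the values were 10.9 (8.06) in thymus for the percentage of the variance explained by age. Fewer components gave 57.0 (54.2) over the 686 samples for the percentage of the variance explained by tissue, 2.32 (2.04) for extraction. The cause was not tested.

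With rpmm scaled to the miRNA counts alone, the counts were 6 (13) in BAT, 19 (4) in brain, 8 (3) in diaphragm, 28 (140) in GAT, 2 (1) in kidney, 17 (6) in liver, 16 (1) in MAT, 44 (2) in pancreas, 76 (20) in SCAT and 12 (4) in spleen for deregulated miRNAs of FL vs. HGC. MiRNA scaling gave 136 (33) in brain, 40 (4) in MAT and 395 (226) over all tissues for deregulated miRNAs of FL vs. VGC. MiRNA scaling gave 63 (22) in brain, 14 (8) in kidney, 22 (11) in MAT and 233 (80) over all tissues for deregulated miRNAs of HGC vs. VGC. MiRNA scaling gave 19 (55) over all tissues for significantly deregulated miRNAs of FL vs. HGC, 0 (9, 144 unadjusted) over all tissues for FL vs. VGC, 1 (0) over all tissues for HGC vs. VGC. MiRNA scaling gave 0.63 (p = 0.1, 0.94 with p = 0.01) in GAT, 0.74 (p = 0.04, 0.71 with p = 0.15) in SCAT and 0.61 (p = 0.05, 0.69 with p = 0.02) over all tissues for the r of FL vs. HGC with FL vs. VGC in LAR, by permutation. MiRNA scaling gave 0.50 (p = 0.32, 0.63 with p = 0.02) over all tissues for the r of FL vs. HGC with FL vs. VGC in TERM, by permutation. MiRNA scaling gave 9 (90) in GAT, 5 (2) in liver, 3 (0) in MAT and 41 (7) in SCAT for miRNAs shared by FL vs. HGC and FL vs. VGC. MiRNA scaling gave 1 (3) in kidney and 4 (2) in MAT for miRNAs shared by HGC vs. VGC and FL vs. VGC. MiRNA scaling gave 172 (418) in BAT and 246 (377) in lung for miRNAs of one direction in LAR and TERM. MiRNA scaling gave 35 (12) over all tissues for miRNAs deregulated in LAR and TERM alike. MiRNA scaling gave 1 (0) over all tissues for miRNAs deregulated alike in all 4 comparisons. MiRNA scaling gave 0.27 (p = 0.07, 0.45 with p = 0.02) in liver for the r of 3 with 8 months in LAR, by permutation. MiRNA scaling gave -0.33 (p = 0.02, -0.22 with p = 0.14) in BAT and -0.11 (p = 0.24, -0.61 with p = 0.01) in GAT for the r of 3 with 8 months in TERM, by permutation. MiRNA scaling gave 170 (56) in diaphragm, 63 (14) in MAT and 476 (220) over all tissues for age-dependent miRNAs. MiRNA scaling gave 6.58 (p = 0.06, 25.5 with p = 0.01) in GAT and 10.6 (p = 0.02, 11.7 with p = 0.06) in spleen for the percentage of the variance explained by space, by permutation. MiRNA scaling gave 50.3 (54.2) over the 686 samples for the percentage of the variance explained by tissue, 2.86 (2.49) for extraction with tissue, 0.527 (2.04) for extraction. MiRNA scaling gave -0.30 (0.50) for the log2 difference of MIR-1 between heart and the next tissue, a reversed direction. MiRNA scaling gave -0.095 (1.41) in GAT for the log2 ratio of mmu-miR-20a-5p in FL vs. HGC, a reversed direction. That setting was chosen after seeing the data. Here too the cause was not tested.

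With the pools with other-tissue profiles left out, the counts were 10 (193) over all tissues, 0 (68, 54 unadjusted) in BAT, 3 (0) in heart, 2 (54) in liver, 0 (21, 95 unadjusted) in lung, 4 (50) in SCAT and 1 (0) in spleen for edgeR calls of FL vs. HGC in LAR. The remaining pools gave 30 (92) over all tissues and 15 (2) in kidney for edgeR calls of FL vs. VGC in LAR, 2 (38) over all tissues for FL vs. HGC in TERM, 1 (88) over all tissues for FL vs. VGC in TERM, 1 (31) over all tissues for HGC vs. VGC in TERM. The remaining pools gave 3 (13) over all tissues for edgeR calls of age by flight interaction in LAR, 4 (26) for FL vs. HGC at 3 months, 28 (66) for FL vs. HGC at 8 months, 0 (26, 712 unadjusted) for 8 vs. 3 months in FL, 123 (36) for 8 vs. 3 months in HGC, 8 (36) for 8 vs. 3 months in VGC. For deregulated miRNAs of FL vs. HGC, they gave 12 (26) in heart, 1 (6) in liver, 2 (6) in lung, 6 (1) in MAT and 27 (15) in thymus. For deregulated miRNAs of FL vs. VGC, they gave 5 (9) in kidney and 17 (4) in MAT. For deregulated miRNAs of HGC vs. VGC, they gave 21 (11) in MAT. The remaining pools gave 33 (55) over all tissues for significantly deregulated miRNAs of FL vs. HGC, 0 (9, 110 unadjusted) over all tissues for FL vs. VGC. For miRNAs shared by HGC vs. VGC and FL vs. VGC, they gave 1 (3) in kidney. For miRNAs shared by FL vs. HGC and FL vs. VGC, they gave 0 (2) in liver, 1 (0) in MAT and 19 (9) in thymus. For miRNAs deregulated in LAR and TERM alike, they gave 19 (12) over all tissues. For miRNAs deregulated alike in all 4 comparisons, they gave 1 (0) over all tissues. For the r of 3 with 8 months in LAR, they gave -0.22 (p = 0.25, -0.51 with p = 0.02) in diaphragm, by permutation. For the mean r of 3 months with both ages in LAR, they gave 0.73 (p = 0.01, 0.64 with p = 0.16), by permutation. For the mean r of 8 months with both ages in LAR, they gave 0.63 (p = 0.05, 0.68 with p = 0.03), by permutation. For the r of 3 with 8 months in TERM, they gave 0.50 (-0.22) in BAT and -0.48 (p = 0.06, -0.61 with p = 0.01) in GAT, by permutation, reversed in BAT. For age-dependent miRNAs, they gave 23 (56) in diaphragm, 24 (14) in MAT and 21 (53) in pancreas. For the percentage of the variance explained by space, they gave 15.0 (p = 0.04, 7.63 with p = 0.07) in thymus, by permutation. For the percentage of the variance explained by age, they gave 14.1 (8.06) in thymus. For the percentage of the variance explained by space beside age, they gave 15.4 (6.92) in thymus. The remaining pools gave 75.2 (54.2) over the 686 samples for the percentage of the variance explained by tissue, 3.99 (2.49) for extraction with tissue, 2.76 (2.04) for extraction. For the log2 difference of MIR-1 between heart and the next tissue, they gave -0.17 (0.50), a reversed direction. Each of these fits holds fewer libraries, 518 in place of 686 over both extractions. Beyond that, the cause was not tested.

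Leaving out 1 library at a time was run for groups of 5 or fewer, and the lowest and highest values follow, with the libraries (tissue, arm and replicate number) whose absence changed a call or moved a count by more than 1.5 times. Age by flight interaction gave 6 to 73 edgeR calls in LAR over all tissues (13 with all libraries). They were 7 without diaphragm HGC 1, 3, 5, 11 and 13 and diaphragm FL 2, 3, 4, 5, 13 and 16, 73 without diaphragm HGC 2, 28 without diaphragm FL 1 and diaphragm HGC 12, 23 without diaphragm HGC 4 and pancreas HGC 2, 22 without pancreas FL 13, 8 without pancreas FL 3, 21 without pancreas FL 12 and pancreas HGC 1, 24 without pancreas HGC 5, 25 without pancreas FL 11 and 6 without pancreas HGC 16. FL vs. HGC at 3 months gave 12 to 39 edgeR calls in LAR over all tissues (26 with all libraries). They were 13 without lung HGC 1 and 2, 15 without lung HGC 14, 12 without lung HGC 13 and 16 without lung HGC 5 and lung FL 14. FL vs. HGC at 8 months gave 8 to 97 edgeR calls in LAR over all tissues (66 with all libraries). They were 13 without BAT FL 16, 22 without BAT FL 11, 23 without BAT HGC 12, 37 without BAT FL 3 and 8 without BAT FL 12. 8 vs. 3 months in FL gave 12 to 41 edgeR calls in LAR over all tissues (26 with all libraries). They were 41 without lung VGC 3 and pancreas HGC 14, 12 without lung FL 3, 4 and 14 and 17 without SCAT FL 3. 8 vs. 3 months in HGC gave 9 to 57 edgeR calls in LAR over all tissues (36 with all libraries). They were 9 without BAT HGC 1, 2, 5, 13 and 14, 18 without BAT HGC 12, 57 without spleen HGC 8 and 55 without spleen HGC 12. 8 vs. 3 months in VGC gave 11 to 86 edgeR calls in LAR over all tissues (36 with all libraries). They were 56 without kidney VGC 3 and lung FL 5, 57 without kidney FL 3, 17 without lung VGC 5, 11 without lung VGC 1, 2, 3 and 13, 62 without lung VGC 11, 76 without lung VGC 12, 86 without lung VGC 4, 80 without thymus FL 2, 61 without thymus VGC 1 and 65 without thymus VGC 14.

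FL vs. HGC in brain gave 7 to 19 deregulated miRNAs (4 with all libraries). Counts were 12 without FL 17, 15 without FL 13, 19 without FL 1, 7 without FL 5 and HGC 5, 9 without HGC 13, 11 without HGC 17 and 18 without HGC 1. FL vs. VGC in brain gave 27 to 79 deregulated miRNAs (33 with all libraries). Counts were 75 without FL 17, 74 without FL 1, 60 without VGC 1, 62 without VGC 17 and 79 without VGC 13. HGC vs. VGC in brain gave 23 to 60 deregulated miRNAs (22 with all libraries). Counts were 50 without HGC 13, 57 without HGC 17, 49 without VGC 1 and 60 without VGC 13. Age-dependent miRNAs in diaphragm ranged from 39 to 89 (56 with all libraries). Counts were 89 without FL 1. Age-dependent miRNAs in MAT ranged from 11 to 51 (14 with all libraries). Counts were 40 without FL 13, 51 without FL 2, 22 without FL 4, 23 without FL 16, 33 without HGC 3, 30 without HGC 4 and 34 without HGC 12. Age-dependent miRNAs in pancreas ranged from 30 to 106 (53 with all libraries). Counts were 83 without FL 4, 30 without FL 16 and 106 without FL 12. Here too the cause was not tested.

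A log2 ratio of a named miRNA in groups of 5 or fewer crossed the rule on fold change and effect size without these libraries. Brain LAR had -1.01 without VGC 13 and 17 for mmu-miR-20a-5p in FL vs. VGC (-0.30). Pancreas TERM had -1.89 without FL 3 and 4 for mmu-miR-802-5p in FL vs. HGC (-0.94), 1.08 without FL 1 for mmu-miR-802-5p in FL vs. VGC (0.13), -1.41 without FL 3 and 4 for mmu-miR-96-5p in FL vs. HGC (-0.83), -1.04 without FL 3 for mmu-miR-96-5p in FL vs. VGC (-0.46) and -1.04 without FL 1 and VGC 3 for mmu-miR-200a-3p in FL vs. VGC (-1.36). Kidney LAR had 0.81 without FL 1 and 2, 0.83 without FL 14 for mmu-miR-92a-3p in 8 vs. 3 months in FL (1.16) and 1.03 without HGC 13 and 14 for mmu-miR-92a-3p in 8 vs. 3 months in HGC (0.77). Pancreas LAR had 0.80 without FL 3 and 16 for mmu-miR-322-5p in 8 vs. 3 months in FL (1.27), -0.76 without HGC 12, -0.77 without HGC 16 for mmu-miR-322-5p in 8 vs. 3 months in HGC (-1.29) and -1.06 without VGC 3 and 11, -1.08 without VGC 2 and 5 for mmu-miR-205-5p in 8 vs. 3 months in VGC (-0.94). Heart LAR had -1.65 without FL 5, -1.63 without FL 17 for mmu-miR-205-5p in 8 vs. 3 months in FL (-0.40) and 1.74 without HGC 12, 1.32 without HGC 16, 1.18 without HGC 17 for mmu-miR-205-5p in 8 vs. 3 months in HGC (0.81). The other named miRNAs of such groups stayed on 1 side of the rule with any 1 library left out. Here too the cause was not tested.

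Depth limits these results through low counts. A value of 1 rpmm corresponds to 14.2 counts in the LAR FL library with the fewest counts, and a count of 0 allows up to 3 counts. No library was reduced to a common depth. All alternatives set before the data were examined were run where they give a value, and age as a term has none for tissues of 1 age alone.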

Differences from the paper's values

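A value is listed here when it and the paper's are more than 1.5 times apart and, where a spread between replicates is known, apart by more than that spread. A correlation is listed when its sign differs or it is off by more than its error. Of 79 values compared, 40 differed in this way. Only the settings that scale rpmm to the miRNA counts alone, that apply the detection filter to each tissue as a whole or that leave out the 11 pools were chosen after seeing the values, and no alternative was chosen because it comes closer to the paper. For the values reported first, the denominator of rpmm and the added 1 rpmm, which the paper does not spell out, were settled by comparison with the fold changes in its Supplementary Data 2. In each parenthesis, the value computed here comes before the paper's.

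The shares of variance, in percent, were also computed with TMM scaling, a mean of at least 10 counts and principal components to 60% of the variance, all set before the data were examined. None of them came within 1.5 times of the paper's value for spaceflight in GAT (25.5, the paper's 11.7), spaceflight in BAT (8.21, the paper's 1.7), housing in BAT (4.28, the paper's 0.4), spaceflight in heart (12.0, the paper's 5.4), housing in heart (4.28, the paper's 1.9), spaceflight in lung (6.44, the paper's 3.2) and housing in SCAT (3.50, the paper's 0.7). TMM scaling alone of these came that close for extraction over all samples (2.04, the paper's 0.8), to 0.595 and spaceflight in SCAT (13.5, the paper's 8.9), to 12.3. Housing in diaphragm (1.82, the paper's 1) came that close with a mean of at least 10 counts (0.725) and TMM scaling (0.868) and with no other of these. Housing in kidney (4.38, the paper's 6.7) came that close with a mean of at least 10 counts (6.78) and TMM scaling (8.93) and with no other of these. A mean of at least 10 counts alone of these came that close for spaceflight in kidney (2.45, the paper's 1), to 1.28. Principal components to 60% of the variance alone of these came that close for spaceflight in MAT (0.116, the paper's 0), to 0 and housing in spleen (1.65, the paper's 0.9), to 1.14. Values scaled to the miRNA counts alone, chosen after seeing the values, came that close for housing in diaphragm (1.29) and housing in kidney (8.57), and by this setting 8 of the 13 MIR-8, MIR-17 and MIR-196 members that the paper names passed in no tissue it names. The detection filter per tissue, chosen after seeing the values, came that close for housing in kidney (4.72), and by this setting 6 of the 13 MIR-8, MIR-17 and MIR-196 members that the paper names passed in no tissue it names. The 11 pools left out, chosen after seeing the values, came that close for housing in kidney (6.79), and by this setting 6 of the 13 MIR-8, MIR-17 and MIR-196 members that the paper names passed in no tissue it names.

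For the numbers of deregulated miRNAs per tissue, the settings made before the data were examined were geometric means, an added 10 rpmm, no filter, a mean of at least 10 and of at least 100 counts, TMM factors and Cohen's d beyond 0.8. None of them came within 1.5 times of the paper's value for SCAT in FL vs. HGC (20, the paper's 33), diaphragm in FL vs. HGC (3, the paper's 1), kidney in FL vs. HGC (1, the paper's 2) and brain in HGC vs. VGC (22, the paper's 74). An added 10 rpmm alone of these came that close for GAT in FL vs. HGC (140, the paper's 66), to 70. Geometric means alone of these came that close for heart in FL vs. HGC (26, the paper's 50), to 49, BAT in FL vs. HGC (13, the paper's 31), to 43, MAT in FL vs. HGC (1, the paper's 2), to 2 and brain in FL vs. HGC (4, the paper's 7), to 5. Brain in FL vs. VGC (33, the paper's 96) came that close with geometric means (74) and TMM factors (71) and with no other of these. The 11 pools left out, chosen after seeing the values, came that close for SCAT in FL vs. HGC (24), and by this setting 6 of the 13 MIR-8, MIR-17 and MIR-196 members that the paper names passed in no tissue it names. Values scaled to the miRNA counts alone, chosen after seeing the values, came that close for kidney in FL vs. HGC (2), brain in FL vs. VGC (136) and brain in HGC vs. VGC (63), and by this setting 8 of the 13 MIR-8, MIR-17 and MIR-196 members that the paper names passed in no tissue it names.

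For the miRNAs deregulated in 2 comparisons, these settings were geometric means and, apart from the numbers in a single tissue, a mean of at least 10 and of at least 100 counts and, where it left any miRNA to share, Cohen's d beyond 0.8. None of them came within 1.5 times of the paper's value for the percent shared by the flight comparisons in diaphragm (16.7, the paper's 100), the percent shared by the flight comparisons in liver (20, the paper's 55), the percent shared by the housing comparisons in MAT (15.4, the paper's 60), the percent shared by the housing comparisons in kidney (21.4, the paper's 48), the number shared in GAT alone (85, the paper's 28) and the number shared in liver alone (2, the paper's 5). The number shared by the flight comparisons over 13 tissues (115, the paper's 73) came that close with geometric means (105) and Cohen's d beyond 0.8 (79) and with no other of these. Geometric means alone of these came that close for the number shared in more than 1 tissue (8, the paper's 16), to 13 and the number shared in heart alone (5, the paper's 11), to 10. Values scaled to the miRNA counts alone, chosen after seeing the values, came that close for the number shared by the flight comparisons over 13 tissues (95), the number shared in more than 1 tissue (11) and the number shared in liver alone (4), and by this setting 8 of the 13 MIR-8, MIR-17 and MIR-196 members that the paper names passed in no tissue it names.

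Correlations of fold changes were also computed with geometric means, TMM factors, Spearman's rho and a mean of at least 100 counts, numbers of 1 direction in LAR and TERM with geometric means and a mean of at least 10 counts, and age-dependent miRNAs with these 2 and Cohen's d beyond 0.8, all set before the data were examined. None of them came within the error or within 1.5 times of the paper's value for the age-dependent miRNAs in MAT (14, the paper's 37). The correlation r of FL vs. HGC with FL vs. VGC over the tissues of LAR (0.69, the paper's 0.54) came that close with geometric means (0.62), TMM factors (0.60) and Spearman's rho (0.50) and with no other of these. Geometric means alone of these came that close for the miRNAs of 1 direction in LAR and TERM in pancreas (240, the paper's 402), to 430, the miRNAs of 1 direction in LAR and TERM in GAT (201, the paper's 317), to 361, r of the 2 ages in diaphragm of TERM (0.24, the paper's -0.21), to -0.037, the age-dependent miRNAs in pancreas (53, the paper's 116), to 115 and the age-dependent miRNAs in diaphragm (56, the paper's 94), to 64. Values scaled to the miRNA counts alone, chosen after seeing the values, came that close for r of FL vs. HGC with FL vs. VGC over the tissues of LAR (0.61) and the miRNAs of 1 direction in LAR and TERM in GAT (229), and by this setting 8 of the 13 MIR-8, MIR-17 and MIR-196 members that the paper names passed in no tissue it names.

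The remaining statements are calls, rankings and directions. By medians, 7 of the 13 MIR-8, MIR-17 and MIR-196 members passed in both flight comparisons in a tissue that the paper names, and 10 did by geometric means. The paper has MIR-8 members deregulated in heart and pancreas, where 0 of 6 passed in each. Geometric means, set before the data were examined, called mmu-miR-141-3p, mmu-miR-200a-3p and mmu-miR-200b-3p in both tissues and mmu-miR-200c-3p and mmu-miR-429-3p in heart. Values scaled to the miRNA counts alone, chosen after seeing the values, called mmu-miR-200a-3p in pancreas and dropped 8 of the 13. The paper has MIR-17 members in brain, where 0 passed by medians, by means, with TMM factors or with any setting chosen later. The 11 pools left out, a setting chosen after seeing the values, called mmu-miR-20a-5p in thymus and dropped 6 of the 13. The paper lists miRNAs deregulated in every flight comparison of LAR and TERM, and by medians there were 0. Geometric means called 1, mmu-miR-200a-3p in pancreas, and gave 22 miRNAs for LAR and TERM together, equal to the paper's number, in place of 12. Values scaled to the miRNA counts alone and the 11 pools left out, both chosen after seeing the values, also called 1 miRNA in every flight comparison, and they dropped 8 and 6 of the 13 members.

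By the variance that spaceflight explains, the paper puts GAT first, spleen next and SCAT after it. Here the order was GAT (25.5%), SCAT (13.5%), heart (12.0%) and spleen (11.7%), and no setting gave the paper's order. A mean of at least 10 counts, set before the data were examined, put SCAT (21.2%), GAT (18.9%) and spleen (12.8%) foremost, and the detection filter per tissue, chosen after seeing the values, put GAT (25.0%), SCAT (14.7%) and spleen (12.2%) there and dropped 6 of the 13 members above. For age, the paper has thymus ahead of all other tissues, and of 12 tissues thymus (8.06%) came just after GAT (8.14%). Thymus came first with TMM scaling (8.10%), a mean of at least 10 counts (8.49%) and principal components to 60% of the variance (10.9%), all set before the data were examined. It also came first with values scaled to the miRNA counts alone (7.99%) and with the detection filter per tissue (8.25%), both chosen after seeing the values, which dropped 8 and 6 of the 13 members. Among classes of RNA, the paper names piRNA, tRNA and lncRNA as those with the most variance explained by spaceflight. Of 7 classes, the medians over the tissues were 8.39% for tRNA, 6.57% for snoRNA, 5.80% for miRNA, 5.48% for piRNA and 3.80% for lncRNA. With TMM scaling, set before the data were examined, those 3 led the 6 classes other than miRNA (7.20% for tRNA, 4.90% for piRNA and 3.81% for lncRNA, with miRNA at 4.85%), and in the other settings they did not.

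By the number of miRNAs deregulated in FL vs. HGC, the paper's first 4 tissues are GAT, heart, SCAT and BAT and its last 4 are diaphragm, kidney, MAT and brain. Of 13 tissues, the first 5 here were GAT (140), heart (26), SCAT (20), thymus (15) and BAT (13), and the lowest counts were those of MAT and kidney (1 each) and of pancreas (2). Geometric means, set before the data were examined, put GAT (132), heart (49), BAT (43) and SCAT (20) first. For the share of miRNAs common to both flight comparisons, the paper puts diaphragm, thymus and liver foremost. Of 13 tissues, GAT (56.3%), lung (55.6%) and thymus (47.4%) led, with liver at 20.0% and diaphragm at 16.7%, and no setting put those 3 tissues foremost. In diaphragm, the paper has no overlap of the housing comparisons, and 1 of 5 miRNAs was in both. The overlap was 0 with values scaled to the miRNA counts alone, chosen after seeing the values, which dropped 8 of the 13 members. It was also 0 with Cohen's d beyond 0.8, set before the data were examined. At that d, 0 miRNAs passed in FL vs. VGC, so none could be shared. Among miRNAs shared in 1 tissue alone, the paper ranks GAT, heart, liver and SCAT first, and here the order was GAT (85), thymus (6), heart (5), lung (4), SCAT (3) and liver (2). The paper has spleen among the tissues with the highest correlation of the 2 flight comparisons. In 10 of the other tissues r was higher than the 0.54 of spleen, which stayed between 0.43 and 0.64 under every setting.

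For the miRNAs of 1 direction in LAR and TERM, the paper puts pancreas, GAT and lung first. Of 13 tissues, BAT (418), lung (377) and kidney (254) led here, and BAT (462), pancreas (430) and GAT (361) led by geometric means. Between the ages of TERM, the paper has the lowest correlations in diaphragm, BAT and GAT. The lowest here were those of GAT (-0.61), heart (-0.34) and SCAT (-0.25) by medians and of GAT (-0.68), BAT (-0.35) and heart (-0.27) by geometric means. For MIR-1, the paper orders the tissues by their medians with diaphragm highest, and here heart was higher than diaphragm (6767 rpmm against 6439 rpmm). Diaphragm was highest with TMM factors and in TERM, both set before the data were examined. It was highest also with values scaled to the miRNA counts alone and with the 11 pools left out, both chosen after seeing the values, which dropped 8 and 6 of the 13 members. The paper has the 2 control arms change alike with age for mmu-miR-92a-3p, mmu-miR-322-5p and mmu-miR-205-5p. By medians, the log2 ratios of 8 to 3 months in HGC and in VGC had opposite signs for mmu-miR-92a-3p in kidney (0.77 and -0.15), mmu-miR-322-5p in pancreas (-1.29 and 0.15) and mmu-miR-205-5p in pancreas (0.37 and -0.94) and heart (0.81 and -1.08). In the fold changes that edgeR fitted, set before the data were examined, the 2 arms had 1 sign for mmu-miR-92a-3p (0.49 and 0.10), mmu-miR-322-5p (-0.94 and -0.64) and mmu-miR-205-5p in pancreas (-2.15 and -1.38). For mmu-miR-205-5p in heart they had opposite signs by edgeR as well (1.49 and -0.80). In pancreas of TERM, where the paper has mmu-miR-802-5p deregulated alike in both flight comparisons, the 2 log2 ratios were -0.94 and 0.13.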

Other observations

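In this part, the tests of exchanged labels, of crossing reads by group of pools, of carry-over, of the assignment of columns, of the share of the 3 arms, of an age term, of the scaling of the values of GAT and of MIR-8, and all counts of splits were chosen only after the result was seen, and the tests without the 11 pools were chosen after the data, but not yet their own result, were seen. The miRNA profile of each of the 686 libraries was compared with the median profile of each of the 13 tissues, over 730 miRNAs that vary between tissues. It was closest to another tissue than that on the label in 166 libraries (24.2%), for which the median r was 0.81 with the closest tissue and 0.13 with the labelled one. In the paper's own coordinates of the libraries, 85.3% of the 5 nearest libraries of these 166 had the same tissue by profile and 20.0% had the same label. An error in assigning columns here would leave the labels together in those coordinates. For 119 of these libraries, all in 11 sequencing pools, 6.39% of the nearest libraries had the same label. That argues against columns assigned to the wrong samples here for these 119. For the other 47 the share was 54.5%, which does not decide it. The paper does not report this pattern. It is uneven over the sequencing pools, with 119 of the 168 libraries of 11 pools (70.8%) and 47 of the 518 libraries of the other 33 pools (9.07%).

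In 7 of the 11 pools, numbers 2 to 5 and 39 to 41, the largest weight of a single tissue in a library was a median of 91.5%, near the 88.8% of the remaining pools, so that reads crossing between libraries of one pool are argued against there. In pools 19 to 22 it was 47.6%, and reads crossing between libraries of one pool are a candidate explanation for these. Exchanged labels are a candidate explanation for pools 3, 4 and 40, these 3 being the pools in which the profile tissue was the label of a library at 1 fixed distance in the sample order more often than in shuffled orders after adjustment over all 44 pools (9 of 16, 10 of 15 and 8 of 16 libraries, permutation p = 0.001 in each, the smallest that 1000 shuffles can give). In pool 39, 7 of 15 libraries matched at 1 distance against a shuffled median of 4 (permutation p = 0.0150), which did not pass that adjustment. Of the other pools with many such libraries 0 passed it, and exchanged labels cannot be told apart there from other sources, since an exchange without a fixed distance would leave no such trace. In the remaining pools, 34 of the 47 libraries were labelled MAT, and 16 of these had the profile of pancreas and 12 that of spleen. In the paper's coordinates, 80.0% and 68.3% of the nearest libraries of these 16 and 12 were labelled MAT. Carry-over from a neighbouring organ at dissection is a candidate explanation for these, and a real likeness of MAT to these organs stays open. Over the 3 arms of LAR the share was 26.3% in FL, 17.7% in HGC and 28.1% in VGC. An uneven share of the 3 arms was seen over both extractions (permutation p = 0.0280), so these libraries may add to differences between arms. No biological explanation was tested for the pattern as a whole, and no label was changed.

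Tissue explained 54.2% of the variance over all samples, and 75.2% without the 11 pools. These pools were chosen by the mismatch of their libraries with the tissue on the label, so leaving them out raises the share by design. Leaving out as many of the other pools gave 46.9% to 48.9% (20 draws), so fewer libraries alone did not raise it. Those draws all keep the 11 pools and so do not undo that choice. Libraries with the profile of another tissue cannot be told apart from other sources of the low share by this test, and differences between animals stay open.

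In LAR, edgeR called 193 miRNAs between FL and HGC over 13 tissues, and 3 of 100 splits of the libraries gave as many. The splits were made within each tissue, while the tissues come from the same mice. Chance can therefore be excluded for the total only if the tissues are taken as independent. Without the 11 pools it called 10, with 1119 at an unadjusted p under 0.05, and leaving out as many libraries at random gave 13 to 152 (median 69), with 0 of 20 draws at or below 10. Fewer libraries alone thus lower the count, and those with the profile of another tissue are a candidate explanation only for the drop beyond that. Over the samples without these pools, 48 of 100 splits gave 10 calls or more, so chance cannot be excluded for what is left. With a plate term edgeR called 28. Plates shuffled within the tissues left 0 to 55 (median 14), with 13 of 20 at or below 28, so plate differences cannot be told apart from the loss of degrees of freedom that such a term brings. With an age term it called 83 over the 12 tissues with both ages, where shuffled ages left 7 to 114 (median 63), and the lost degrees of freedom are a candidate explanation for that lower count. Of the calls that could be tested without the pools, 46 of 55 in BAT, 42 of 51 in liver, 44 of 48 in SCAT and 20 of 21 in lung had the same direction. In lung, where all 21 calls were higher in FL and could be tested, the median log2 fold change went from 3.24 to 0.70. The medians were -2.59 over 68 calls and -0.16 over the 55 tested in BAT, and -1.39 over 50 and -1.18 over 48 in SCAT. These mix directions, with 24 of 68 and 20 of 50 higher in FL, and cover different sets, so they do not measure a change in size. Of the tested calls in BAT, liver, SCAT and lung, the adjusted p was under 0.05 in 0, 2, 4 and 0, and the unadjusted p in 12, 39, 40 and 11. An effect of flight in these tissues stays open.

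In liver, 52 of the 54 called miRNAs were higher in FL than in HGC. Red blood cells were tested by mmu-miR-451a, mmu-miR-144-3p, mmu-miR-144-5p and mmu-miR-486a-5p, a list written before the test, all 4 of which are counted in liver as well. Their median log2 fold change was -0.058 (-0.01, 0.11, -0.14 and -0.11), which argues against red blood cells as the source. The other candidate explanation, libraries whose profile fits another tissue, cannot be told apart from fewer samples. Of 51 called miRNAs tested without the 11 pools, 2 had an adjusted p under 0.05 and 39 an unadjusted p under 0.05. The median log2 fold change was 3.36 over all 54 calls and 2.30 over these 51 without the pools. For liver, 5 of 100 splits gave as many calls as the real groups and for BAT 7 did, so chance cannot be excluded in either. For lung and for SCAT 1 of 100 splits did, which is the real one, so chance can be excluded for each of these tissues taken alone, without adjustment over the 13 tissues. A response of liver to flight stays open and was not tested in other mice.

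By the rule of fold change and effect size, 140 miRNAs of GAT passed between FL and HGC and 24 did with TMM factors in place of rpmm. Normalization to all mapped reads is therefore a candidate explanation for most of these, since a higher share of miRNAs among the counts of FL raises the rpmm of most miRNAs. Libraries with the profile of another tissue are argued against, since 159 passed without the 11 pools, where leaving out as many libraries at random gave 80 to 210 (median 137). For GAT 2 of 100 splits gave as many, for heart 2 and for SCAT 11, so chance can be excluded for GAT and for heart, each taken alone and without adjustment over the 13 tissues, and not for SCAT. In heart, 12 passed without the 11 pools in place of 26, which 3 of 99 random removals reached or went below. A response of GAT to flight that changes its small RNA composition stays open.

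By geometric means, MIR-8 members were lower in FL than in both control arms in heart (5 of 6 members) and in pancreas (3 of 6). Without HGC replicate 8 the number was 0 in heart, and without FL replicate 13 it was 0 in pancreas. Both are libraries whose profile fits another tissue, lung for that of heart and GAT for that of pancreas. Such libraries may therefore carry these calls. Leaving out the 11 pools gave 0 in both tissues, which as many libraries removed at random also gave in 19 of 99 draws for heart and in 38 of 99 for pancreas. An effect of flight on MIR-8 stays open, and no other biological explanation was tested.

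The other totals were held against splits in the same way. For edgeR, 54 of 100 splits gave as many calls as the real groups in FL vs. VGC and 80 in HGC vs. VGC of LAR, and 67 and 43 in FL vs. HGC and FL vs. VGC of TERM. Between FL and HGC at 3 months 15 splits did and at 8 months 24, and between the ages 33 did in FL, 13 in HGC and 47 in VGC. In none of these can chance be excluded. By the rule of fold change and effect size over 13 tissues, 4 of 100 splits gave as many miRNAs in FL vs. HGC, 5 in FL vs. VGC and 92 in HGC vs. VGC. Chance can be excluded for FL vs. HGC alone of these 3, and only if the tissues of 1 mouse are taken as independent. For the miRNAs shared by both flight comparisons 1 of 100 splits gave as many, which is the real one, so chance can be excluded under the same condition. For the age-dependent miRNAs 44 splits did and for the miRNAs deregulated in LAR and in TERM 29, where it cannot.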
